# Inhibition of DYRK1A, via histone modification, promotes cardiomyocyte cell cycle activation and cardiac repair after myocardial infarction

**DOI:** 10.1016/j.ebiom.2022.104139

**Published:** 2022-07-08

**Authors:** Cong Lan, Caiyu Chen, Shuang Qu, Nian Cao, Hao Luo, Cheng Yu, Na Wang, Yuanzheng Xue, Xuewei Xia, Chao Fan, Hongmei Ren, Yongjian Yang, Pedro A. Jose, Zaicheng Xu, Gengze Wu, Chunyu Zeng

**Keywords:** Cardiomyocyte cell cycle activation, Cardiac repair, DYRK1A, H3K27ac, H3K4me3

## Abstract

**Background:**

While the adult mammalian heart undergoes only modest renewal through cardiomyocyte proliferation, boosting this process is considered a promising therapeutic strategy to repair cardiac injury. This study explored the role and mechanism of dual-specificity tyrosine regulated kinase 1A (DYRK1A) in regulating cardiomyocyte cell cycle activation and cardiac repair after myocardial infarction (MI).

**Methods:**

DYRK1A-knockout mice and DYRK1A inhibitors were used to investigate the role of DYRK1A in cardiomyocyte cell cycle activation and cardiac repair following MI. Additionally, we explored the underlying mechanisms by combining genome-wide transcriptomic, epigenomic, and proteomic analyses.

**Findings:**

In adult mice subjected to MI, both conditional deletion and pharmacological inhibition of DYRK1A induced cardiomyocyte cell cycle activation and cardiac repair with improved cardiac function. Combining genome-wide transcriptomic and epigenomic analyses revealed that DYRK1A knockdown resulted in robust cardiomyocyte cell cycle activation (shown by the enhanced expression of many genes governing cell proliferation) associated with increased deposition of trimethylated histone 3 Lys4 (H3K4me3) and acetylated histone 3 Lys27 (H3K27ac) on the promoter regions of these genes. Mechanistically, via unbiased mass spectrometry, we discovered that WD repeat-containing protein 82 and lysine acetyltransferase 6A were key mediators in the epigenetic modification of H3K4me3 and H3K27ac and subsequent pro-proliferative transcriptome and cardiomyocyte cell cycle activation.

**Interpretation:**

Our results reveal a significant role of DYRK1A in cardiac repair and suggest a drug target with translational potential for treating cardiomyopathy.

**Funding:**

This study was supported in part by grants from the National Natural Science Foundation of China (81930008, 82022005, 82070296, 82102834), National Key R&D Program of China (2018YFC1312700), Program of Innovative Research Team by the National Natural Science Foundation (81721001), and National Institutes of Health (5R01DK039308-31, 7R37HL023081-37, 5P01HL074940-11).

**Research in context**

**Evidence before this study**

The adult mammalian heart is endowed with regenerative capacity, albeit limited, via proliferation of pre-existing cardiomyocytes. Boosting cardiomyocyte cell cycle activity is a promising therapeutic strategy in repairing cardiac injury. Dual-specificity tyrosine regulated kinase 1A (DYRK1A), an evolutionarily conserved protein kinase, pleiotropically regulates the proliferation of tumor cells, neuronal progenitor cells, pancreatic β-cells, and cardiomyocytes in neonatal mice. However, the mechanisms by which DYRK1A regulates adult cardiomyocyte cell cycle activity and cardiac repair remain unknown.

**Added value of this study**

Our study demonstrated that either conditional deletion or pharmacological inhibition of DYRK1A induced cardiomyocyte cell cycle activation along with improved cardiac function in adult mice subjected to MI. We also found that DYRK1A phosphorylates WD repeat-containing protein 82 and lysine acetyltransferase 6A to reduce the deposition of trimethylated histone 3 Lys4 and acetylated histone 3 Lys27 on the promoters of cell cycle regulators, thus limiting their transcriptional activation and inhibiting cardiomyocyte cell cycle activity.

**Implications of all the available evidence**

Our findings suggest a significant role of DYRK1A in cardiac repair and as a drug target with translational potential for the treatment of cardiomyopathy.

Alt-text: Unlabelled box

## Introduction

Heart failure is one of the major causes of death, with more than 25 million people affected globally.^1^ The inability of the adult heart to replenish lost or damaged myocardium is a common pathophysiological basis of heart failure. Recently, an emerging paradigm-breaking concept reveals that the adult heart is still endowed with regenerative capacity via the proliferation of pre-existing cardiomyocytes,^2^ albeit significantly limited compared to that of perinatal mammals^3^ or lower vertebrates such as the zebrafish.^4^ At present, the molecular mechanisms underlying the poor regenerative capacity of the adult heart remain largely unknown, despite intensive investigative efforts, thus hampering the development of drug-based therapies for cardiac regeneration.

Dual-specificity tyrosine regulated kinase 1A (DYRK1A) is an evolutionarily conserved protein kinase mapped to the Down syndrome-critical region in human chromosome 21 and is involved in many cellular functions, including cell proliferation, survival, and differentiation.^5^ It is a pleiotropic kinase with an inconsistent role in regulating tumor cell proliferation; however, it most commonly shows a pro-proliferative effect,^6^^,^^7^ thus representing a promising therapeutic target for anti-tumor drugs. DYRK1A also plays an essential role in controlling neuronal progenitor cell division via regulation of epidermal growth factor receptor-based signaling during early development.^8^ Other studies further revealed that inhibition of DYRK1A stimulates pancreatic β-cell proliferation, which increases islet mass and improves glycemic control.^9^ Intriguingly, overexpression of DYRK1A impairs cardiomyocyte cell cycle progression, leading to dilated cardiomyopathy associated with congestive heart failure and premature death in postnatal mice.^10^ These observations imply that DYRK1A may be an extremely powerful regulator of cell proliferation, even if the cell type is resistant to stimulation of cell division or prone to excessive proliferation.

We identified DYRK1A as a key target in regulating cardiomyocyte cell cycle activation and cardiac repair in the adult heart after MI. Mechanistically, DYRK1A phosphorylates WDR82 and KAT6A to reduce the deposition of H3K4me3 and H3K27ac on the promoters of cell cycle regulators, thus limiting their transcriptional activation and inhibiting cardiomyocyte cell cycle activity. This study revealed a significant role of DYRK1A in adult cardiomyocyte cycling and identified it as an effective therapeutic target for cardiac repair after myocardial injury.

## Methods

### Animal

All experimental procedures were approved by the Animal Care and Use Committee of the Third Military Medical University (AMUWEC202113554) and conformed to the guidelines from the Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes. All experiments were performed using age-matched mice. C57BL/6J mice (RRID: IMSR_JAX:000664) were purchased from the Experimental Animal Center of the Daping Hospital. α-MHC^MerCreMer^ mice (RRID: IMSR_JAX:005657) were obtained from the Jackson Laboratory (Bar Harbor, Maine, USA). The mice were housed in standard cages with a 12-h light/12-h dark cycle at 22 to 24°C and *ad libitum* access to food and water.

### Generation of DYRK1A-knockout mice

DYRK1A^flox/flox^ mice were generated using the Cas9 nickase method. Two single-guide RNAs (sgRNA1 and sgRNA2) targeting DYRK1A introns 1 and 2 were designed to flank the second exon of DYRK1A with loxP sites. The donor plasmid containing DYRK1A exon 2 flanked by two loxP sites, sgRNA1 and sgRNA2, and Cas9 mRNAs was co-injected into one-cell-stage fertilized embryos to obtain mice with DYRK1A exon 2 flanked by two loxP sites on one allele. Homozygous DYEK1A-flox (DYRK1A^flox/flox^) mice were obtained, and α-MHC^MerCreMer^/DYRK1A^flox/flox^ mice were then generated by crossing DYRK1A^flox/flox^ mice with α-MHC^MerCreMer^ mice. Cardiomyocyte-specific deletion of DYRK1A (DYRK1A CKO) was cyclic recombinase (Cre)-induced by thrice intraperitoneal injection of tamoxifen (50 mg/kg), every other day in adult mice.

### Myocardial infarction (MI)

As previously described, MI was surgically induced.^11^ Mice were anesthetized by inhalation of isoflurane (2%), and ventilation was provided through tracheal intubation, connected to a small-animal anesthesia ventilator. After left thoracotomy through the fourth intercostal space, the left anterior descending coronary artery was visualized and permanently ligated using a 7-0 nylon suture under an operating microscope. After the chest wall was closed, the mice were allowed to recover with free access to food and water. Sham-operated mice underwent a similar surgical procedure without arterial ligation.

### Echocardiography

Cardiac function of the mice was measured at the indicated time points by echocardiography using a small-animal high-resolution ultrasound imaging system (Vevo 2100, Visual Sonics, Canada). Two-dimensional guided M-mode measurements at the parasternal long-axis plane were performed for at least three beats and then averaged. All measurements were performed by a technician blinded to the experimental groups. The left ventricular internal diameter at end-diastole (LVIDd) and left ventricular internal diameter at end-systole (LVIDs) were measured to determine cardiac function, while the left ventricular ejection fraction (LVEF) was calculated as 100% × (LVIDd^3^ − LVIDs^3^) / LVIDd^3^.

### Cell culture

Neonatal cardiomyocytes were isolated from the hearts of 1–2-day-old Sprague-Dawley rats using the previously described enzymatic digestion method.^12^ The hearts were extracted, minced into pieces smaller than 1 mm^3^, and subsequently subjected to enzymatic digestion with 1.25 mg/mL trypsin for 3 min and 0.8 mg/mL collagenase II for 30 min at 37°C. The digestion was halted by adding Dulbecco's modified Eagle's medium (DMEM), supplemented with 10% fetal bovine serum (FBS). After centrifugation at 300 g for 5 min, the cell pellet was resuspended and incubated at 37°C for 90 min for differential attachment. Subsequently, the cells in the suspension were plated and cultured in DMEM with 10% FBS at 37°C in an atmosphere with 5% CO_2_ for 24 h.

Small interfering RNAs (siRNAs), targeting the genes of interest, were transfected into cardiomyocytes using the lipofectamine 3000 transfection reagent (L3000015, Thermo Fisher Scientific, Waltham, MA) and cultured for 48 h before subsequent analysis. For DYRK1A overexpression experiments, the coding sequence of rat DYRK1A was cloned into the pcDNA3.1 vector under the control of the cytomegalovirus promoter. Recombinant plasmids were then generated and cardiomyocytes transfected for 48 h.

We also constructed plasmids encoding hemagglutinin (HA)-tagged human full-length DYRK1A, mutated DYRK1A with deletion of the N, K, or C terminus, and FLAG-tagged full-length WDR82 or KAT6A. Co-transfection of these plasmids was performed in HEK293T cells (validated by short tandem repeat, RRID: CVCL_0063) using the lipofectamine 3000 transfection reagent. After co-transfection for 48 h, the cells were lysed for co-immunoprecipitation (IP) experiments to determine the binding domain of DYRK1A with WDR82 and KAT6A.

### Determining the number of cardiomyocytes per heart

Adult cardiomyocytes were isolated from mice at day 35 post-MI, according to a published protocol.^13^ The cells were fixed with 4% paraformaldehyde for one hour at room temperature and immunostained with cardiac troponin T to label cardiomyocytes in a 1.5-mL Eppendorf tube. The cell pellet was fully resuspended, 1-μL cell suspension was dropped and cover-slipped on a slide, and cardiomyocytes were counted under a fluorescence microscope (Nikon, Japan). The total cardiomyocyte number per heart was calculated as the average cell number per µL suspension × the total volume of cell suspension.

### Time-lapse imaging assay

To investigate whether loss of DYRK1A promotes cardiomyocyte cytokinesis *in vitro*, we performed a time-lapse imaging assay using an Olympus IX83 inverted microscope with a humidified cell culture chamber in the presence of 5% CO_2_ at 37°C. Initially, control (αMHC^MerCreMer^) and α-MHC^MerCreMer^/DYRK1A^flox/flox^ mice (1–3 days after birth) were infected with a single intraperitoneal injection of AAV9-GFP under the control of the cardiac troponin T promoter. GFP-labeled adult cardiomyocytes were isolated from eight-week old mice, according to a published protocol^13^ and co-cultured with primary neonatal rat cardiomyocytes in the cell culture chamber. More than 100 random fields of 20X objective lens were selected for time-lapse imaging at intervals of 1 h for 7 days. Only the division events with completed cytokinesis were counted.

### Culture of human induced pluripotent stem cell (iPSC)-derived cardiomyocytes (hiPSC-CMs)

Commercial hiPSC-CMs (validated by the commercial vendor) were purchased from Saibei Biotechnology (Beijing, China), and were seeded in a plating medium (Saibei Biotechnology, CA2020008) into fibronectin-coated plates. The hiPSC-CMs were routinely tested for mycoplasma contamination and cultured for one week prior to experimentation in a maintenance medium (Saibei Biotechnology, CA2015002).

### RNA isolation and real-time quantitative polymerase chain reaction (qPCR)

Total RNA was isolated from cells or tissues using TRIzol™ reagent (15596026, Thermo Fisher Scientific) according to the manufacturer's protocol. The total RNA concentration was measured using a Nanodrop 8000 spectrophotometer (Thermo Fisher Scientific). Additionally, 1-μg of total RNA was used to synthesize cDNA with the iScript Reverse Transcription Supermix (Bio-Rad, Hercules, CA, USA), as per the manufacturer's protocol. The generated cDNA was used as a template to perform real-time qPCR with a quantitative SYBR Green PCR mix on a QuantStudio 6 Flex Real-Time PCR system (Bio-Rad). Additionally, the relative expression of an individual gene was calculated using the 2−∆∆CT method, and glyceraldehyde 3-phosphate dehydrogenase (GAPDH) was used as the endogenous control.

### RNA-sequencing and data analysis

Neonatal cardiomyocytes in primary culture were transfected with siRNA against DYRK1A (si-DYRK1A) or scramble siRNA (si-NC) using lipofectamine 3000 transfection reagent and cultured for 48 h. RNA from cells transfected with scramble or DYRK1A siRNA was extracted using TRIzol™ reagent, according to the manufacturer's protocol. Additionally, RNA-sequencing (RNA-seq) libraries were prepared using the NEBNext Ultra™ RNA Library Prep Kit for the Illumina system, according to the manufacturer's instructions, and paired-end (150 bp) sequencing was performed using the HiSeq 3000 sequencer from the Novogene Bioinformatics Institute (Beijing, China). RNA-seq reads were mapped to Rnor_6.0 using HISAT2 (v2.0.5) with default settings, and fragments per kilobase of exon per million mapped reads were used to analyze differentially expressed transcripts between groups. Heatmaps of gene expression, gene ontology (GO) and Kyoto encyclopedia of genes and genomes (KEGG) pathway analyses were performed using the OmicShare tools, a free online platform for data analysis (http://www.omicshare.com/tools). RNA-seq data were deposited in the gene expression omnibus (GEO) database under the accession number GSE202169.

### Antibodies

The antibodies used for the chromatin immunoprecipitation (ChIP) assays were rabbit anti-H3K27ac (ab4729, Abcam, London, England, RRID: AB_2118291) and "rabbit anti-H3K4me3 (ab8580, Abcam, RRID: AB_306649). The following antibodies were used for immunofluorescence staining: mouse anti-cardiac troponin T (cTnT, MA5-12960, Thermo Fisher Scientific, RRID: AB_11000742), rabbit anti-Ki67 (PA5-19462, Thermo Fisher Scientific, RRID: AB_10981523), rabbit anti-phospho-histone H3 (pH3, PA5-17869, Thermo Fisher Scientific, RRID: AB_10984484), and rabbit anti-Aurkb (ab2254, Abcam, RRID: AB_302923). In addition, the following antibodies were used for IP: mouse anti-DYRKA (PAB19417, Abnova, Walnut, CA, RRID: AB_10904391), rabbit anti-phospho-Ser/Thr (ab117253, Abcam, RRID: AB_10903259), and rabbit anti-HA tag (ab9110, Abcam, RRID: AB_307019). The following antibodies were used for immunoblotting: mouse anti-DYRKA (PAB19417, Abnova, RRID: AB_10904391), rabbit anti-Ccna1 (bs-5739R, Bioss, Beijing, RRID: AB_11118565), rabbit anti-Ccnb1 (bsm-52044R, Bioss), rabbit anti-Ccnd1 (bs-20596R, Bioss), rabbit anti-Ccnd2 (bs-1148R, Bioss, RRID: AB_10857746), rabbit anti-Ccne1 (bs-0573R, Bioss, RRID: AB_10858063), rabbit anti-Cdc20 (ab183479,Abcam), rabbit anti-Cdc25a (bs-2758R, Bioss, RRID: AB_10855140), rabbit anti-Cdk1 (bsm-52026R, Bioss), mouse anti-Cdk4 (bsm-52028M, Bioss), rabbit anti-Pcna (bs-2006R, Bioss, RRID: AB_10855815), rabbit anti-Pole2 (bs-14356R, Bioss), rabbit anti-Plk1 (bs-3535R, Bioss, RRID: AB_10857021), rabbit anti-FoxM1 (ab180710, Abcam, RRID: AB_2893324), rabbit anti-KAT6A (PAB8745, Abnova), rabbit anti-WDR82 (PA5-110580, Thermo Fisher Scientific, RRID: AB_2855991), rabbit anti-H3K27ac (ab4729, Abcam, RRID: AB_2118291), rabbit anti-H3K4me3 (ab8580, Abcam, RRID: AB_306649), rabbit anti-H3K9me3 (ab8898, Abcam, RRID: AB_306848), mouse anti-H3K27me3 (ab6002, Abcam, RRID: AB_305237), rabbit anti-H4k20me3 (ab177190, Abcam, RRID: AB_2713955), rabbit anti-H4K5ac (ab124636, Abcam, RRID: AB_10976331), rabbit anti-H4K8ac (ab45166, Abcam, RRID: AB_732937), rabbit anti-histone H3 (ab1791, Abcam, RRID: AB_302613), mouse anti-FLAG tag (bsm-33346M, Bioss), and mouse anti-GAPDH (ab8245, Abcam, RRID: AB_2107448). All the antibodies were validated and used.

### ChIP assays

ChIP assays were performed using chromatin IP assay kits (17-371, Millipore, Milford, MA), as per the manufacturer's protocol. Briefly, rat neonatal cardiomyocytes were transfected with scramble or DYRK1A siRNA using lipofectamine 3000 transfection reagent (Thermo Fisher Scientific) and cultured for 48 h. The cells (about 1×10^7^ cells for each ChIP experiment) were then cross-linked with 1% formaldehyde for 10 min at room temperature, and the reaction was stopped with glycine (0.125 M) for 5 min. The cross-linked cells were harvested and lysed in a ChIP lysis buffer and chromatin was fragmented to 180–360 bp using an EZ-Zyme™ kit (17-295, Millipore), as per the manufacturer's protocols. Additionally, fragmented chromatin was immunoprecipitated with anti-H3K27ac and anti-H3K4me3 antibodies, or a negative control rabbit IgG. Furthermore, immunocomplexes were captured with protein G agarose, and crosslinking was reversed by incubating the samples in the presence of 200 mM NaCl at 65°C overnight. After treatment with RNase A and proteinase K, free DNA was purified using spin columns. The purified DNA fragments were analyzed by quantitative PCR using primers for the target gene promoter (within 2000bp upstream of the transcription start site) or subjected to ChIP-sequencing (ChIP-seq). The ChIP-qPCR results are expressed as enrichment relative to input.^14^ Furthermore, ChIP-seq libraries were constructed using the NEBNext ChIP-seq Library Prep Master Mix Set for the Illumina system, and sequencing was performed using a HiSeq 3000 sequencer (Guangzhou Epibiotek, Guangzhou, China). ChIP-seq reads were then mapped to rat genome assembly rn6. ChIP-seq peak calling was conducted using MACS 1.4.2 (Model based analysis of ChIP-seq) with default settings to profile binding regions, and peaks were visualized using integrative genomics viewer software. ChIP-seq heatmaps of the binding strength were drawn using the ggplot2 library. *De novo* motif analysis was performed within a 200-bp region around the peak centers using Homer software. Additionally, GO and KEGG pathway analyses were performed using the OmicShare tools, a free online platform for data analysis (http://www.omicshare.com/tools). ChIP-seq data were deposited in the GEO database under the accession number GSE202168.

### Immunoprecipitation

IP was performed to investigate protein interactions and phosphorylation. Briefly, rat neonatal cardiomyocytes in primary culture were lysed using ice-cold lysis buffer (P0013C, Beyotime Biotechnology) containing a protease inhibitor cocktail (P8340, Sigma, St Louis, MO, USA) and PhosStop phosphatase inhibitor (4906845001, Sigma). The lysates were cleared by centrifugation, and proteins were sequentially incubated with the indicated antibodies at 4°C overnight and protein A/G agarose (20421, Thermo Fisher Scientific) at room temperature for 2 h. The beads were washed thrice with the lysis buffer and centrifuged to obtain the indicated protein complexes, which were then subjected to immunoblotting or mass spectrometry.

### Immunoblot analysis

We prepared the cell or tissue lysates using an ice-cold lysis buffer for immunoblotting and IP (P0013, Beyotime Biotechnology) containing a protease inhibitor cocktail (P8340, Sigma) and protein concentrations were measured using the Quick Start Bradford Protein Assay Kit (Bio-Rad). Proteins were separated using sodium dodecyl-sulfate polyacrylamide gel electrophoresis and electrotransferred onto polyvinylidene difluoride membranes, followed by blocking for 2 h with Tris-buffered saline, 0.1% tween-20 detergent containing 5% non-fat dry milk. The membranes were then subsequently incubated with the indicated primary antibodies (1:1000 dilution) at 4°C overnight, and the corresponding secondary antibodies at room temperature for 2 h. The protein bands were then visualized using the Odyssey Infrared Imaging System (Li-Cor Biosciences, Lincoln, NE), and the intensity of bands was analyzed using Quantity One image analysis software. Additionally, GAPDH served as an internal control to normalize densitometric intensity. All uncropped blots are shown in Supplementary Data.

### Mass spectrometry analysis

Mass spectrometric analysis was performed at the Shanghai Applied Protein Technology Co, Ltd. (Shanghai, China). To profile DYRK1A-interacting effectors, DYRK1A complexes were immunoprecipitated, as described in the IP assay. The DYRK1A complexes obtained were then subjected to enzymatic digestion in trypsin solution (Promega, Madison, WI). The peptides were later extracted, dried in a speed-vac, and reconstituted in high-performance liquid chromatography (HPLC) solvent A (2.5% acetonitrile and 0.1% formic acid), and were subjected to standard tandem mass tag labeling using a commercial kit, as per the manufacturer's instructions (Thermo Fisher Scientific). Labeled peptides were fractionated with a high pH, reversed phase fractionation kit (Thermo Fisher Scientific), and an HPLC system AKTA Purifier 100 (General Electric, Fairfield, CT), as per the manufacturer's instructions. The peptides were further separated using an EASY-nLC 1200 systems coupled with a Thermo Q exactive mass spectrometer (Thermo Fisher Scientific). A full high-resolution scan was performed at 70,000 resolutions (300-1800 m/z), followed by 20 low-resolution MS/MS scans in the ion trap. Mascot2.2 and Proteome Discoverer 1.4 software were used for database searching, peptide mass fingerprinting, and peptide sequence tagging, thus achieving protein identification.

### Immunofluorescence staining

The cells or tissues were fixed with 4% paraformaldehyde and 4-μm sections of paraffin-embedded tissues were obtained. After dewaxing and antigen retrieval, fixed cells or tissue sections were permeabilized with Triton (0.1%) for 10 min and blocked in immunostaining blocking buffer containing 5% bovine serum albumin for 1 h at 37°C. The samples were subsequently incubated with the indicated primary antibodies (1:100 dilution) at 4°C overnight and corresponding secondary antibodies (conjugated with Alexa Fluor Plus 488 or 546) at 37°C for 2 h. After nuclear visualization after 10 min of DAPI staining, the samples were mounted, and immunofluorescence images were obtained under a laser confocal microscope (Olympus, Tokyo) and were analyzed using the Olympus Fluoview FV300 version 3C Acquisition Software.

### Masson's trichrome staining

Heart tissues were fixed in 4% paraformaldehyde and cut into five transverse slices from the apex to the site of occlusion. The left ventricular scars were then visualized using a modified Masson's trichrome staining kit (G1346, Solarbio Life Science, Beijing), as per the manufacturer's instructions. The scar size was quantified using Image J software and calculated as the circumference of fibrotic tissue divided by that of the total left ventricle from consecutive myocardial slices, as previously described.^15^

### Statistical analysis

All data are expressed as mean ± Standard Deviation (SD), and statistical calculations were performed using SPSS software (version 19.0). Two-tailed unpaired Student's t test was performed to compare means between two groups, and one-way analysis of variance (ANOVA), followed by Tukey's multiple-comparison test, was used for comparisons among three or more groups. Statistical significance was set at P < 0.05, and no outliers were excluded from the final statistical analysis.

### Role of the funding sources

No funding sources were involved in the study design; the collection, analysis, interpretation of data; the writing of the report, or the decision to submit the manuscript for publication.

## Results

### Loss of DYRK1A promotes cardiomyocyte cell cycle reentry and improves cardiac repair following MI in the adult heart

To determine the relationship between DYRK1A and cardiomyocyte cell cycle activity, we quantified DYRK1A expression in mouse hearts during development and post-MI. We found that DYRK1A protein expression was higher in the adult mouse heart than that in the neonatal mouse heart, and was further increased post-MI in the adult mouse (Figure 1a). We further observed that DYRK1A was more extensively expressed in cardiomyocytes than that in cardiac fibroblasts, and was localized to a greater extent in the nucleus than that in the cytoplasm (Supplementary Fig. 1). The role of DYRK1A in cardiac repair was studied in mice with inducible cardiomyocyte-specific deletion of DYRK1A (DYRK1A CKO), generated by crossing DYRK1A^flox/flox^ with α-MHC^MerCreMer^ mice (Figure 1b). Cre was induced by tamoxifen in 8-week-old adult α-MHC^MerCreMer^/DYRK1A^flox/flox^ mice to delete DYRK1A from cardiomyocytes. Mice with cardiomyocyte-selective deletion of DYRK1A were then subjected to MI by permanent ligation of the left anterior descending coronary artery (Figure 1c–d). At day 7 post-MI, cardiomyocyte cell cycle activity, determined by measuring percentages of the cell cycling marker Ki67, G2-M progression marker phospho-histone H3 (pH3), and cleavage furrow-localized cytokinesis marker Aurora kinase B (*Aurkb*)-positive cardiomyocytes, in the peri-infarcted area, was significantly higher in DYRK1A CKO mice than that in control mice (Figure 1e–g). Time-lapse live-cell imaging of adult cardiomyocytes in culture further showed a higher cytokinesis rate of cardiomyocytes isolated from DYRK1A CKO mice than those from control mice (Figure 1h). Cardiac function was measured weekly by echocardiography. As shown in Figure 1i–l, MI-induced cardiac dysfunction, evidenced by decreased LVEF and fractional shortening (LVFS) and increased left ventricular internal dimension at systole (LVIDs), was improved in DYRK1A CKO mice, as compared with that in control mice. The improvement in cardiac function in DYRK1A CKO mice, relative to control mice, was accompanied by an increase in the heart weight to body weight ratio, cardiomyocyte cell cycle activity, and cardiomyocyte number per heart, and a decrease in cardiomyocyte cell size and fibrotic area in DYRK1A CKO mice (Figure 1m–p, Supplementary Fig. 2). These findings indicate that the loss of DYRK1A promotes adult cardiomyocyte cell cycle reentry, and suggest that DYRK1A could be a target to promote cardiac repair post-MI.

**Figure 1:**
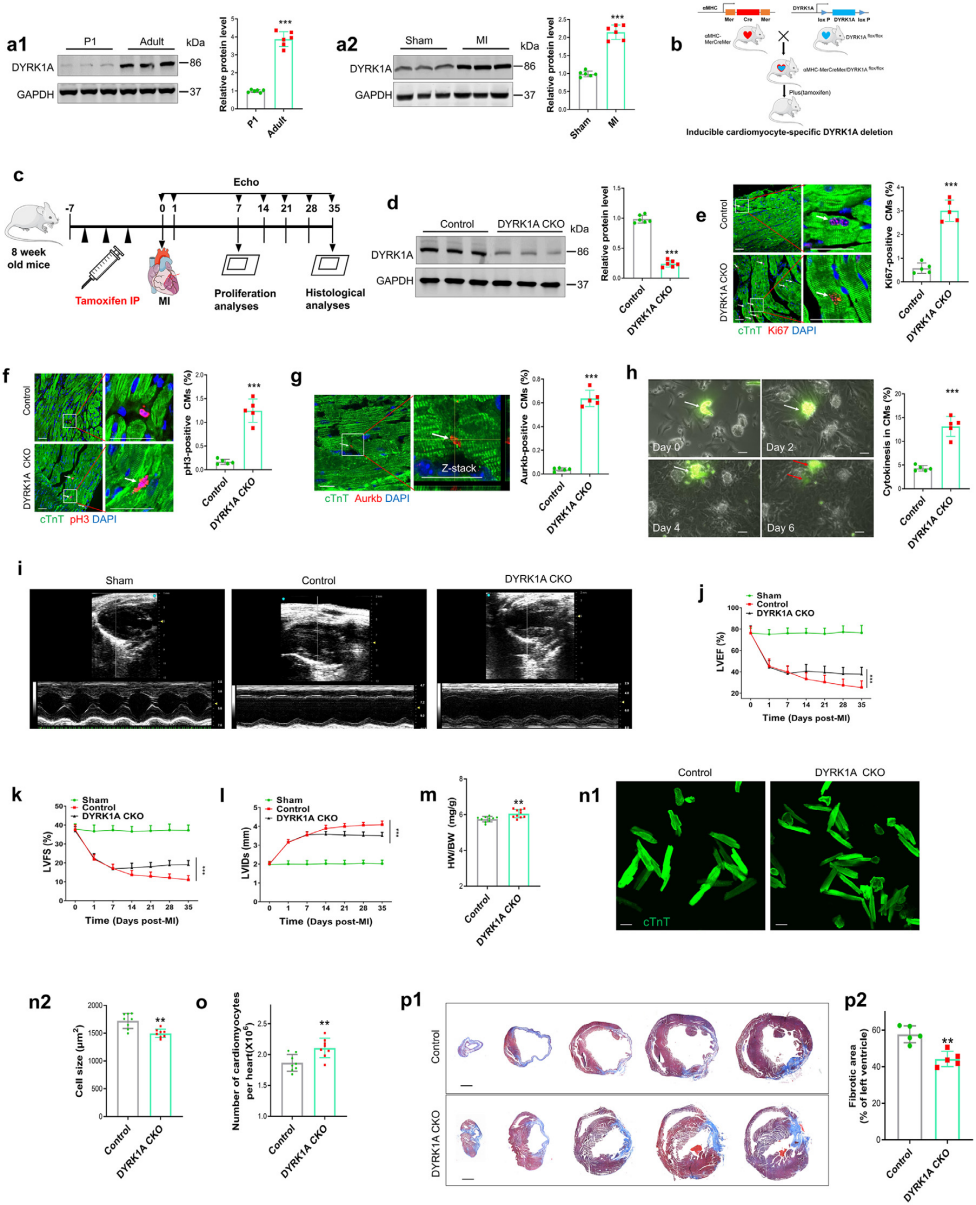
**Loss of DYRK1A promotes cardiomyocyte cell cycle reentry and improves cardiac repair following MI in adult hearts.** (**a**) DYRK1A expression in mouse heart during development and post-MI in adult mouse. (**a1**) Immunoblotting was used to detect DYRK1A expression in postnatal day 1 (P1) and adult mouse hearts (n=6 mice per group). Representative immunoblots (left) and quantification of protein levels (right) are shown. ^⁎⁎⁎^*P*<0.001 versus P1 group. (**a2**) Adult mice were subjected to MI or sham-operation, and protein expression of DYRK1A in the heart was determined at day 7 post-MI (*n*=6 mice per group). Representative immunoblots (left) and quantification of protein levels (right) are shown. ^⁎⁎⁎^*P*<0.001 versus sham group. (**b**) Schematic diagram of cardiomyocyte-specific deletion of DYRK1A (DYRK1A CKO). DYRK1A^flox/flox^ mice were crossed with α-MHC^MerCreMer^ mice to generate tamoxifen-inducible DYRK1A CKO mice. (**c**) Overview of the experimental setup. After the intraperitoneal injection (IP) of tamoxifen every other day thrice, control (αMHC^MerCreMer^) and α-MHC^MerCreMer^/DYRK1A^flox/flox^ mice (DYRK1A CKO) were subjected to MI. Echocardiography was performed every 7 days until removal of the heart, while proliferation and histological analyses were performed at 7 and 35 days, respectively. (**d**) Validation of deletion efficiency of DYRK1A in hearts of α-MHC^MerCreMer^/DYRK1A^flox/flox^ mice (*n*=6 mice per group). Representative immunoblots (left) and quantification of protein levels (right) are shown. ^⁎⁎⁎^*P*<0.001 versus control group. (**e–g**) Cardiomyocyte cell cycle activity regulated by DYRK1A *in vivo*. Immunofluorescence staining (left) and quantification (right) of Ki67- (**e**), pH3- (**f**) and Aurkb- (**g**) positive cardiomyocytes in the peri-infarct area in control or DYRK1A CKO mice are shown. Ki67-, pH3-, and Aurkb-positive cardiomyocytes are indicated by arrows. Scale bar=40 μm in **e** and **f**; scale bar=20 μm in **g**. CMs: cardiomyocytes (>10000 cardiomyocytes from five mice per group). ^⁎⁎⁎^*P*<0.001 versus control group. (**h**) Cardiomyocyte cytokinesis regulated by DYRK1A *in vitro*. Time-lapse microscopy imaging of live cells was performed after adult cardiomyocytes were isolated from 8-week-old control (αMHC^MerCreMer^) and α-MHC^MerCreMer^/DYRK1A^flox/flox^ mice (cardiomyocyte expression of GFP induced by infection of AAV9-GFP at neonatal stage) and co-cultured with primary neonatal rat cardiomyocytes for 7 days. Only division events with completed cytokinesis were counted. A representative image and quantification of cardiomyocyte cytokinesis are shown. Scale bars are 50 µm. CMs: cardiomyocytes (>3000 adult cardiomyocytes from five mice per group were traced). ^⁎⁎⁎^P<0.001 versus control group. (**i-l**) Echocardiographic analysis of cardiac function of adult control or DYRK1A CKO mice. Representative M-mode tracing images (day 35 post-MI) and quantitative analysis are shown. LVEF: left ventricular ejection fraction; LVFS: left ventricular fractional shortening; LVIDs: left ventricular internal dimension at systole (*n*=8 mice per group). ^⁎⁎⁎^*P*<0.001 versus control group. (**m**) Heart weight to body weight (HW/BW) ratio at day 35 post-MI (n=10). ^⁎⁎^*P*<0.01 versus control group. (**n**) Representative images (**n1**) and quantification (**n2**) of the cell size of cardiomyocytes dissociated at day 35 post-MI. Eighty to one hundred cells were randomly selected per heart (*n*=8). Scale bars are 50 µm. ^⁎⁎^*P*<0.01 versus control group. (**o**) Total number of dissociated cardiomyocytes per heart were determined at day 35 post-MI (*n*=8). ^⁎⁎^*P*<0.01 versus control group. (**p**) Fibrotic area of MI in hearts from control and DYRK1A CKO mice. Masson's trichrome staining (**p1**) and quantification (**p2**) of fibrotic scars of hearts were performed at day 35 post-MI (*n*=5 mice per group). Serial transverse sectioning was performed at 500 μm intervals from heart apex to the site of arterial occlusion. Scale bar=1 mm. ^⁎⁎^*P*<0.01 versus control group. All data are expressed as mean ± SD. The Two-tailed unpaired Student's t test was used for all statistical analysis except in **j**–**l**, where one-way ANOVA, followed by Tukey's multiple-comparison test were used.

### DYRK1A knockdown induces transcriptional reprogramming of networks that govern cardiomyocyte cell cycle activation

Consistent with *in vivo* studies, knockdown of DYRK1A expression by siRNA increased cell cycle activity in both human iPS-derived cardiomyocytes and rat neonatal cardiomyocytes (Supplementary Figs. 3–4). 

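RNA-seq was performed on cardiomyocytes isolated from newborn Sprague-Dawley rats, grown in primary culture and given either an siRNA against DYRK1A (si-DYRK1A) or a scrambled control siRNA (si-NC) 48 h before the RNA was collected. An siRNA is a short double-stranded RNA that lowers the level of the mRNA it matches, and DYRK1A is a protein kinase. The sample labels give rats of postnatal day 1 and a TruSeq library kit, whereas the paper's methods give rats of 1 to 2 days and a NEBNext kit. The data comprised 3 libraries per group, with 10325074 to 11921772 counts per si-NC library (median 11751575) and 10703229 to 11723974 counts per si-DYRK1A library (median 11509125). The authors mapped the reads to the rat genome Rnor_6.0 with HISAT2 and deposited the count of each gene in each library without normalization, together with FPKM values, which are scaled by gene length and by library. The tool that counted the reads, its annotation release and its use of strand are not given in the sources used here. The count table lists 43035 features, of which 32883 are annotated genes and 10152 are unannotated transcripts added by the authors. The added transcripts held 17.2% to 17.5% of the counts of a library. Counts were normalized for library size by the TMM method of edgeR, features with low counts were left out, and the groups were compared by the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment over the 15513 features tested. No library repeated another, since the chi-square statistic per degree of freedom between libraries of one group lay between 2.49 and 5.87, where sampling noise alone gives about 1. The correlation of log2 counts scaled to library size (CPM) was 0.984 to 0.988 between libraries of one group and 0.979 to 0.983 between groups. The first principal component held 35.5% of the variance and separated the groups.
The targeted gene itself, Dyrk1a (ENSRNOG00000001662, chromosome 11 of Rnor_6.0, 34865532 to 34956536, plus strand), had 3, 0 and 1 counts in the si-NC libraries and 2, 1 and 0 counts in the libraries labelled si-DYRK1A, too few for a comparison. An unannotated transcript on the same strand (chromosome 11, 34840290 to 34959417) spans the whole gene and held 99.87% of the counts of both features. Its normalized level was 77.7 ± 3.22 CPM (SD, n = 3) in the si-NC libraries and 82.4 ± 2.70 CPM (SD, n = 3) in the libraries labelled si-DYRK1A. The log2 fold change was 0.08 (standard error 0.0575, 95% confidence interval -0.04 to 0.20, adjusted p = 0.374 from the edgeR test). The exact two-sided permutation test gave p = 0.2, where 0.1 is the smallest p that 3 libraries against 3 allow. With each library left out in turn, the log2 fold change lay between 0.05 and 0.11. Whether these counts come from the bases of the annotated gene is not known, so that they need not measure the mRNA of Dyrk1a. The counts at this locus were thus not lower in the libraries labelled si-DYRK1A, and they do not check the labels. The direction of every difference rests on the labels, and the paper shows the knockdown at the protein level in other samples (Supplementary Fig. 4a). Whether DYRK1A was lowered in these libraries is thus not shown.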

To explore how DYRK1A affects cardiomyocyte cell cycle reentry, we performed transcriptome analysis via RNA-seq, using total RNAs from rat neonatal cardiomyocytes in primary cultures transfected with si-DYRK1A or si-NC (Figure 2a). Heatmap and volcano plot analyses showed that the expressions of 1548 genes were altered, with 814 genes upregulated and 734 genes downregulated in si-DYRK1A-transfected cardiomyocytes (Figure 2b, Supplementary Fig. 5a, Supplementary Table 1). 

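By the edgeR test, 2360 of the 15513 features differed between the groups at an adjusted p below 0.05, with 1245 higher and 1115 lower in the libraries labelled si-DYRK1A (n = 3 libraries per group). Of these, 1678 were annotated genes and 682 were unannotated transcripts added by the authors. All libraries of one group lay beyond all libraries of the other for 2317 of the called features (98.2%), compared with 4887 of all features tested (31.5%) and with 10% by chance. Most differences were small against a unit of 1 on the log2 scale, with a median absolute log2 fold change of 0.38 among the calls. The biological coefficient of variation between replicates was 8.82%. The balance depended on the scaling, since with library size only 1063 features were higher and 1339 lower. A requirement of an absolute log2 fold change of at least 1 moved the count most, to 200 features (132 higher and 68 lower). DESeq2, another test for counts, called 1575 features (823 higher and 752 lower), and 1542 of them were also called by edgeR. Of the 1548 genes of Supplementary Table 1, which rests on the same libraries, 1546 were tested by edgeR and 1518 were called, all 1518 with the same sign as in the table.
The smallest p among annotated genes belonged to Grem1 (ENSRNOG00000026053, chromosome 3, 105203309 to 105214989), which encodes a secreted antagonist of bone morphogenetic proteins. Its level was 165.9 ± 8.36 CPM (SD, n = 3) in the si-NC libraries and 436.3 ± 19.8 CPM (SD, n = 3) in the libraries labelled si-DYRK1A, a log2 fold change of 1.40 (standard error 0.0491, adjusted p = 3.5e-14, edgeR). The next smallest p were those of Egr1, Car3, Ptx3 and Txnip, with log2 fold changes of -0.99, 0.97, 0.92 and -0.72. Among called annotated genes with a mean of at least 1 on the log2 CPM scale and no overlap between the groups, the largest positive log2 fold change was 3.22 for LOC100910438 (standard error 0.688, adjusted p = 0.0397, edgeR). This gene had 4 to 111 counts per library, and its adjusted p rose to 0.128 without si-NC replicate 2, 0.103 without si-NC replicate 3, 0.0995 without si-DYRK1A replicate 1 and 0.11 without si-DYRK1A replicate 3 (edgeR). It was followed by Epha8 (2.42), Slc9a3 (2.19), Lilrb3 (1.99) and Cd300e (1.95). The largest negative log2 fold change was -3.49 for LOC100909595 (standard error 0.340, adjusted p = 5.95e-07, edgeR), followed by Dll4 (-1.59), Cfap52 (-1.48), Pnmal2 (-1.40) and AABR07067469.1 (-1.40). Both LOC genes are uncertain, since the counting could have split reads between such gene models and similar copies.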

The box plots of RNA-seq read counts in each sample showed that the samples were comparable in their overall variability, which helped to ensure that the differences detected were not the effect of skewed data (Supplementary Fig. 5b). 

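The deposited FPKM of each library equalled the count divided by the gene length times one constant per library, and 46.3% of all values were 0. Over genes with FPKM above 0, the median of log2(FPKM + 1) per library was 1.436 ± 0.0370 (SD, n = 3) in the si-NC libraries and 1.435 ± 0.0186 (SD, n = 3) in the libraries labelled si-DYRK1A. The difference was -0.001074 and the range over the 6 medians 0.0722. The constant of each library follows the inverse of its size factor in DESeq2, which centres the libraries on each other, so that nearly equal medians are largely built in and do not test for a shift common to all genes. The lower quartiles lay between 0.408 and 0.460 and the upper quartiles between 3.12 and 3.20 in the 6 libraries. Over all genes, including those at 0, the medians lay between 0.0885 and 0.0989. With only genes of FPKM above 0.5, the mean of the medians was 2.297 in the si-NC libraries and 2.290 in the libraries labelled si-DYRK1A. The 10 features with the most counts took 6.66% to 7.26% of a library.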

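The counts were examined with 6 lists of cell cycle genes because the members of the GO and KEGG terms were not used here. The S phase and G2/M phase lists are those of a widely used set for scoring cell cycle phase, turned from human to rat symbols, and the lists for DNA replication, chromosome segregation, mitotic spindle and cytokinesis were compiled by hand. Together they held 192 different genes, of which 99 had enough counts to be tested. Many of the others lay under an unannotated transcript added by the authors. Over all lists examined, 150 of the 207 genes covered by such a transcript on their strand (72.5%) had fewer than 10 counts in every library, compared with 6 of the 208 genes not covered (2.88%). Among the 99 tested genes, 58 were called higher and 2 lower in the libraries labelled si-DYRK1A by edgeR (n = 3 libraries per group), and 87 had a positive log2 fold change. The number called higher was 49 to 55 with each library left out in turn. The 2 lower genes were Sept9 (-0.20) and Pdcd6ip (-0.14), both of the cytokinesis list and named here after their values were seen. The call for Sept9 was lost without si-DYRK1A replicate 2 (adjusted p = 0.119, edgeR). That for Pdcd6ip was lost without si-NC replicate 1 (0.104), si-NC replicate 2 (0.0525), si-DYRK1A replicate 1 (0.0688) or si-DYRK1A replicate 2 (0.178). Adjusted over each list alone, the numbers of higher genes were 13 for S phase, 17 for G2/M phase, 19 for DNA replication, 11 for chromosome segregation, 17 for mitotic spindle and 10 for cytokinesis. Of all features tested, 8.03% were called higher.
Enrichment among the genes called higher was tested with a one-sided Fisher's exact test against all features tested, unannotated transcripts included, and adjusted over the 22 lists. The test takes genes as independent, which genes that change together are not, so that its p are too small for such lists. Some genes, such as Aurkb and Birc5, are in several of the lists, so that the results of the lists are not separate evidence. The mitotic spindle list had 16 of 22 tested genes called higher (adjusted p = 1.4e-12), the G2/M phase list 16 of 23 (adjusted p = 2.83e-12) and the DNA replication list 16 of 25 (adjusted p = 1.52e-11). For chromosome segregation, 10 of 15 tested genes were called higher (adjusted p = 9.73e-08), for S phase 12 of 24 (adjusted p = 2.71e-07) and for cytokinesis 10 of 18 (adjusted p = 8.09e-07). With the calls of DESeq2 in place of those of edgeR, the DNA replication list moved most, to 11 genes called higher (adjusted p = 9.2e-07), and over both alternatives run, DESeq2 and the calls of Supplementary Table 1, its adjusted p lay between 6.45e-08 and 9.2e-07. The median log2 fold change was 0.39 for the mitotic spindle list, 0.37 for G2/M phase, 0.35 for chromosome segregation, 0.26 for S phase, 0.26 for DNA replication and 0.24 for cytokinesis.

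**Figure D1:**
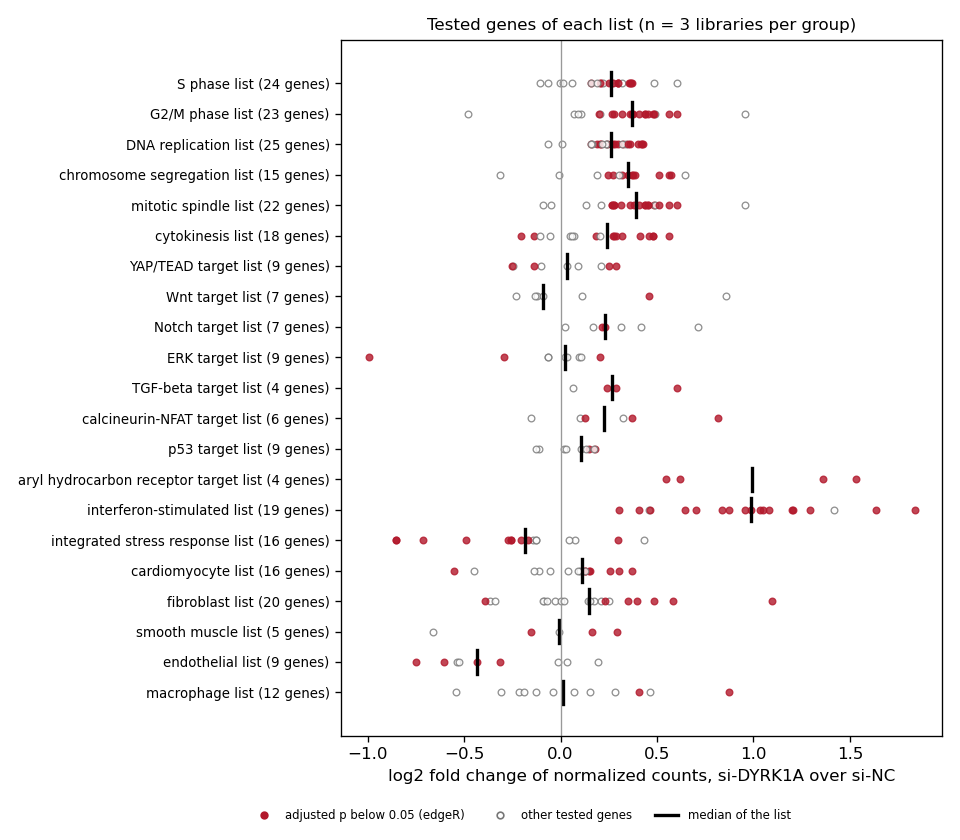
Log2 fold change of normalized counts (libraries labelled si-DYRK1A over si-NC, n = 3 libraries per group) for each tested gene of 21 gene lists. Points are genes, filled where the adjusted p of edgeR is below 0.05, and the vertical bar is the median of the list. The 6 cell cycle lists at the top have medians between 0.24 and 0.39, and the lists with the largest medians are those of aryl hydrocarbon receptor targets and interferon-stimulated genes, both 0.99.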

GO and KEGG analyses showed that DYRK1A knockdown-induced the transcriptional reprogramming of networks related to cell proliferation, and activated genes involved in DNA replication, mitotic cell cycle process, chromosome segregation, mitotic nuclear division, and cell division (Figure 2c, Supplementary Figs. 5c–d). 

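Figure 2e shows the mRNA of 16 genes by qRT-PCR, and 12 of these had enough RNA-seq counts to be tested. In the RNA-seq libraries, 7 were called higher in those labelled si-DYRK1A by edgeR, none lower, and 8 were higher when adjusted over the list alone, which is not independent evidence because the study chose the genes from these samples. Cdc20 (ENSRNOG00000028415, chromosome 5, 137260739 to 137265015) showed 131.9 ± 3.70 CPM (SD, n = 3) in the si-NC libraries and 178.8 ± 1.29 CPM (SD, n = 3) in the libraries labelled si-DYRK1A, a log2 fold change of 0.44 (standard error 0.0465, adjusted p = 8.0e-07, edgeR). Ccnb1 (ENSRNOG00000058539, chromosome 2, 30783915 to 30791221) showed 108.9 ± 4.61 and 139.7 ± 6.88 CPM, a log2 fold change of 0.36 (standard error 0.0528, adjusted p = 5.19e-05, edgeR). Pcna (ENSRNOG00000021264, chromosome 3, 124880698 to 124884570) rose from 212.3 ± 11.4 to 256.4 ± 3.88 CPM, a log2 fold change of 0.27 (adjusted p = 0.000314, edgeR). For Aurkb (ENSRNOG00000005659, chromosome 10, 55626741 to 55634991), the levels were 77.3 ± 5.04 and 96.5 ± 3.83 CPM and the log2 fold change 0.32 (adjusted p = 0.000666, edgeR). For Cdk1 (ENSRNOG00000000632, chromosome 20, 20576377 to 20591549), they were 130.0 ± 8.67 and 156.2 ± 2.85 CPM and the log2 fold change 0.26 (adjusted p = 0.00118, edgeR). Foxm1 had a log2 fold change of 0.33 and Plk1 of 0.28, with adjusted p of 0.000784 and 0.000751 (edgeR). Each of these 7 genes was higher in all 3 libraries labelled si-DYRK1A than in any si-NC library (exact permutation test, p = 0.1). With each library left out in turn, all 7 stayed past the threshold. On log2(FPKM + 1) with no filter on low values, Aurkb (adjusted p = 0.0671, limma) and Cdk1 (adjusted p = 0.0712, limma) did not pass it, which were the highest values of ranges from 1.21e-05 and 5.53e-05 over the alternatives.
Pole2, with 134 to 240 counts per library, had a log2 fold change of 0.34 (standard error 0.118) and an adjusted p of 0.0578 over all features tested and 0.0139 over the list alone (edgeR). Cdk2 (0.11), Cdk4 (0.07) and Ccnd2 (-0.02) differed little, with adjusted p of 0.189, 0.327 and 0.792 (edgeR), and the sign for Ccnd2 turned positive (0.01) without si-NC replicate 2. Ccna1 had only 5 to 19 counts per library, and a difference was not detectable at this depth (log2 fold change 0.30, standard error 0.437, adjusted p = 0.711, edgeR). Ccnd1, Ccne1 and Cdc25a had 0 counts in every library and Cdc25b had 1 count in all. Each of these 4 genes is covered by an unannotated transcript of the same strand, with 7, 48, 6 and 1 counts over the 6 libraries, so that their absence from the counts does not show that they were not expressed.

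**Figure D2:**
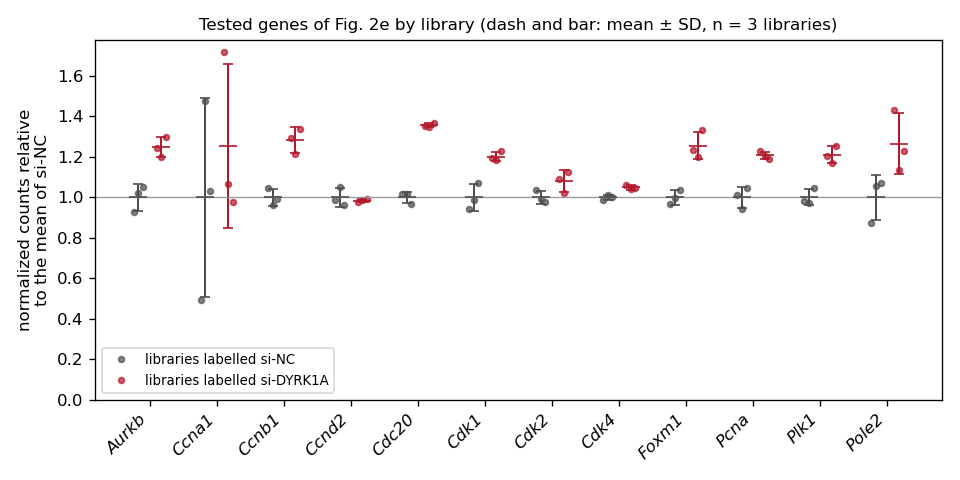
Normalized counts of the 12 tested genes of Figure 2e in each library, relative to the mean of the 3 si-NC libraries of that gene (vertical axis, ratio), with the genes along the horizontal axis. Points are libraries, and the dash and bar are the mean and SD of the 3 si-NC libraries (grey) and of the 3 libraries labelled si-DYRK1A (red), which do not overlap for Cdc20, at 178.8 against 131.9 CPM, and overlap for Ccnd2, at 222.1 against 225.8 CPM.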

Among the 814 upregulated genes, 151 enriched in cell proliferation-related GO terms were screened, while some representative genes and proteins were further validated by qRT-PCR and immunoblotting, respectively (Figure 2d–f). 

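Whole lists of genes were compared with all other features tested, without a threshold on single genes. With camera, which assumed a preset correlation of 0.01 between genes, the mitotic spindle list was shifted upward in the libraries labelled si-DYRK1A (adjusted p = 4e-18, limma), as were the G2/M phase (4.82e-17), DNA replication (1.66e-10), chromosome segregation (5.52e-08), S phase (4.77e-07) and cytokinesis (7.73e-06) lists. All 6 calls held under fry, a rotation test, with adjusted p between 0.000575 and 0.0028 (limma). With the correlation estimated from these 6 libraries, the adjusted p was 0.0293 for mitotic spindle and DNA replication, 0.0401 for S phase and 0.0435 for G2/M phase, while chromosome segregation (0.0512) and cytokinesis (0.0836) did not pass 0.05 (camera in limma). Preranked gene set enrichment, based on 10000 random lists at the start of its multilevel estimate, gave normalized enrichment scores from 2.11 for cytokinesis to 2.52 for G2/M phase, with adjusted p between 1.64e-09 and 6.49e-05 across genes, which are not independent replicates. Positive scores mean that the genes of a list lie toward the end of the ranking that is higher in the libraries labelled si-DYRK1A. When each library was left out in turn, the lowest median log2 fold change of any of the 6 lists was 0.20, for cytokinesis. The medians were smallest on log2(FPKM + 1) with no filter on low values, a scale that understates the changes of low genes, at 0.061 for cytokinesis, 0.14 for G2/M phase, 0.15 for S phase, 0.20 for DNA replication, 0.21 for chromosome segregation and 0.26 for mitotic spindle, and all 6 calls held there. Some members of these lists had been seen in Supplementary Table 1, which rests on the same libraries, or in the text of the paper before the lists were written. Without them, an alternative chosen after the data had been seen, all 6 calls held, with adjusted p between 1.19e-10 and 0.0031 by camera and between 0.00146 and 0.00478 by fry (limma), but none held with an estimated correlation (adjusted p between 0.0895 and 0.163, camera).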

Gene set enrichment analyses further indicated that DYRK1A knockdown in cardiomyocytes leads to a dynamic bias toward positive regulation of cell cycle activation (Figure 2g, Supplementary Fig. 5e). These results suggests that DYRK1A regulates cardiomyocyte cycling by triggering transcriptional reprogramming of a large number of genes that drive cardiomyocyte cell cycle activation.

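Among the cell cycle genes called higher, the log2 fold change ran from 0.16 for Mcm4 (standard error 0.0466) to 0.60 for Nek2 (standard error 0.0878), both relative to the si-NC libraries. The call for Mcm4 was lost without any one library except si-NC replicate 2. DESeq2 called 52 genes of these lists higher, and 51 of their genes are listed as higher in Supplementary Table 1. From the altered genes, the GO, KEGG and gene set enrichment analyses and the qRT-PCR and immunoblot measurements, the paper proposes that DYRK1A regulates the cycling of cardiomyocytes through transcriptional reprogramming of genes that drive the cell cycle. The direction from si-NC to si-DYRK1A in these data follows the labels of the libraries, which the counts at the Dyrk1a locus do not check.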

**Figure 2:**
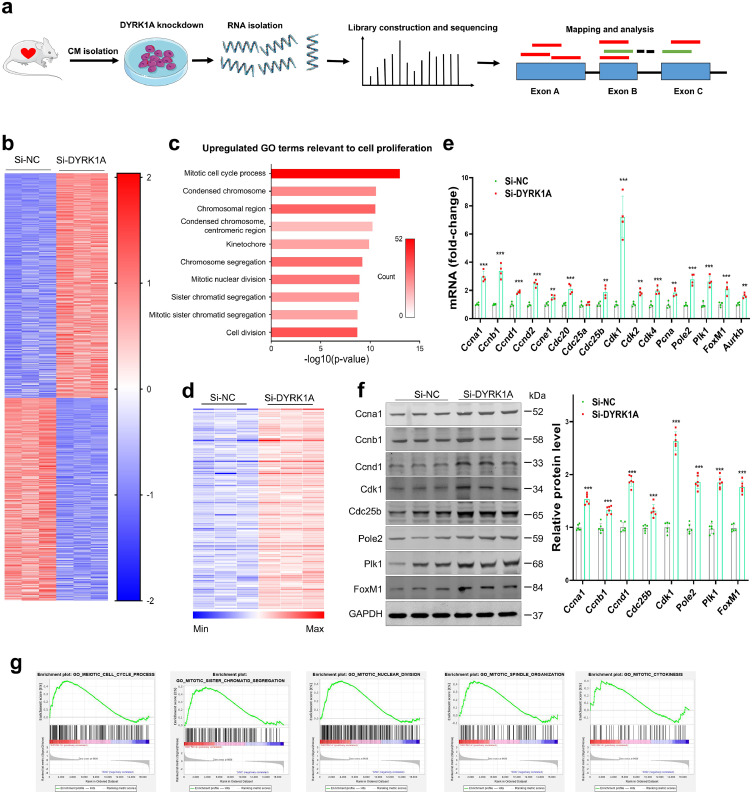
**DYRK1A knockdown induces transcriptional reprogramming of networks that govern cardiomyocyte cell cycle activation.** (**a**) Schematic workflow of transcriptome analysis. (**b**) Heatmap profile of RNA-sequencing (RNA-seq) analysis to show differentially expressed genes in primary neonatal cardiomyocytes transfected with scramble (si-NC) or DYRK1A siRNA (si-DYRK1A) (*n*=3 samples per group). (**c**) Gene ontology (GO) analysis of upregulated genes in si-DYRK1A cardiomyocytes (relative to si-NC group) show multiple, significantly enriched GO terms relevant to cell proliferation. (**d**) Heatmap profile of upregulated cell cycle regulators (relative to si-NC group). (**e–f**) Validation of selected cell cycle regulators from RNA-seq by qRT-PCR and immunoblotting (*n*=4 samples per group in **e**; *n*=6 samples per group in **f**). Representative immunoblots (left) and quantification of protein levels (right) are shown in **f**. (^⁎⁎^*P*<0.01, ^⁎⁎⁎^*P*<0.001) versus si-NC group. (**g**) The dynamic bias of differentially expressed genes in si-NC and si-DYRK1A cardiomyocytes. Gene set enrichment analysis was used to analyze clusters of genes that regulate cell cycle. For **e–f**, all bars express mean ± SD and data are analyzed using the two-tailed unpaired Student's t test.

### DYRK1A knockdown increases the deposition of H3K27ac and H3K4me3 on promoters of cell cycle genes in cardiomyocytes

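Targets of 7 signalling pathways were compared between the libraries labelled si-DYRK1A and si-NC with lists compiled by hand, since the members of the KEGG pathways were not used here. Each list had 4 to 9 tested genes, so that only shifts common to a few genes could be examined. The adjusted p values that follow come from camera in limma over all 22 lists (n = 3 libraries per group). TGF-beta targets were higher, with a median log2 fold change of 0.27 over 4 tested genes (adjusted p = 7.54e-07). The median became -0.04 over 9 genes, although camera still gave adjusted p = 0.0311, the highest of a range from 5.32e-13 over the alternatives, when the counts of covering unannotated transcripts were added to each gene, an alternative chosen after the data had been seen. Calcineurin-NFAT targets had a median of 0.22 over 6 genes (adjusted p = 0.00631), which was 0.13 without si-NC replicate 2, 0.11 by DESeq2 and 0.10 with no filter on low counts. Notch targets had a median of 0.23 over 7 genes (adjusted p = 0.0216) and did not pass 0.05 without si-NC replicate 3 (adjusted p = 0.0655, in a range of 0.00652 to 0.181 over all alternatives). ERK targets had a positive median of 0.03 but a negative mean of -0.11 over 9 genes, and camera placed them lower (adjusted p = 0.0162), led by Egr1. Their median turned negative with library size only and without si-NC replicate 1, si-NC replicate 2 or si-DYRK1A replicate 1. YAP/TEAD targets (median 0.03, adjusted p = 0.721) and p53 targets (median 0.11, adjusted p = 0.214) were not shifted as lists, although edgeR called 2 YAP/TEAD targets higher and 2 lower and 2 p53 targets higher. Wnt targets, of which 1 was called higher, were not shifted as a list either (adjusted p = 0.708), with a median of -0.09 and a mean of 0.12, and the median turned positive without si-NC replicate 1 or si-DYRK1A replicate 3. Ctgf is in both the YAP/TEAD and the TGF-beta list, and Sesn2 is in the p53 list and in one of stress response genes. The TGF-beta, calcineurin-NFAT, Notch and ERK calls held under fry, with adjusted p of 0.000454, 0.00096, 0.00955 and 0.00441 (limma), and only that of TGF-beta held with an estimated correlation (0.0293). By preranked enrichment, the calcineurin-NFAT call did not hold (adjusted p = 0.125 across genes), while those of TGF-beta (0.00788), Notch (0.0218) and ERK (0.042) did. Some TGF-beta, calcineurin-NFAT, ERK and YAP/TEAD targets had been seen in Supplementary Table 1 or the text of the paper before the lists were written, so that these tests are not independent of that table. Without those genes, the calcineurin-NFAT and ERK calls did not hold by camera in limma. For calcineurin-NFAT the median was 0.13 over 5 genes and the adjusted p 0.127, the highest of a range from 0.000157 over the alternatives. For ERK the median was 0.03 over 8 genes and the adjusted p 0.909, the highest of a range from 0.00017. By fry, calcineurin-NFAT still passed 0.05 (adjusted p = 0.0106) and ERK did not (0.585, limma). The YAP/TEAD median without such genes became -0.03 over 8, and the 2 TGF-beta targets left were too few for a test.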

While a large number of genes were regulated by DYRK1A, few signaling pathways regulating the cell cycle were activated by DYRK1A knockdown (Supplementary Fig. 5d). We thus hypothesized that DYRK1A regulation of cardiomyocyte cell cycle activation may occur via epigenetic mechanisms such as regulation of histone modification. Our screening studies show that DYRK1A knockdown increased H3K27ac and H3K4me3 levels (Figure 3a). This leads to open and accessible chromatin, which facilitates the binding of transcription factors to gene promoters and activation of transcription. Therefore, we performed chromatin IP followed by sequencing (ChIP-seq) using DNA fragments captured by H3K4me3 or H3K27ac antibodies in si-NC- and si-DYRK1A-transfected cardiomyocytes (Figure 3b). As expected, H3K4me3 and H3K27ac occupied the chromatin globally (Figure 3c), and DYRK1A knockdown markedly enhanced the deposition of H3K4me3 and H3K27ac in promoter regions (Figure 3d). Further analysis of the profiles of ChIP-seq peaks in the vicinity of all transcriptional start sites (TSSs) revealed an increase in enrichment of both H3K4me3 and H3K27ac surrounding TSSs in DYRK1A knockdown cardiomyocytes (Figure 3e).

**Figure 3:**
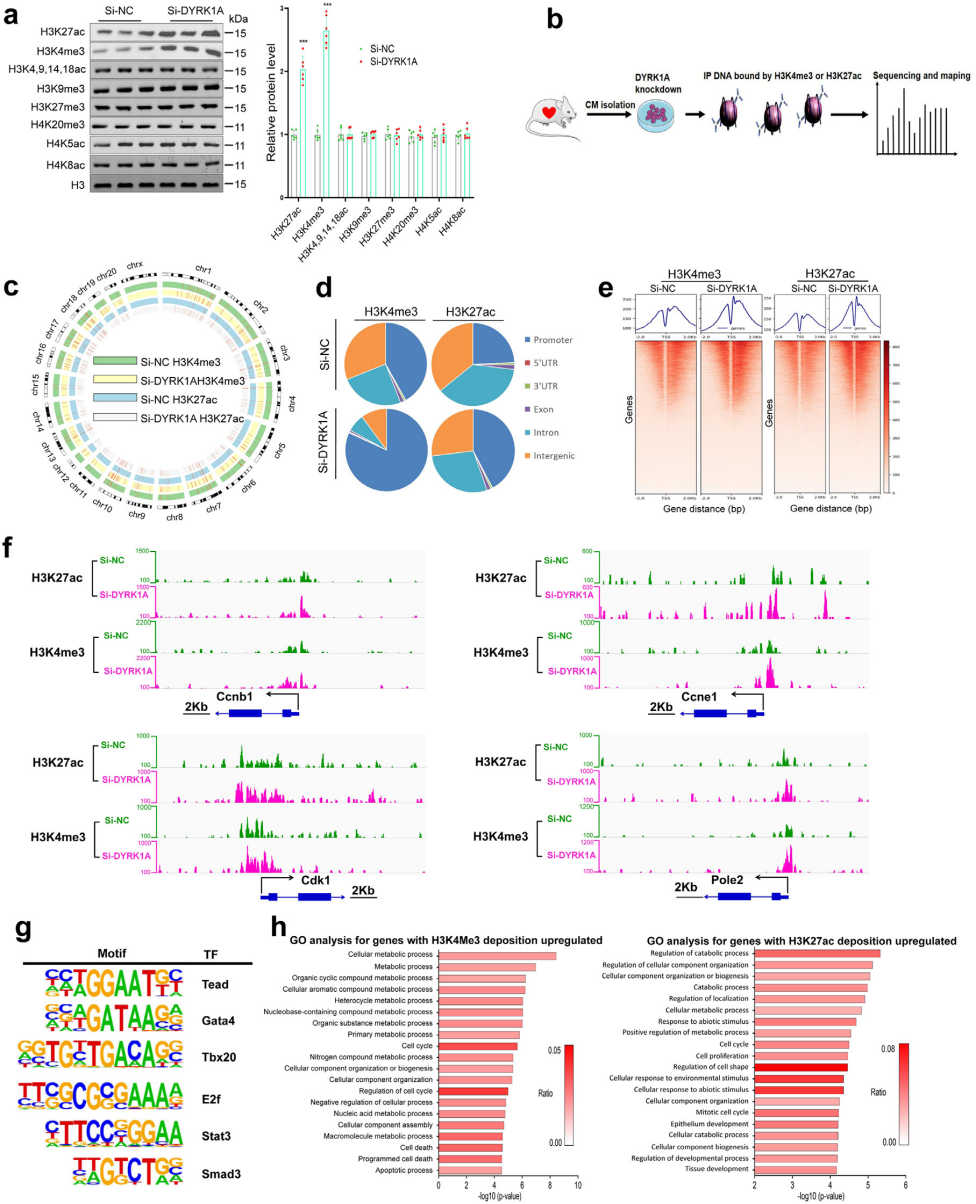
**DYRK1A knockdown increases deposition of H3K27ac and H3K4me3 on promoters of cell cycle genes in cardiomyocytes.** (**a**) Changes of histone modifications induced by DYRK1A knockdown *in vitro*. Immunoblotting was performed to show global changes of histone modifications, using proteins extracted from cardiomyocytes in primary culture transfected with scramble (si-NC) or DYRK1A siRNA (si-DYRK1A) for 48 h (*n*=6 samples per group). Representative immunoblots (left) and quantification of protein level (right) are shown. ^⁎⁎⁎^P<0.001 versus si-NC group. (**b**) Schematic workflow of H3K4me3 and H3K27ac ChIP-seq. (**c**) Distribution of H3K4me3 or H3K27ac ChIP-seq peaks in chromosomes. The positions of H3K4me3 and H3K27ac enrichment were aligned, according to chromosome position in the outermost circle. (**d**) Pie chart of the genomic distribution of H3K4me3 or H3K27ac binding peaks, including promoters, 5′ UTR, 3′ UTR, exons, introns, and intergenic regions. (**e**) ChIP-seq density heatmaps in cardiomyocytes transfected with si-NC or si-DYRK1A. Signals were ranked by H3K4me3 and H3K27ac read intensity within ±2k bp of peak from the transcription start sites. (**f**) Visualization of H3K4me3 or H3K27ac ChIP-seq data tracks. Cell cycle genes were selected, and integrative genomics viewer screen shots were used to show representative peaks. (**g**) Motif analysis showed binding motifs for representative transcriptional factors functioning in activating cell cycle activity and cardiomyocyte proliferation. (**h**) GO analysis for genes with increased H3K4me3 (left) and H3K27ac (right) deposition on promoter in si-DYRK1A-treated cardiomyocytes. For **a**, all bars express mean ± SD and data are analyzed using two-tailed unpaired Student's t test.

Interestingly, inhibition of DYRK1A led to the enrichment of H3K27ac and/or H3K4me3 in the promoters of cell cycle genes, including cyclin A1 (*Ccna1*), cyclin B1 (*Ccnb1*), cyclin D1 (*Ccnd1*), cyclin E1 (*Ccne1*), cyclin-dependent kinase 1 (*Cdk1*), DNA polymerase epsilon 2 (*Pole2*), *Aurkb*, and proliferating cell nuclear antigen (*Pcna*) (Figure 3f, Supplementary Fig. 6), which is consistent with the increased gene expression shown in Figure 2. Motif analyses of the H3K4me3 and H3K27ac ChIP-seq peaks further showed binding motifs for transcription factors involved in promoting cardiomyocyte cell cycle activation, including TEA domain transcription factor,^16^ GATA binding protein 4,^17^ and T-Box Transcription Factor 20^18^ (Figure 3g), indicating that DYRK1A loss-of-function in cardiomyocytes leads to open and accessible chromatin to facilitate the transcription of these transcription factors. In line with the transcriptomic results, GO analysis of genes with increased occupation of H3K4me3 and H3K27ac in the promoter region revealed enrichment of categories, including cell proliferation, cell cycle, and mitotic cell cycle (Figure 3h), indicating that the change in the H3K4me3 and H3K27ac epigenetic landscape may be the cause of the transcriptional activation of cell cycle genes and cell cycle regulators induced by DYRK1A knockdown.

### DYRK1A inhibition decreases KAT6A and WDR82 phosphorylation to induce H3K27ac and H3K4me3 modification in cardiomyocytes

While the preceding data showed that DYRK1A can regulate H3K27ac and H3K4me3 modifications, DYRK1A, a serine/threonine kinase, cannot directly regulate lysine methylation or acetylation. We deduced that DYRK1A may interact with other molecules to affect H3K27ac and H3K4me3 modifications. To search for potential DYRK1A-interacting molecules, unbiased mass spectrometry analysis was performed on the co-immunoprecipitated DYRK1A complexes in cardiomyocytes (Figure 4a–b, Supplementary Table 2). Through procedural filtering, we found two potential DYRK1A-interacting proteins: WDR82, a component of the H3K4me3 methyltransferase complex, and KAT6A, a member of histone acetyltransferases (Figure 4c). DYRK1A is composed of three major domains: C-terminal tail (C), kinase catalytic domain (K), and N-terminal domain (N). To validate the interaction of DYRK1A with WDR82 and KAT6A and determine the DYRK1A domain responsible for the binding, we constructed plasmids encoding HA-tagged full-length DYRK1A and mutated DYRK1A with deletion of the N, K, or C termini and FLAG-tagged full-length WDR82 or KAT6A. Co-expression/co-IP assay validated the interaction of DYRK1A with WDR82 and KAT6A, and the N-terminal deletion mutation of DYRK1A abolished its interactions with KAT6A and WDR82, while the K domain or C-terminal tail deletion exerted no effect on the interactions (Figure 4d), indicating the essential role of the N-terminal domain of DYRK1A in the KAT6A and WDR68 binding. Although the expression of WDR82 and KAT6A in the hearts of mice with MI was not different from that in sham mice (Supplementary Fig. 7), we found that DYRK1A knockdown decreased WDR82 and KAT6A phosphorylation *in vitro* (Figure 4e), a modification that may increase their activity in neonatal cardiomyocytes. Conversely, wild-type DYRK1A overexpression decreased cardiomyocyte cell cycle activity, increased WDR82 and KAT6A phosphorylation, and inhibited H3K4me3 and H3K27ac occupancy on the promoters of cell cycle genes as well as the expression of these genes, whereas overexpression of kinase-dead DYRK1A-K188R, with a mutation in its adenosine-triphosphate (ATP)-binding site to make it enzymatically inactive, exerted no effect (Supplementary Fig. 8). Thus, this indicates that kinase activity was required for the DYRK1A-mediated regulation of cardiomyocyte cycling. Moreover, knockdown of WDR82 or KAT6A by siRNA blocked the DYRK1A deficiency-induced increase in H3K4me3 and H3K27ac expressions and occupancy on the promoters of cell cycle genes (Figure 4f–g, Supplementary Fig. 9). Consequently, it blocked DYRK1A deficiency-induced cardiomyocyte cell cycle activation, as determined by checking cell cycle gene expression and the percentages of Ki67-, pH3-, and *Aurkb*-positive cardiomyocytes (Figure 4h–k). Taken together, these results indicate that WDR82 and KAT6A are indispensable for DYRK1A in regulating H3K4me3 and H3K27ac, and subsequent cardiomyocyte cell cycle activation.

**Figure 4:**
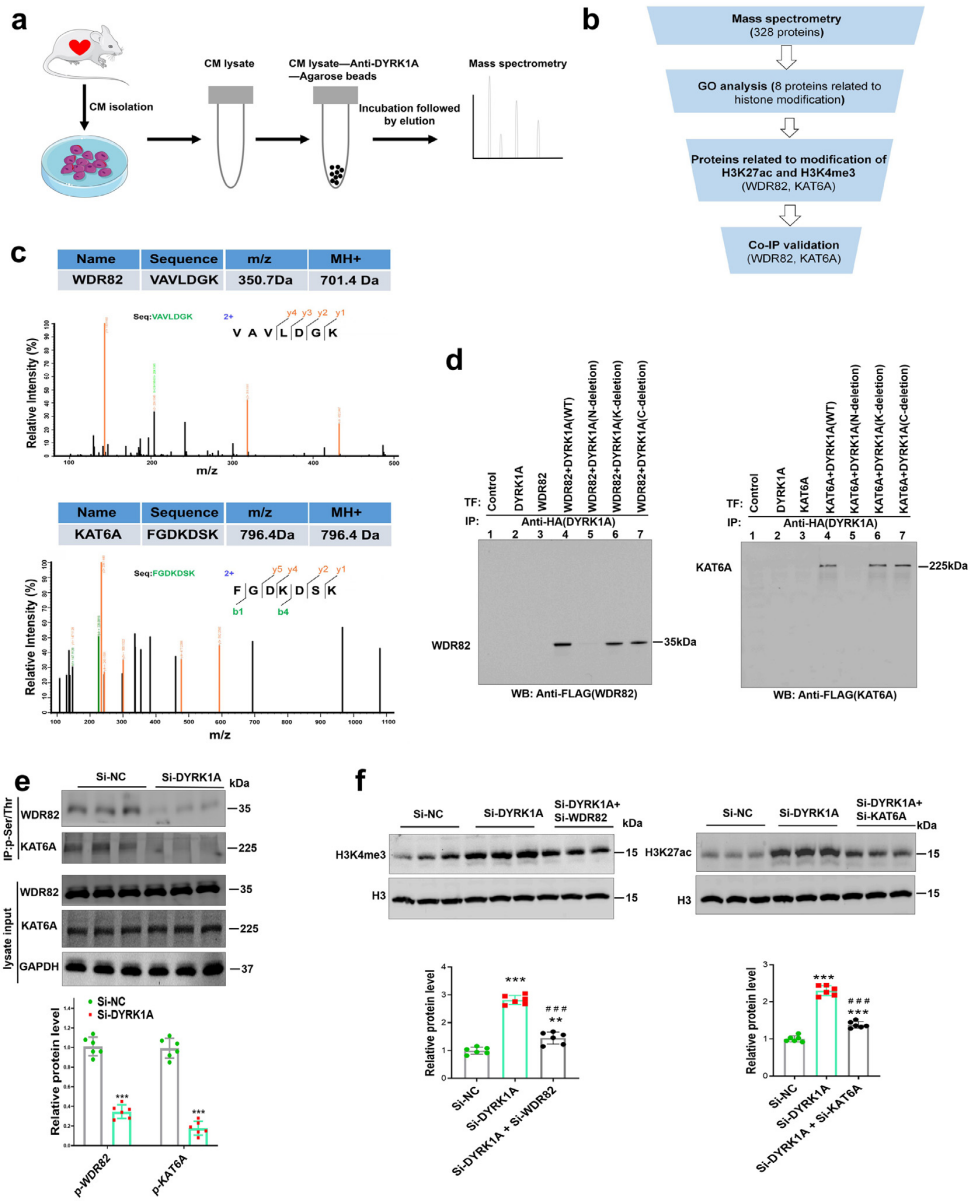

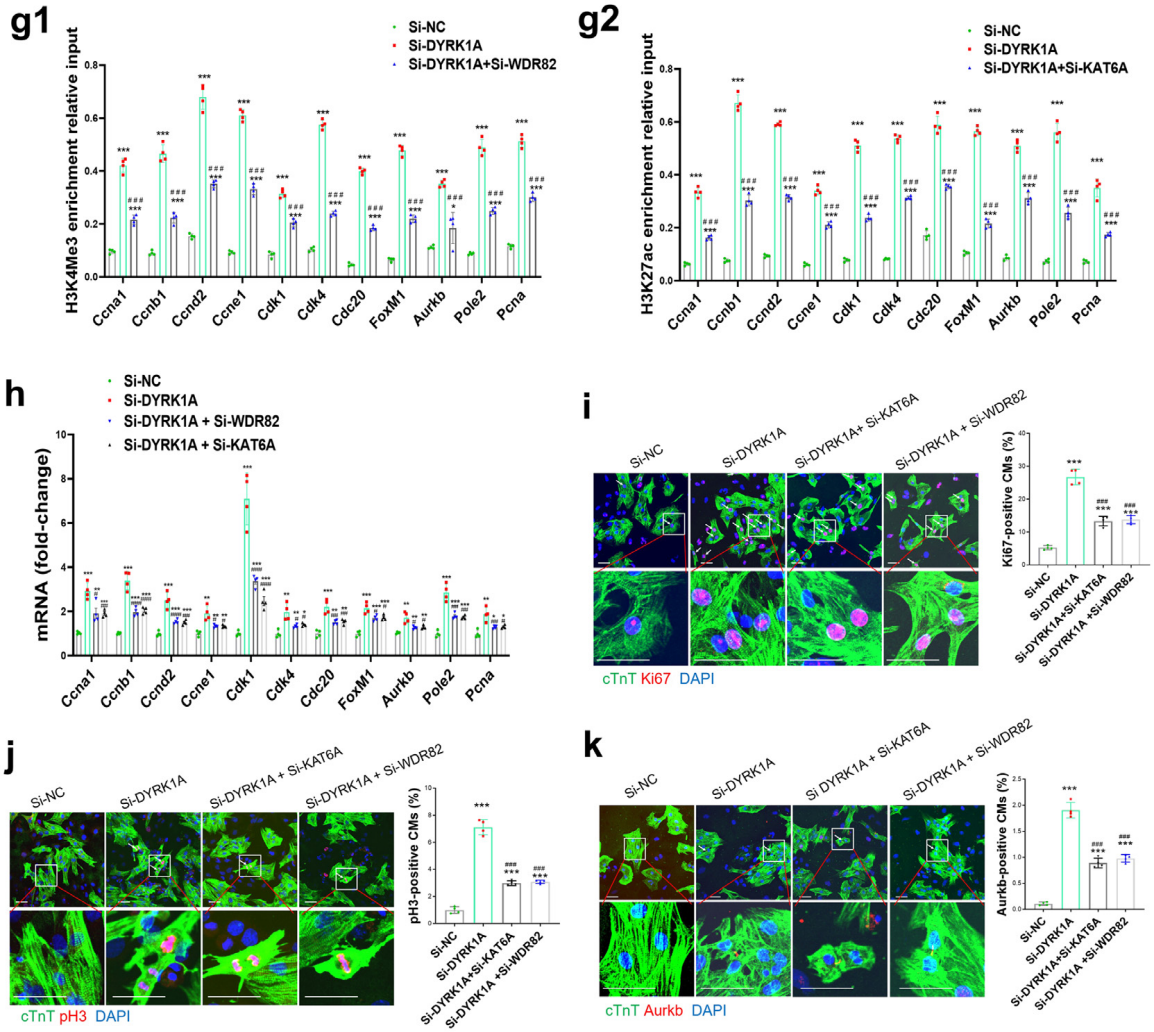
**Inhibition of DYRK1A decreases KAT6A and WDR82 phosphorylation to induce H3K27ac and H3K4me3 modification in cardiomyocytes.** (**a**) Schematic workflow of immunoprecipitation (IP)-mass spectrometry to identify binding partners of DYRK1A in cardiomyocytes. (**b**) Selection strategy of candidate effectors for DYRK1A in regulating H3K4me3 and H3K27ac enrichments from mass spectrometry profiling. (**c**) Mass spectrogram profile of WDR82 (upper figure) and KAT6A (lower figure). MS2 spectra of WDR 82 and KAT6A peptides are shown, and the intensity of peptide fragments is plotted against the mass-to-charge ratio (m/z). (**d**) Validation of the interaction of DYRK1A with WDR82 or KAT6A, and determination of DYRK1A domain responsible for the binding. The binding of HA-tagged full-length DYRK1A (lane 4), or its deletion mutants (N-terminal domain deletion, lane 5; kinase catalytic domain deletion, lane 6; C-terminal domain deletion, lane 7) with FLAG-tagged WDR82 or KAT6A was examined by co-transfection/co-IP experiments. Lane 1, control without transfection; lane 2, control with only DYRK1A transfection. Lane 3 control with only WDR82 or KAT6A transfection. TF: transfection. IP: immunoprecipitation. WB: western blot. (**e**) Phosphorylation of WDR82 and KAT6A regulated by DYRK1A. Co-IP assays were used to show the effect of DYRK1A knockdown on the phosphorylation of WDR82 and KAT6A. Total phosphorylation (Ser and Thr) antibody was used for IP and WDR82 or KAT6A antibody was used for immunoblotting. Co-IP was performed 48 h after scramble (si-NC) or DYRK1A siRNA (si-DYRK1A) transfection (*n*=6 samples per group). Representative immunoblots (upper) and quantification of protein levels (lower) are shown. IP: immunoprecipitation. ^⁎⁎⁎^*P*<0.001 versus si-NC group. (**f**) Effect of WDR82 and KAT6A on the regulatory role of DYRK1A on global changes of H3K4me3 and H3K27ac measured by immunoblotting (*n*=6 samples per group). Additionally, representative immunoblots (upper) and quantification of protein levels (lower) are shown. (^⁎⁎^*P*<0.01, ^⁎⁎⁎^*P*<0.001) versus si-NC group; ^###^*P*<0.001 versus si-DYRK1A group. (**g**) Effect of WDR82 and KAT6A on regulatory role of DYRK1A in H3K4me3 (**g1**) and H3K27ac (**g2**) deposition on promoters of cell cycle regulatory genes. ChIP-qPCR assays were performed (*n*=4 samples per group). (**h**) Effect of WDR82 and KAT6A on the regulatory role of DYRK1A in the expression of cell cycle regulatory genes. qPCR assays were performed (*n*=4 samples per group). (**i–k**) Immunofluorescence staining and quantification of Ki67- (**i**), pH3- (**j**) and Aurkb- (**k**) positive cardiomyocytes to show the effects of WDR82 or KAT6A knockdown on the regulatory role of DYRK1A in cardiomyocyte cell cycle activation. CMs: cardiomyocytes (more than 10,000 cardiomyocytes from four independent experiments per group). (*P<0.05, ^⁎⁎⁎^*P*<0.01, ^⁎⁎⁎^*P*<0.001) versus si-NC group; (^#^*P*<0.05, ^##^*P*<0.01, ^###^*P*<0.001) versus si-DYRK1A group. All data are expressed as mean ± SD. Two-tailed unpaired Student's t test was used for all statistical analysis in **e** and one-way ANOVA followed by Tukey's multiple-comparison test was used in **f–k**.

### Pharmacological inhibition of DYRK1A promotes cardiac repair post-MI in adult mice

Given that DYRK1A deletion showed a beneficial effect on cardiomyocyte cell cycle reentry and post-injury repair, we determined the clinical relevance of targeting DYRK1A via pharmacological inhibition of its activity using harmine, ID-8, and INDY, three commonly used small-molecule inhibitors of DYRK1A kinase activity. We found that the stimulatory effect of the three DYRK1A inhibitors on cardiomyocyte cell cycle activation was concentration-dependent, with their effect peaking at 5 μM in rat primary neonatal cardiomyocytes (Supplementary Fig. 10). We selected harmine as the DYRK1A inhibitor in subsequent studies because it exerted the strongest cycling-promoting effect among the three. Similar to DYRK1A knockdown, harmine reduced WDR82 and KAT6A phosphorylation in neonatal cardiomyocytes (Supplementary Fig. 11). We then determined if the *in vitro* experiments could be replicated *in vivo* by treating adult mice for one week with harmine dissolved in drinking water at various concentrations (0.01 to 0.1 mg/ml). Given that the mice weighed approximately 20 g and the daily water consumption was approximately 5 ml, the estimated final daily harmine dosage ranged from 2.5 to 25 mg/kg body weight. The cardiomyocyte cycling-promoting effect of harmine was detected at 0.01 mg/ml and peaked at 0.05 mg/ml, without exerting an effect on cardiac function in the basal state (Supplementary Fig. 12). Therefore, in subsequent studies, we chose 0.05 mg/ml harmine as the concentration for treatment, with an estimated dose of 12.5 mg/kg/d. After administering harmine for one week in mice with MI, cardiomyocyte cell cycle reentry was observed, indicated by higher percentages of Ki67, pH3, and Aurkb-positive cardiomyocytes (Figure 5a–d). We also observed an improvement in cardiac function after the administration of harmine for 5 weeks, as seen in an increase in LVEF and LVFS and decrease in LVIDs (Figure 5e–h). Furthermore, the improvement in cardiac function in harmine-treated mice was also accompanied by an increase in heart weight to body weight ratio, cardiomyocyte cell cycle activity, and cardiomyocyte number per heart, and decrease in cardiomyocyte cell size and fibrotic area (Figure 5i-l, Supplementary Fig. 13). These results demonstrate that DYRK1A may be an important therapeutic target in adult hearts with MI.

**Figure 5:**
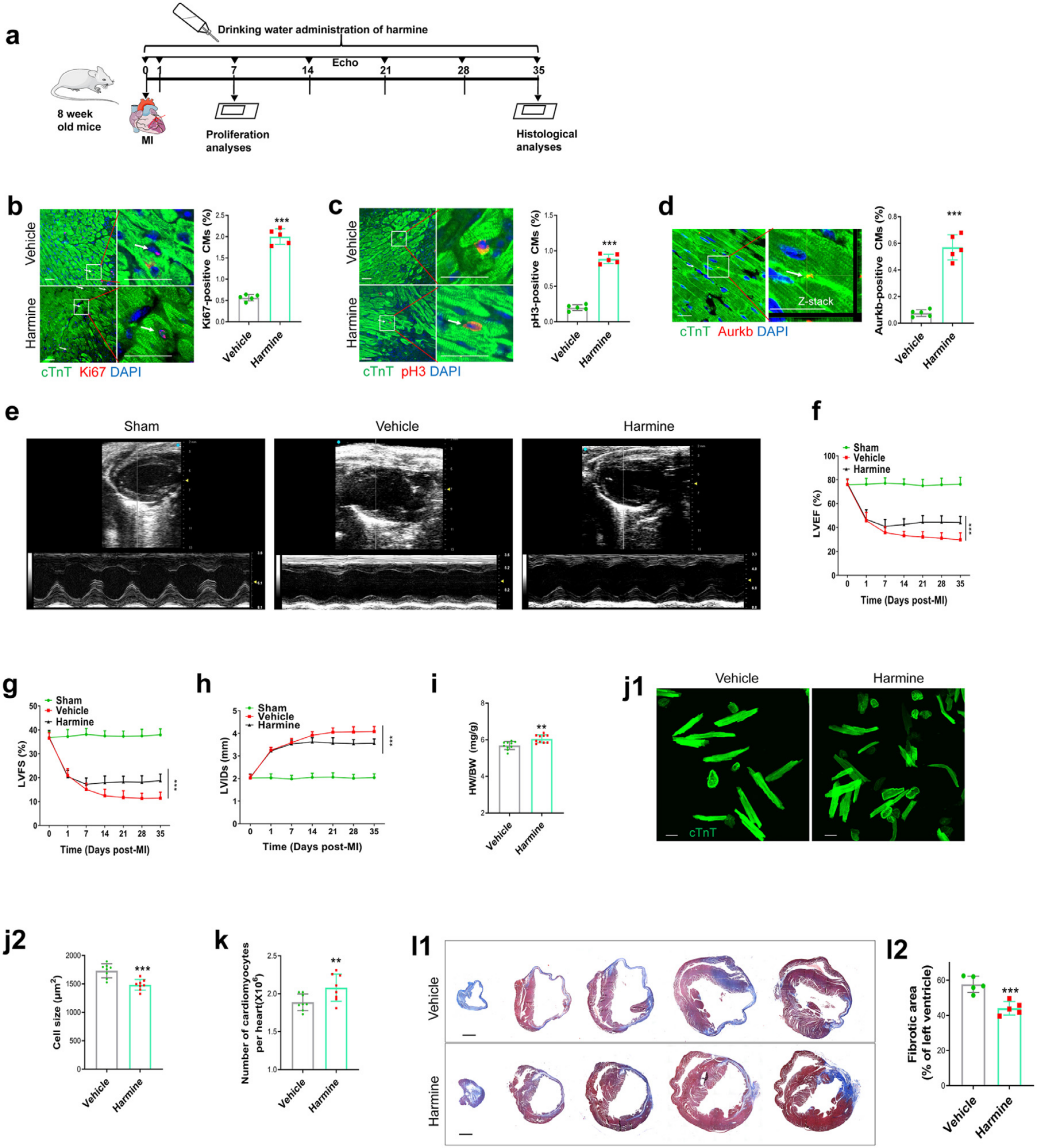
**Pharmacological inhibition of DYRK1A promotes cardiac repair after MI in adult hearts.** (**a**) Schematic diagram of the experimental design. Harmine was dissolved in drinking water at a concentration of 0.05 mg/ml. After MI or sham surgery, echocardiography was performed every 7 days until the removal of the hearts. Proliferation and histological analyses were performed at 7 and 35 days, respectively. (**b–d**) Cardiomyocyte cell cycle activity induced by harmine *in vivo*. Immunofluorescence staining (left) and quantification (right) of Ki67- (**b**), pH3- (**c**), and Aurkb- (**d**) positive cardiomyocytes in the peri-infarct area in vehicle- or harmine-treated mice. Ki67-, pH3-, and Aurkb-positive cardiomyocytes are indicated by arrows. Scale bar=40 μm in **b** and **c**; scale bar=20 μm in **d**. CMs: cardiomyocytes (>10000 cardiomyocytes from five mice per group). ^⁎⁎⁎^*P*<0.001 versus vehicle group. (**e–h**) Echocardiographic analysis of cardiac function from vehicle- or harmine-treated adult mice. Representative M-mode tracing images (day 35 post-MI) and quantitative analysis are shown. LVEF: left ventricular ejection fraction; LVFS: left ventricular fractional shortening; LVIDs: left ventricular internal dimension at systole (*n*=8 mice per group). ^⁎⁎⁎^*P*<0.001 versus vehicle group. (**i**) Heart weight to body weight (HW/BW) ratio were calculated at day 35 post-MI (*n*=10). ^⁎⁎^*P*<0.01 versus vehicle group. (**j**) Representative images (**j1**) and quantification (**j2**) of the cell size of cardiomyocytes dissociated at day 35 post-MI. Eighty to one hundred cells were randomly selected per heart (*n*=8). Scale bars are 50 µm. ^⁎⁎⁎^*P*<0.001 versus vehicle group. (**k**) The total number of dissociated cardiomyocytes per heart were determined at day 35 post-MI (*n*=8). ^⁎⁎⁎^*P*<0.01 versus vehicle group. (**l**) Fibrotic area of infarcted hearts from vehicle- or harmine-treated mice. Masson's trichrome staining (**l1**) and quantification (**l2**) of fibrotic scar of hearts at day 35 post-MI. Serial transverse sectioning was performed at 500 μm intervals from the heart apex to the site of arterial occlusion. Scale bar=1 mm (*n*=5 mice per group). ^⁎⁎⁎^*P*<0.001 versus vehicle group. All data are expressed as the mean ± SD. The two-tailed unpaired Student's t test was used for all statistical analysis except in **f**–**h**, where one-way ANOVA followed by Tukey's multiple-comparison test were used.

## Discussion

Considerable advances have been made in understanding the regulatory mechanisms of cardiomyocyte proliferation, and many beneficial targets, including the extracellular matrix proteins Agrin, neuregulin-1, and Hoxb13, have been identified.^19^, ^20^, ^21^ However, the clinical application of these findings requires genetic intervention or the delivery of recombinant proteins, which is not yet clinically feasible because of low organ specificity, deleterious immunogenic effects, and other drawbacks, including gene toxicity and tumorigenesis.^22^^,^^23^ Therefore, factors that have high efficacy in regulating cardiac repair and pharmacological targetability for drug development are urgently needed. Our study, identified a key role played by DYRK1A in the regulation of cardiomyocyte cell cycle reentry and showed that either pharmacological inhibition or genetic deletion of DYRK1A enhanced cardiac repair in adult mouse hearts with MI. Thus, targeting DYRK1A may represent a therapeutic strategy for injured hearts, with promising clinical potential.

The regulation of cardiomyocyte cycling is a complex process. An increasing number of experiments show that multiple cell cycle genes participate in this process, with key cell cycle regulatory genes inactivating during mammalian heart development, especially in the adult stage. The activation of silent genes in adult heart is an ongoing area of investigation. Viral vector-mediated overexpression of specific combinations of multiple cell cycle genes, including CDK1, CDK4, cyclin B1, and cyclin D1, can efficiently unleash the proliferative potential of adult cardiomyocytes.^24^ However, owing to the obvious limitation of the use of viruses in clinical situations, focusing on epigenetic modifications to simultaneously modulate the expression of various genes may be preferable.

Many studies have demonstrated the critical role of histone modifications in regulating diverse cellular processes, especially cell proliferation.^25^ Distinct modes of H3K4me3, H3K27ac, and H3K27me3 in juvenile and adult human β cells are associated with the transcriptional regulation of age-dependent genes governing proliferation.^26^ In the heart, expression of H3K4me3 and H3K27ac (associated with active transcription) decreases, while that of H3K27me3 (present in inactive or silenced genomic loci) increases during development.^27^ Therefore, increasing chromatin accessibility through remodeling of these histone markers may represent a useful strategy to regain the active expression of cell cycle regulators driving cardiomyocyte cell cycle reentry. In support of this hypothesis, we observed an increase in expression of H3K4me3 and H3K27ac in the promoters of cell cycle regulators, which may explain the increase in the expression of these genes and cardiomyocyte cell cycle activation induced by DYRK1A knockdown. Thus, discovering more histone codes may shed new mechanistic light on the DYRK1A-mediated regulation of cardiomyocyte cycling and cardiac repair.

As a Down syndrome-associated kinase, DYRK1A functions by interacting with and phosphorylating its substrates, including NFAT,^9^^,^^28^ RNA polymerase II,^29^ and the MuvB-like protein LIN52.^30^ In our report, using unbiased mass spectrometry analysis, we found two previously unreported DYRK1A-interacting proteins, WDR82 and KAT6A. WDR82 is a specific component of the SETD1A histone H3-Lys4 methyltransferase complex that recruits the complex to transcription start sites; hence, a defect in WDR82 causes SETD1A dysfunction and loss of H3K4me3.^31^ KAT6A belongs to the MYST family of acetyltransferases, that acylate both histone H3 and non-histone proteins.^32^ The essential roles of KAT6A and WDR82 in regulating cell proliferation, via modification of histone lysine residues, have been reported in some cell types, such as B-cell progenitors and hematopoietic cells.^32^, ^33^, ^34^ Importantly, DYRK1A regulates the phosphorylation of WDR82 and KAT6A. Intriguingly, silencing these two effectors markedly blunted the DYRK1A knockdown-induced elevation in H3K4me3 and H3K27ac deposition on gene promoters of cell cycle regulators, thus abolishing cardiomyocyte cell cycle activation. In contrast to this epigenomic mechanism by which DYRK1A regulates cardiomyocyte cycling, DYRK1A regulates pancreatic β-cell proliferation mainly via calcineurin-NFAT signaling.^9^

Harmine, a β-carboline alkaloid, is the most commonly used DYRK1A inhibitor. It decreases the kinase activity of DYRK1A via the competitive inhibition of ATP-binding to the DYRK1A kinase pocket. Many studies show broad-spectrum beneficial effects of harmine such as induction of regeneration of adult human β cells,^9^^,^^35^ inhibition of glioblastoma growth,^7^ amelioration of cognitive impairment,^36^ and alleviation of cardiovascular diseases, including atherosclerosis,^37^ and cardiac hypertrophy.^38^ In our study, harmine induced substantial cardiomyocyte cycling and cardiac repair post-MI in adult mice. Although harmine has a high affinity for DYRK1A, it also inhibits other kinases at higher concentrations, including other members of the DYRK family, cdc-like kinases, and monoamine oxidase A.^39^ This may explain the observation that a high concentration of harmine can reduce the stimulatory effect on cardiomyocyte cycling *in vitro*. However, these drawbacks can be overcome via organ-selective targeting nanoparticles as drug carrier^40^ or synthesizing non-toxic harmine analogs.^41^ Indeed, the robust action of DYRK1A in multiple diseases, especially in pancreatic β cell regeneration, is an incentive to develop an increasing number of potentially therapeutic DYRK1A inhibitors with better target specificity and reduced toxicity.^42^^,^^43^ Thus, clinical applications of the cardiac repair effect of DYRK1A is a possibility in the near future.

As summarized in Figure 6, our study provides evidence that DYRK1A is a promising target for the promotion of cardiomyocyte cell cycle reentry and cardiac repair after heart injury, especially MI. We also uncovered the underlying mechanisms, that is, DYRK1A, via phosphorylation of WDR82 and KAT6A, reduces the deposition of H3K4me3 and H3K27ac on promoters of cell cycle regulators, limiting their transcriptional activation and repressing cardiomyocyte cell cycle activation. This finding has translational significance because pharmacological inhibition of DYRK1A by harmine promotes cardiac repair after MI. However, rescue experiments with phospho-WDR82 or phospho-KAT6A inhibitors are needed to confirm the effect of WDR82 and KAT6A phosphorylation on the DYRK1A-mediated regulation of cardiomyocyte cycling and cardiac repair. In addition, because of the concentration-dependent and possible off-target effects of harmine, further studies on the optimal timing, dosage, and tissue-specific delivery of harmine and the development of safe and selective DYRK1A inhibitors are warranted.

**Figure 6:**
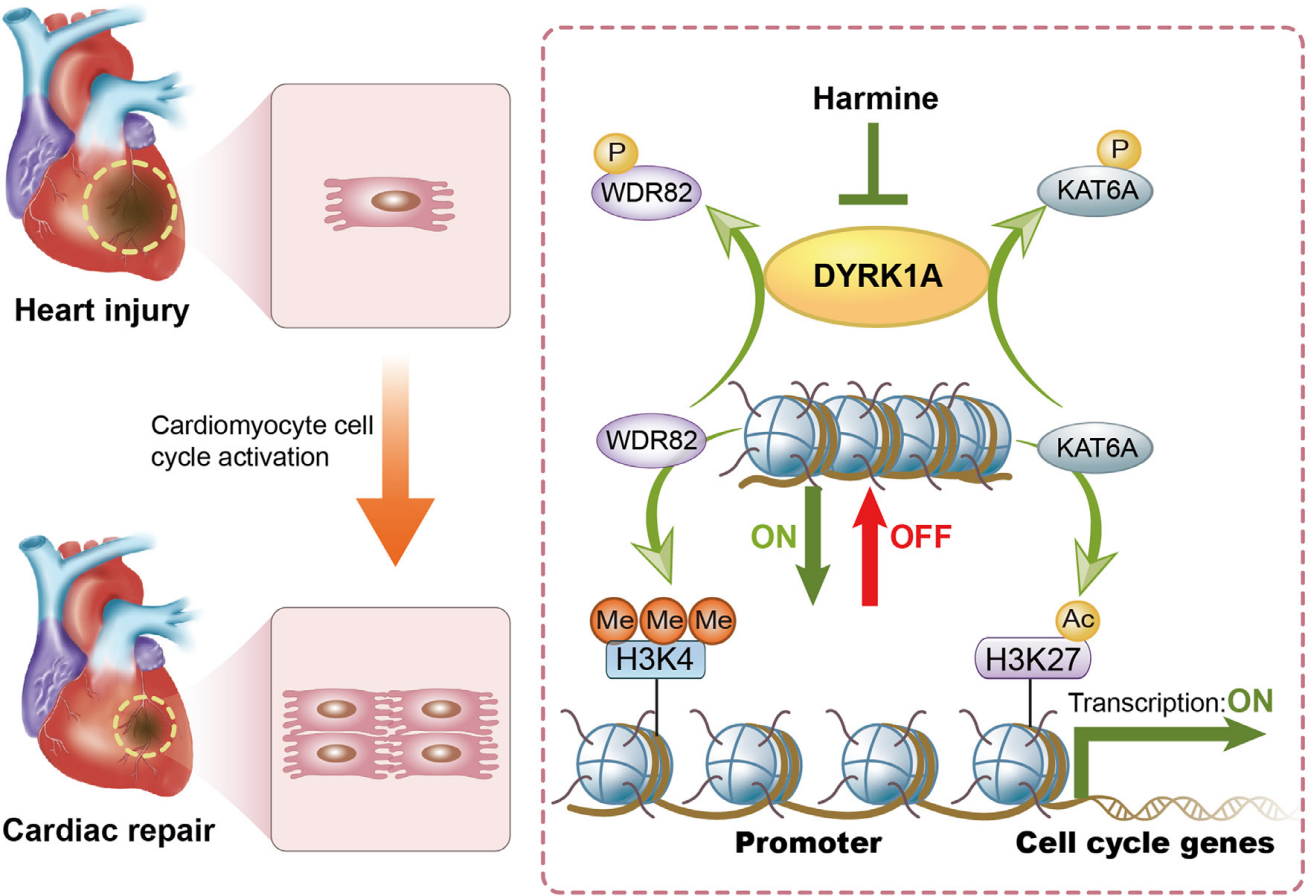
**Graphic abstract**. DYRK1A phosphorylates WDR82 and KAT6A to reduce deposition of H3K4me3 and H3K27ac on the promoters of cell cycle genes, thereby limiting their transcriptional activation and inhibiting cardiomyocyte cell cycle activity. Either pharmacological inhibition or genetic deletion of DYRK1A promotes cardiomyocyte cell cycle activation and cardiac repair in adult heart post-MI.

## Contributors

Chunyu Zeng, Zaicheng Xu, Gengze Wu, and Cong Lan conceived the project and designed the experiments. Cong Lan, Caiyu Chen, Shuang Qu, Nian Cao, Hao Luo, Cheng Yu, Na Wang, Yuanzheng Xue, Xuewei Xia, Chao Fan and Hongmei Ren conducted experiments. Cong Lan wrote the manuscript. Cong Lan, Pedro A. Jose, Chunyu Zeng, Zaicheng Xu, and Gengze Wu analyzed and discussed the results. Pedro A. Jose, Chunyu Zeng, Zaicheng Xu, and Gengze Wu revised the manuscript. All authors read and verified the underlying data and approved the final manuscript.

## Data sharing statement

The data supporting the findings of this study are available from the corresponding author upon reasonable request.

## Declaration of interests

The authors declare no competing interests.

# Supplementary material for: Inhibition of DYRK1A, via histone modification, promotes cardiomyocyte cell cycle activation and cardiac repair after myocardial infarction
**Source:** eBioMedicine. 2022 Jul 8;82:104139. doi: 10.1016/j.ebiom.2022.104139
**Supplement:** Supplementary file 1

**Captions for supplementary materials**

**Supplementary figures**

Supplementary Fig. 1: DYRK1A expression in cardiomyocytes and cardiac fibroblasts.

Supplementary Fig. 2: Loss of DYRK1A promotes cardiomyocyte cell cycle activation following MI in adult hearts.

Supplementary Fig. 3: DYRK1A knockdown promotes cell cycle activation of human induced pluripotent stem cell (iPS)-derived cardiomyocytes *in vitro*.

Supplementary Fig. 4: DYRK1A knockdown promotes primary neonatal cardiomyocyte cell cycle activation *in vitro*.

Supplementary Fig. 5: RNA-sequencing analysis reveals that DYRK1A knockdown leads to activation of cardiomyocyte cell cycle activity.

Supplementary Fig. 6: Distribution of H3K4me3 and H3K27ac on representative genes (cell cycle genes and regulators).

Supplementary Fig. 7: WDR82 and KAT6A expression in hearts with MI.

Supplementary Fig. 8: DYRK1A regulation of cardiomyocyte cell cycle activity is dependent on its kinase activity.

Supplementary Fig. 9: Knockdown of WDR82 and KAT6A with the corresponding siRNA in cardiomyocytes.

Supplementary Fig. 10: Inhibition of DYRK1A promotes cardiomyocyte cell cycle activation *in vitro*.

Supplementary Fig. 11: Inhibition of DYRK1A by harmine reduces WDR82 and KAT6A phosphorylation.

Supplementary Fig. 12: Harmine promotes cell cycle activation of cardiomyocyte in adult mice in basal state.

Supplementary Fig. 13: Pharmacological inhibition of DYRK1A promotes cardiomyocyte cell cycle activation following MI in adult hearts.

**Supplementary Tables**

Supplementary Table 1: The list of differentially expressed genes after DYKR1A knockdown in cardiomyocytes

Supplementary Table 2. DYRK1A-interacting proteins detected by mass spectrometry analysis.

**Full Western Blots**

# Supplementary material for: Inhibition of DYRK1A, via histone modification, promotes cardiomyocyte cell cycle activation and cardiac repair after myocardial infarction
**Source:** eBioMedicine. 2022 Jul 8;82:104139. doi: 10.1016/j.ebiom.2022.104139
**Supplement:** Supplementary file 2

**Supplemental Figures**

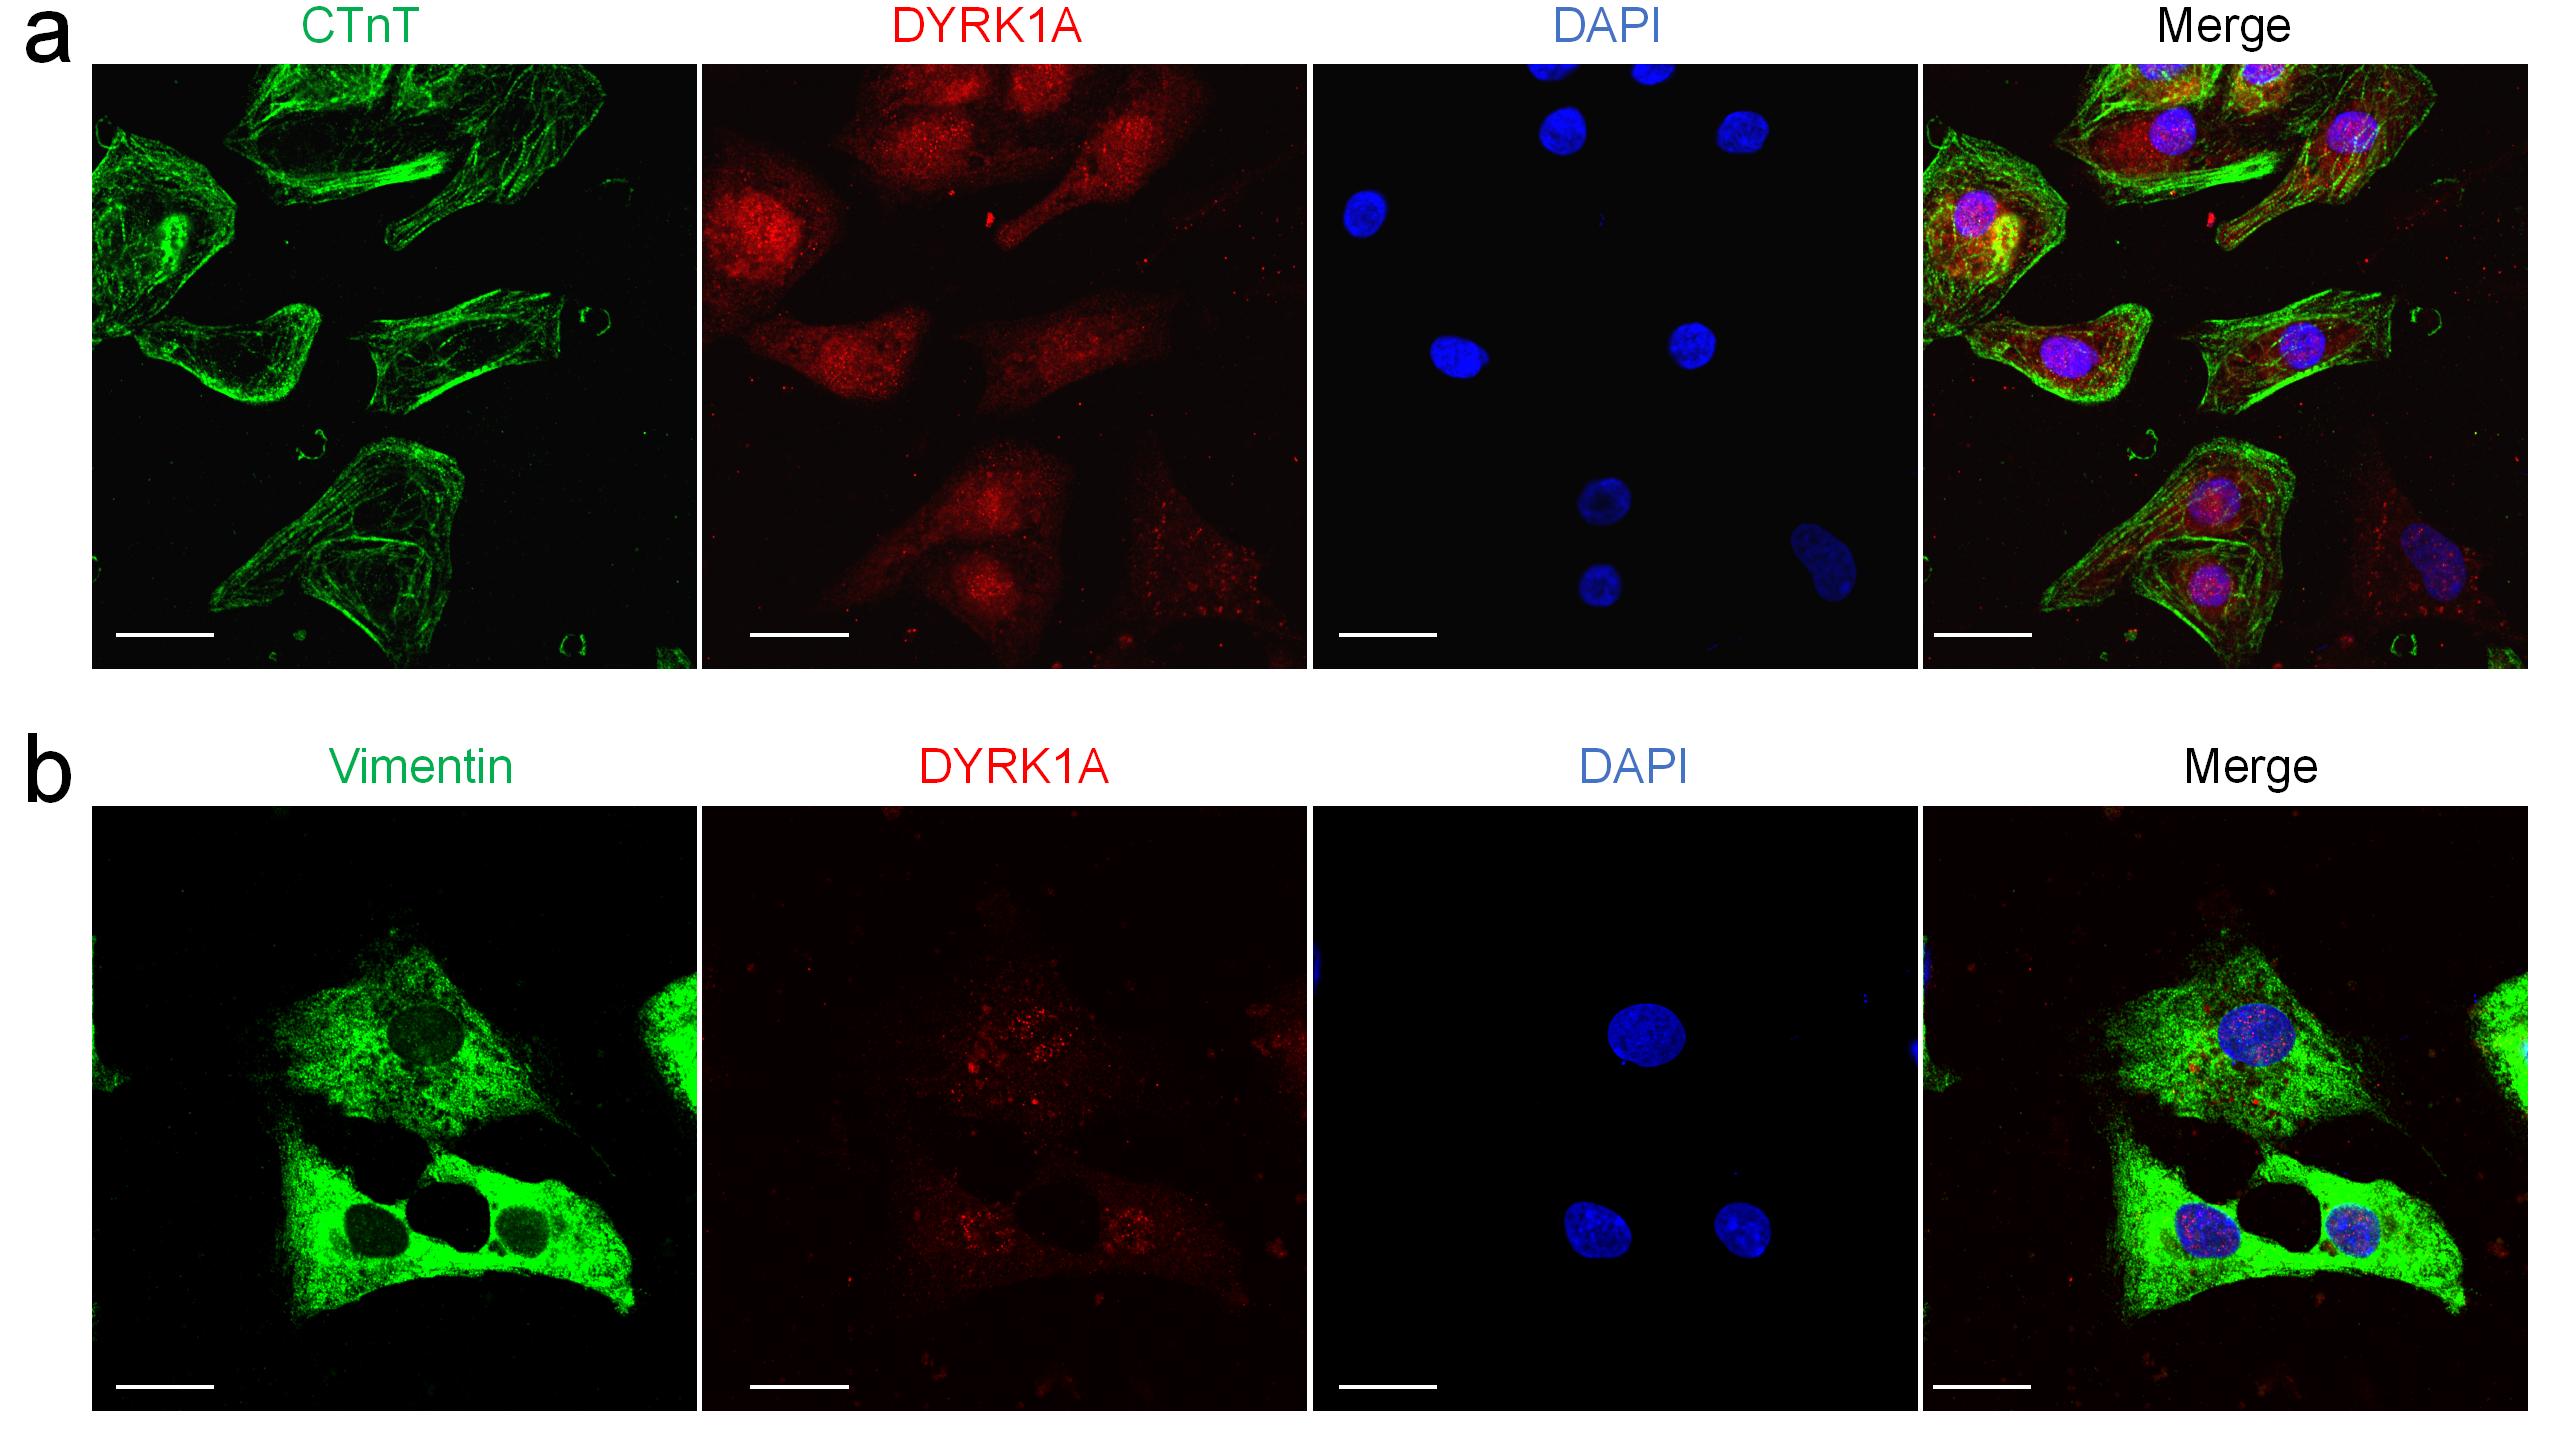

**Supplementary Figure 1. DYRK1A expression in cardiomyocytes and cardiac fibroblasts.** (**a**) DYRK1A expression in cardiomyocytes. Neonatal cardiomyocytes in primary culture were stained for cTnT (green), DYRK1A (red), and DAPI (blue). Scale bar=20 μm. (**b**) DYRK1A expression in cardiac fibroblasts. Cardiac fibroblasts in primary culture were stained for vimentin (green), DYRK1A (red), and DAPI (blue). Scale bar=20 μm.

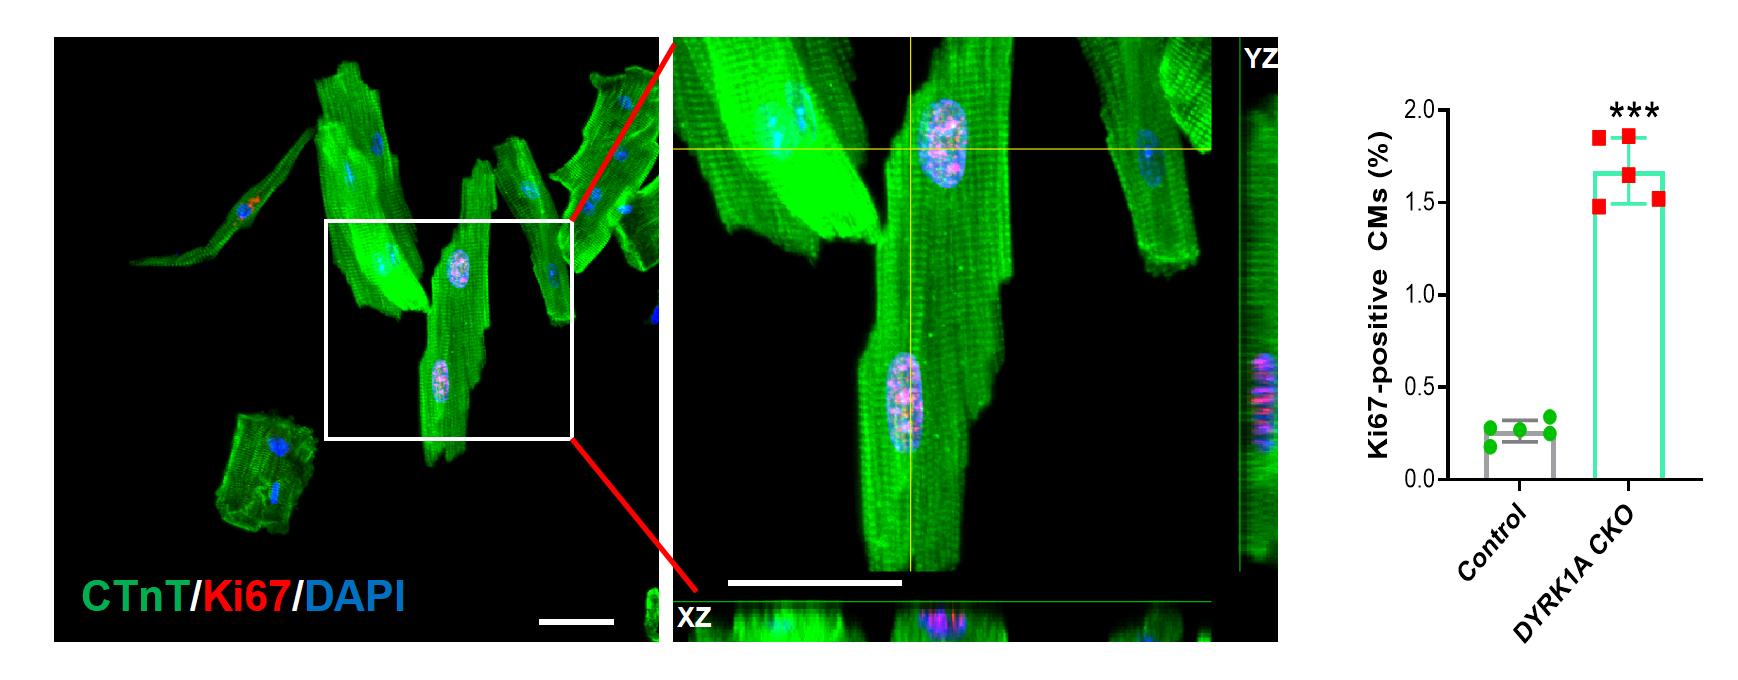

**Supplementary Figure 2. Loss of DYRK1A promotes cardiomyocyte cell cycle activation following MI in adult hearts.** Control (αMHC^MerCreMer^) and α-MHC^MerCreMer^/DYRK1A^flox/flox^ mice (DYRK1A CKO) were subjected to MI. The hearts were harvested and the cardiomyocytes were dissociated on day 35 post-MI, followed by immunostaining with Ki67 to measure cardiomyocyte cell cycle activity. Representative images with z-stacking (left) and quantification of the percentage of Ki67-positive cardiomyocytes (right) are shown. CMs: cardiomyocytes (>10,000 cardiomyocytes from five mice were analyzed in each group). Scale bar=40 µm. All data are expressed as mean ± SD and significant differences were analyzed using the two-tailed unpaired Student’s t test. ^***^P<0.001 versus the control group.

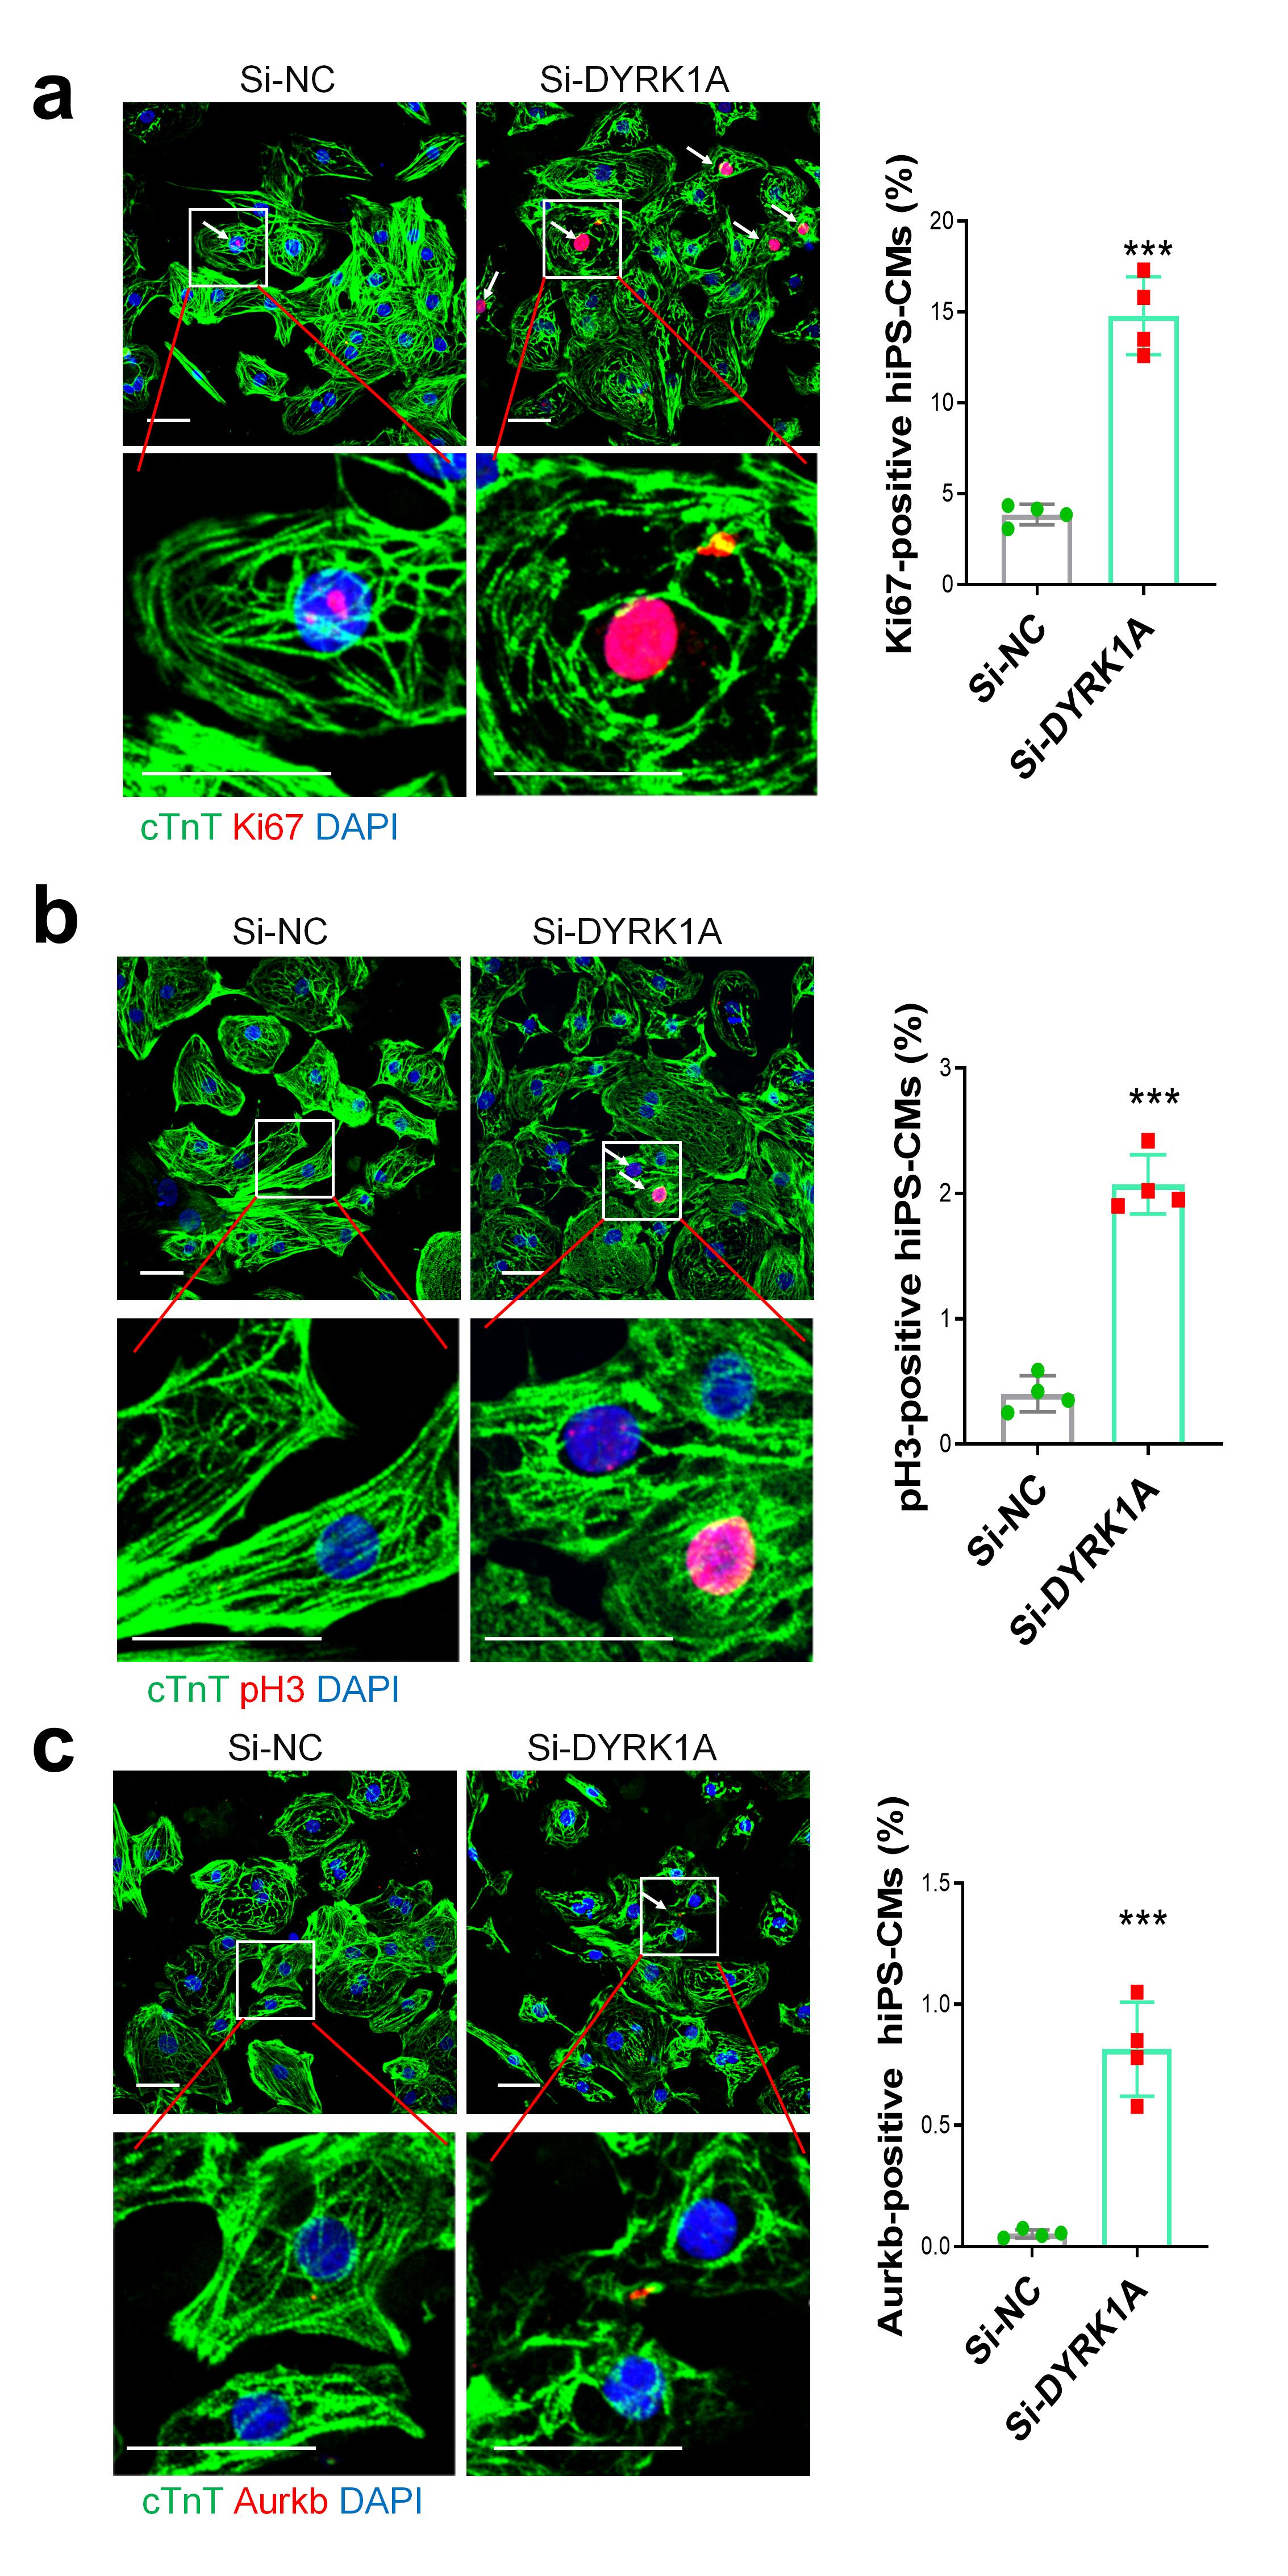

**Supplementary Figure 3. DYRK1A knockdown promotes cell cycle activation of human induced pluripotent stem cell (iPS)-derived cardiomyocytes *in vitro*.** Human iPS-derived cardiomyocytes were transfected with scramble (si-NC) or DYRK1A siRNA (si-DYRK1A), and cell cycle activity was identified by immunoblotting 48 h after transfection. (**a-c**) Immunofluorescence staining (left) and quantification (right) of Ki67- (**a**), pH3- (**b**), and Aurkb- (**c**) positive cardiomyocytes were performed to determine cell cycle activity. Ki67-, pH3-, or Aurkb-positive cardiomyocytes are indicated by white arrows. Scale bar=40 μm. An enlarged view of cardiomyocytes, indicated by white squares, is shown. hiPS-CMs indicates human iPS-derived cardiomyocytes (>10,000 cardiomyocytes from four independent experiments per group were analyzed). All data are expressed as mean ± SD and significant differences were analyzed using the two-tailed unpaired Student’s t test. ^***^P<0.001 versus the si-NC group.

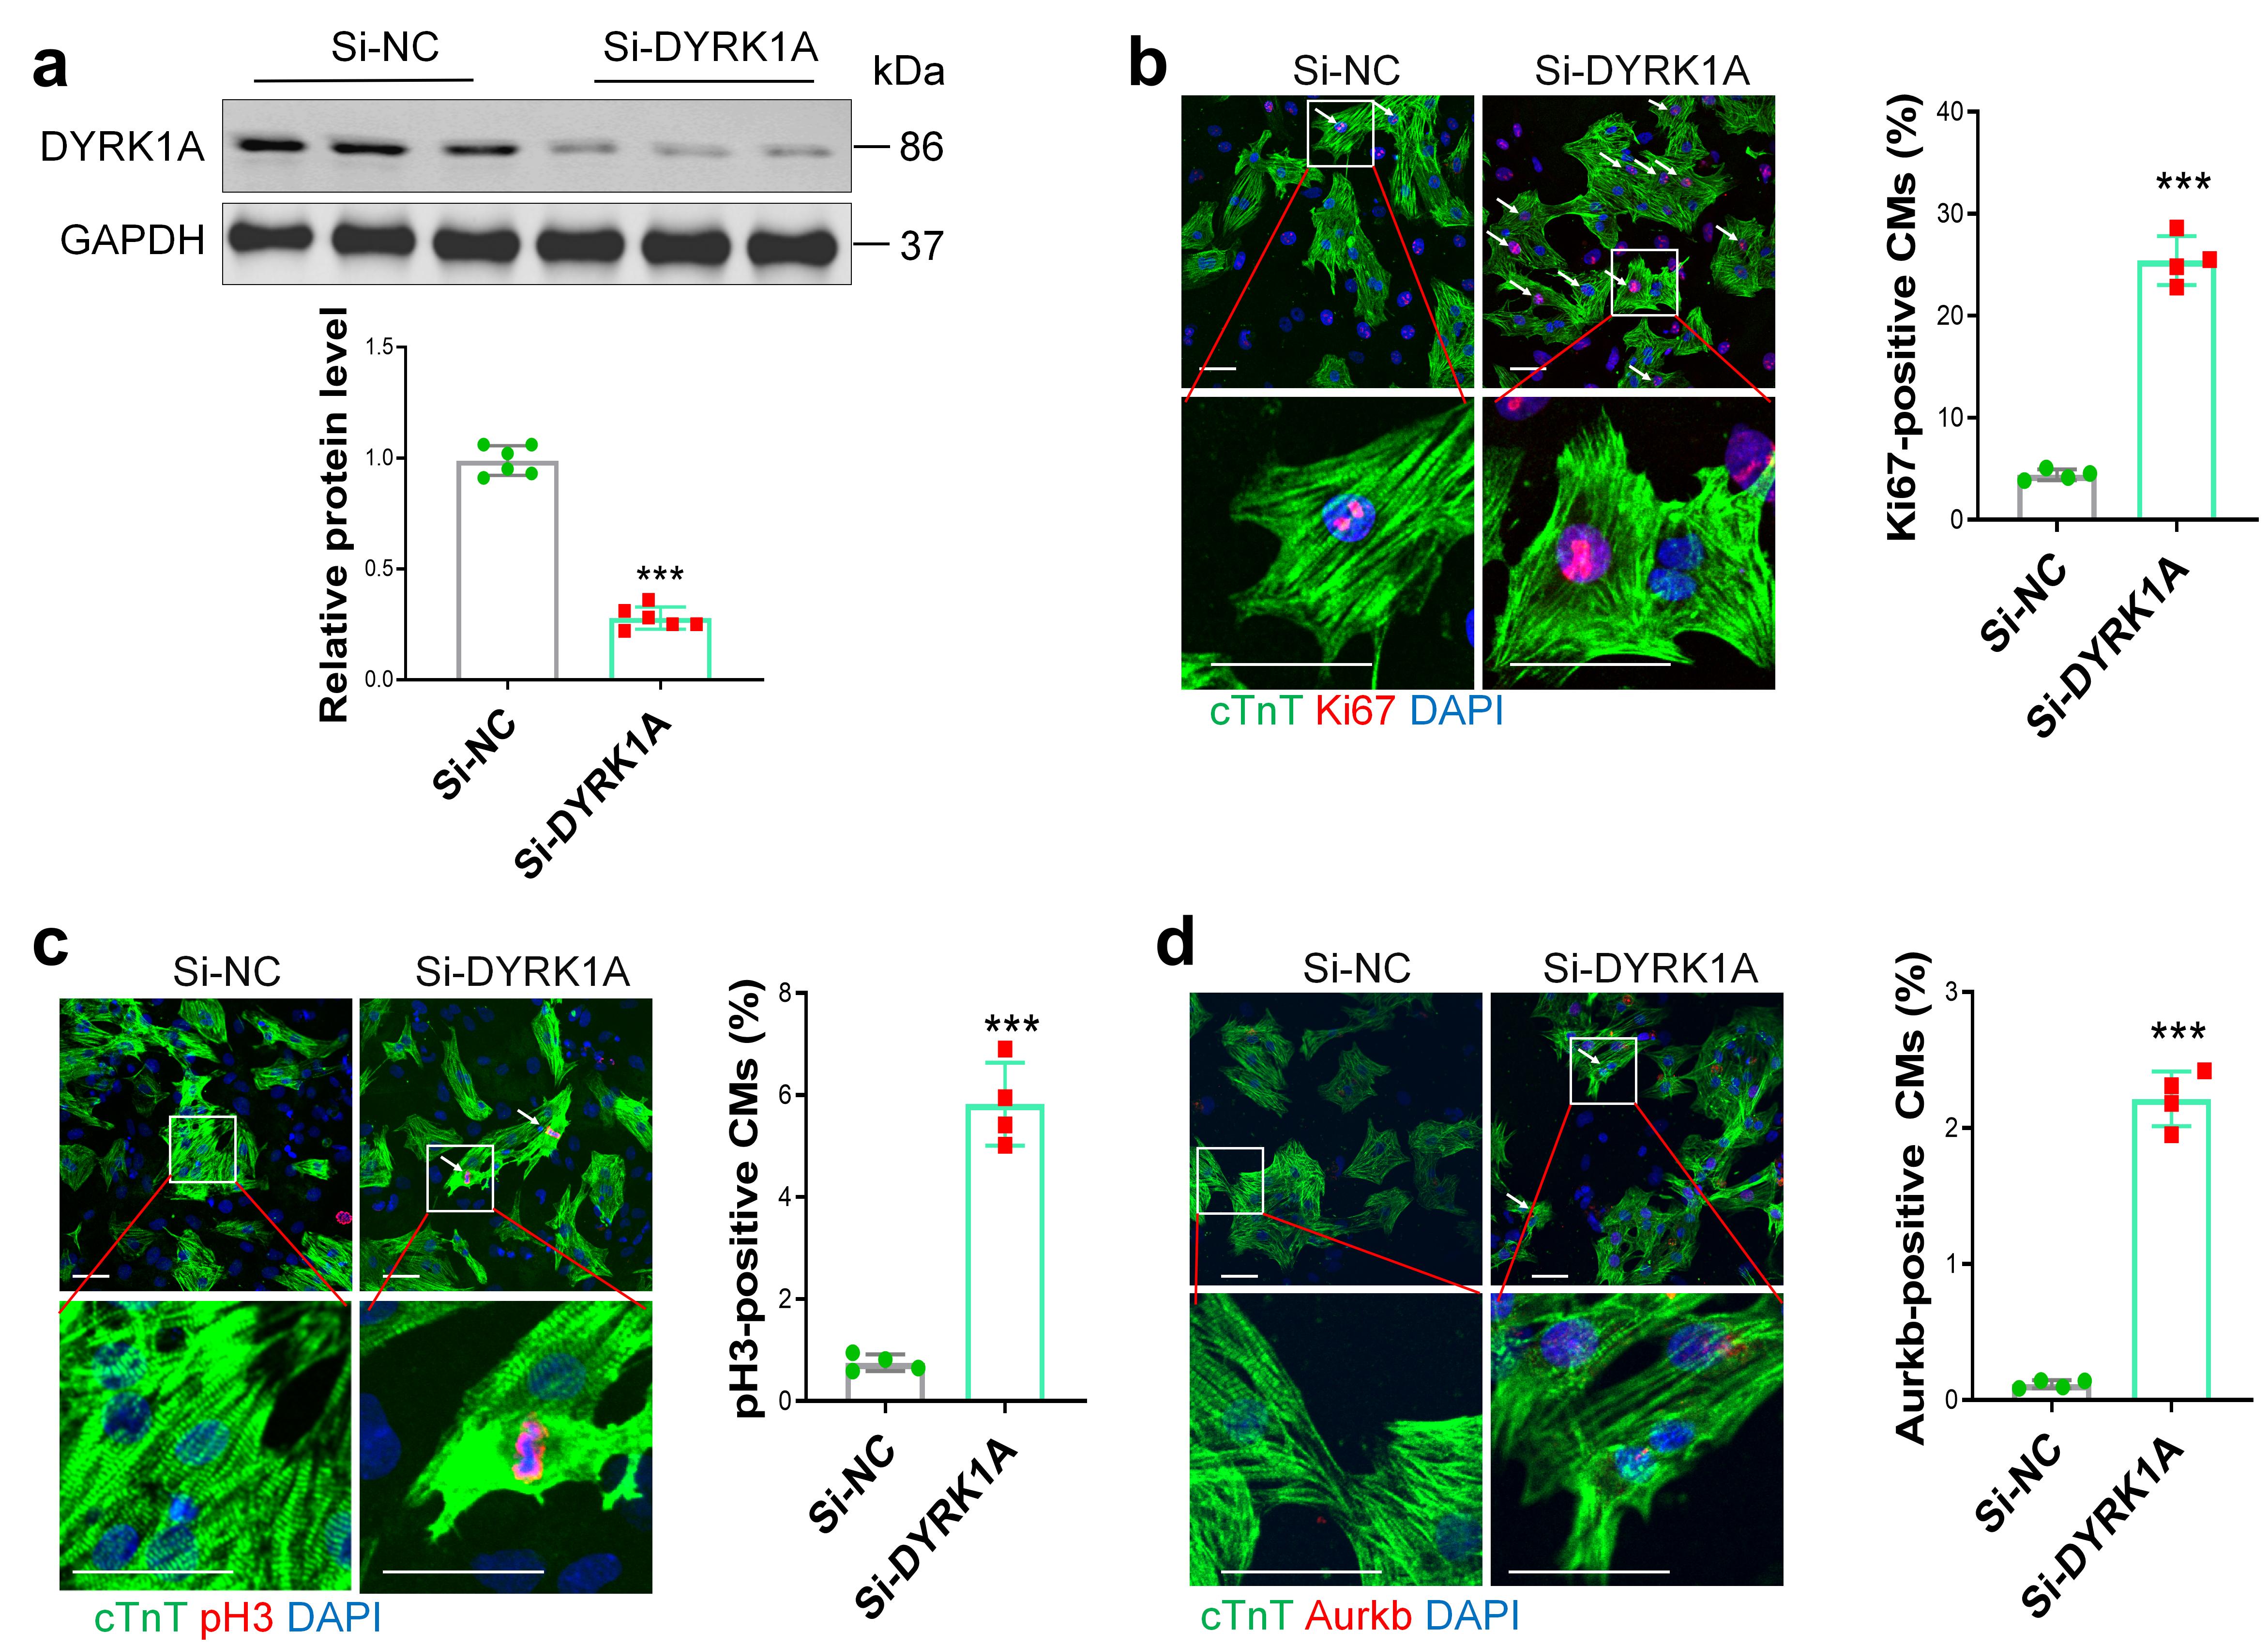

**Supplementary Figure 4. DYRK1A knockdown promotes primary neonatal cardiomyocyte cell cycle activation *in vitro*.** (**a**) DYRK1A knockdown efficiency in primary neonatal cardiomyocytes *in vitro*. Protein expression of DYRK1A in cardiomyocytes, transfected with scramble (si-NC) or DYRK1A siRNA (si-DYRK1A), was detected by immunoblotting 48 h after transfection (n=6 samples per group). Representative immunoblots (upper) and quantification of protein level (lower) are shown. (**b-d**) Effect of DYRK1A knockdown on primary neonatal cardiomyocyte cell cycle activity. Immunofluorescence staining (left) and quantification (right) of Ki67- (**b**), pH3- (**c**), and Aurkb- (**d**) positive cardiomyocytes were performed 48 h after si-NC or si-DYRK1A transfection. Ki67-, pH3-, and Aurkb-positive cardiomyocytes are indicated by white arrows. Scale bar=40 μm. Enlarged views of cardiomyocytes, indicated by white squares, are shown. CMs: cardiomyocytes (>10,000 cardiomyocytes from four independent experiments per group were analyzed). All data are expressed as mean ± SD and significant differences were analyzed using the two-tailed unpaired Student’s t test. ^***^P<0.001 versus the si-NC group.

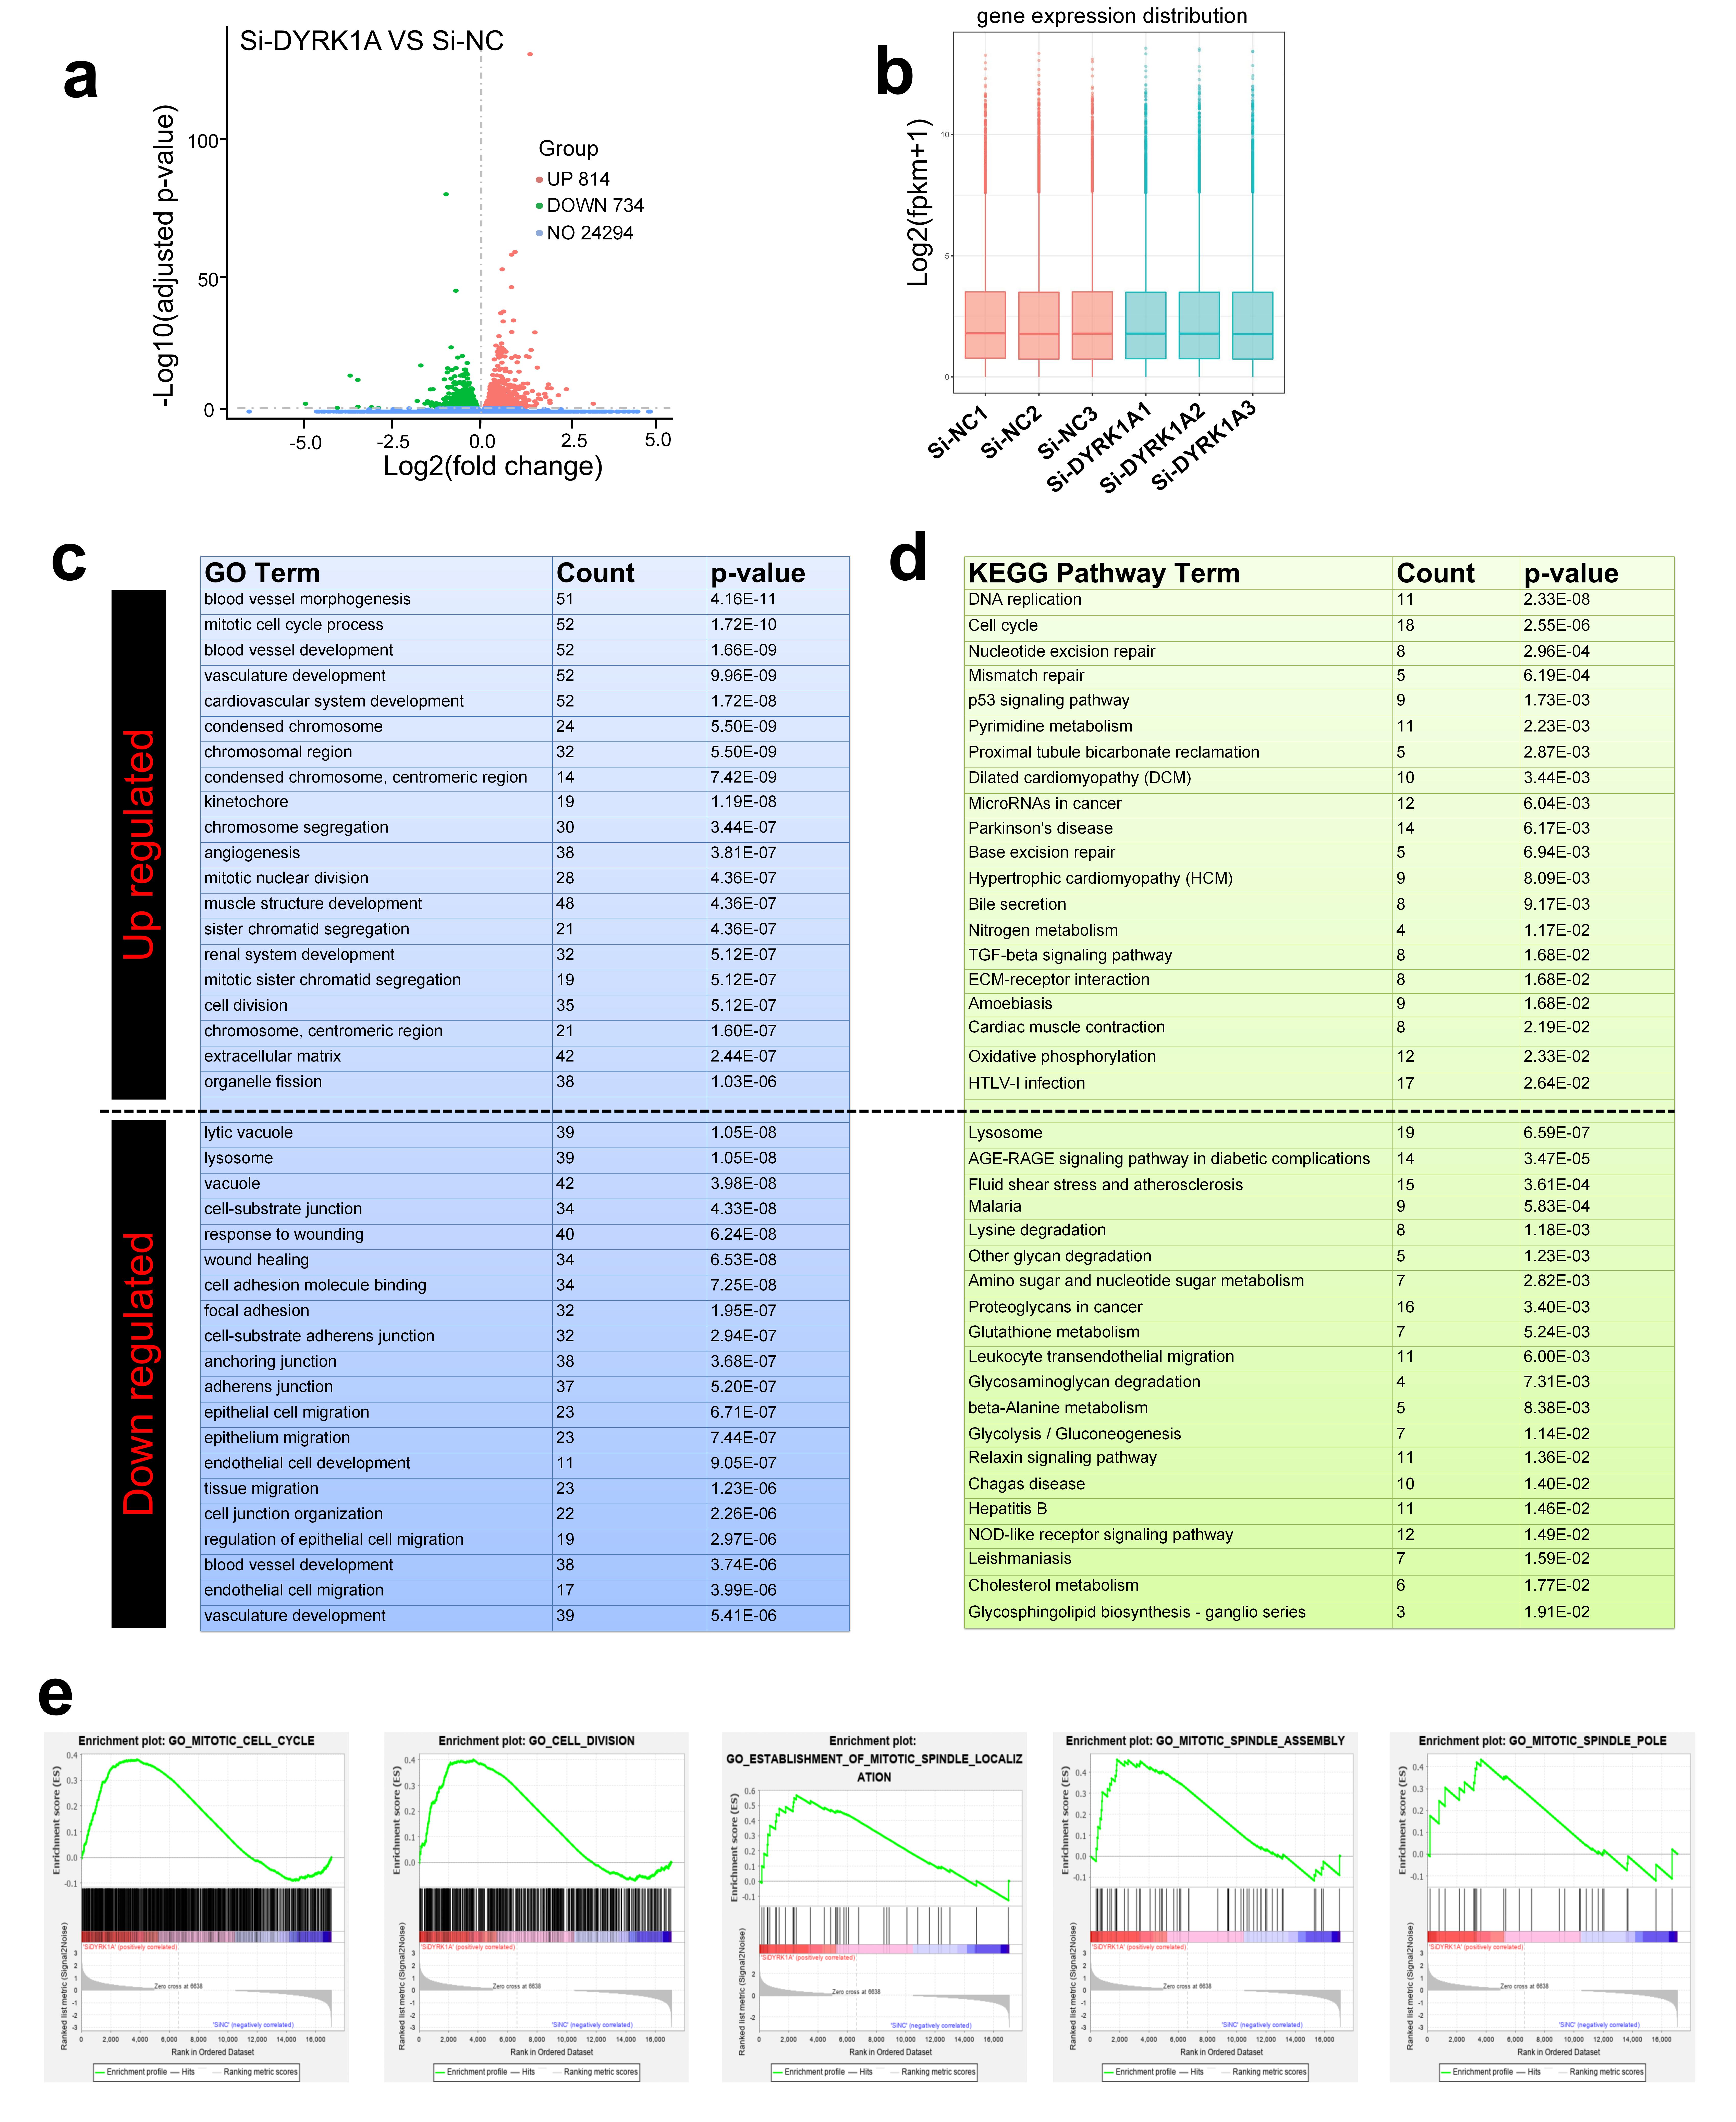

**Supplementary Figure 5. RNA-sequencing analysis reveals that DYRK1A knockdown leads to activation of cardiomyocyte cell cycle activity.** RNA-sequencing (RNA-seq) analysis was performed in primary neonatal cardiomyocytes transfected with scramble (si-NC) or DYRK1A siRNA (si-DYRK1A). (**a**) The volcano plot of RNA-seq shows changes in gene expression induced by DYRK1A knockdown, relative to si-NC. The green dots indicate significantly downregulated genes; red, significantly upregulated genes (adjusted p value < 0.05); and blue, represent genes with no changes in expression. (**b**) Box plots of the RNA-seq read counts (log2(FPKM+1)) show gene expression distribution in replicates of si-DYRK1A- and si-NC-treated cardiomyocytes. (**c**) GO analysis of upregulated and downregulated genes in si-DYRK1A cardiomyocytes (the top 20 most significantly affected terms are shown). (**d**) KEGG pathway analysis of upregulated and downregulated genes in si-DYRK1A cardiomyocytes (the top 20 most significantly affected terms are shown). (**e**) GSEA analysis of selected gene sets (GO terms relevant to cell proliferation) shows a correlation between DYRK1A knockdown and cardiomyocyte cell cycle activation.

**Supplementary Figure 6. Distribution of H3K4me3 and H3K27ac on representative genes (cell cycle genes and regulators).** H3K4me3 and H3K27ac chromatin immunoprecipitation with sequencing (ChIP-seq) was performed in scramble (si-NC)- and DYRK1A siRNA (si-DYRK1A)-transfected cardiomyocytes. Visualization of H3K4me3 or H3K27ac ChIP-seq data track is shown. Cell cycle genes were selected and IGV screenshots were used to show representative peaks.

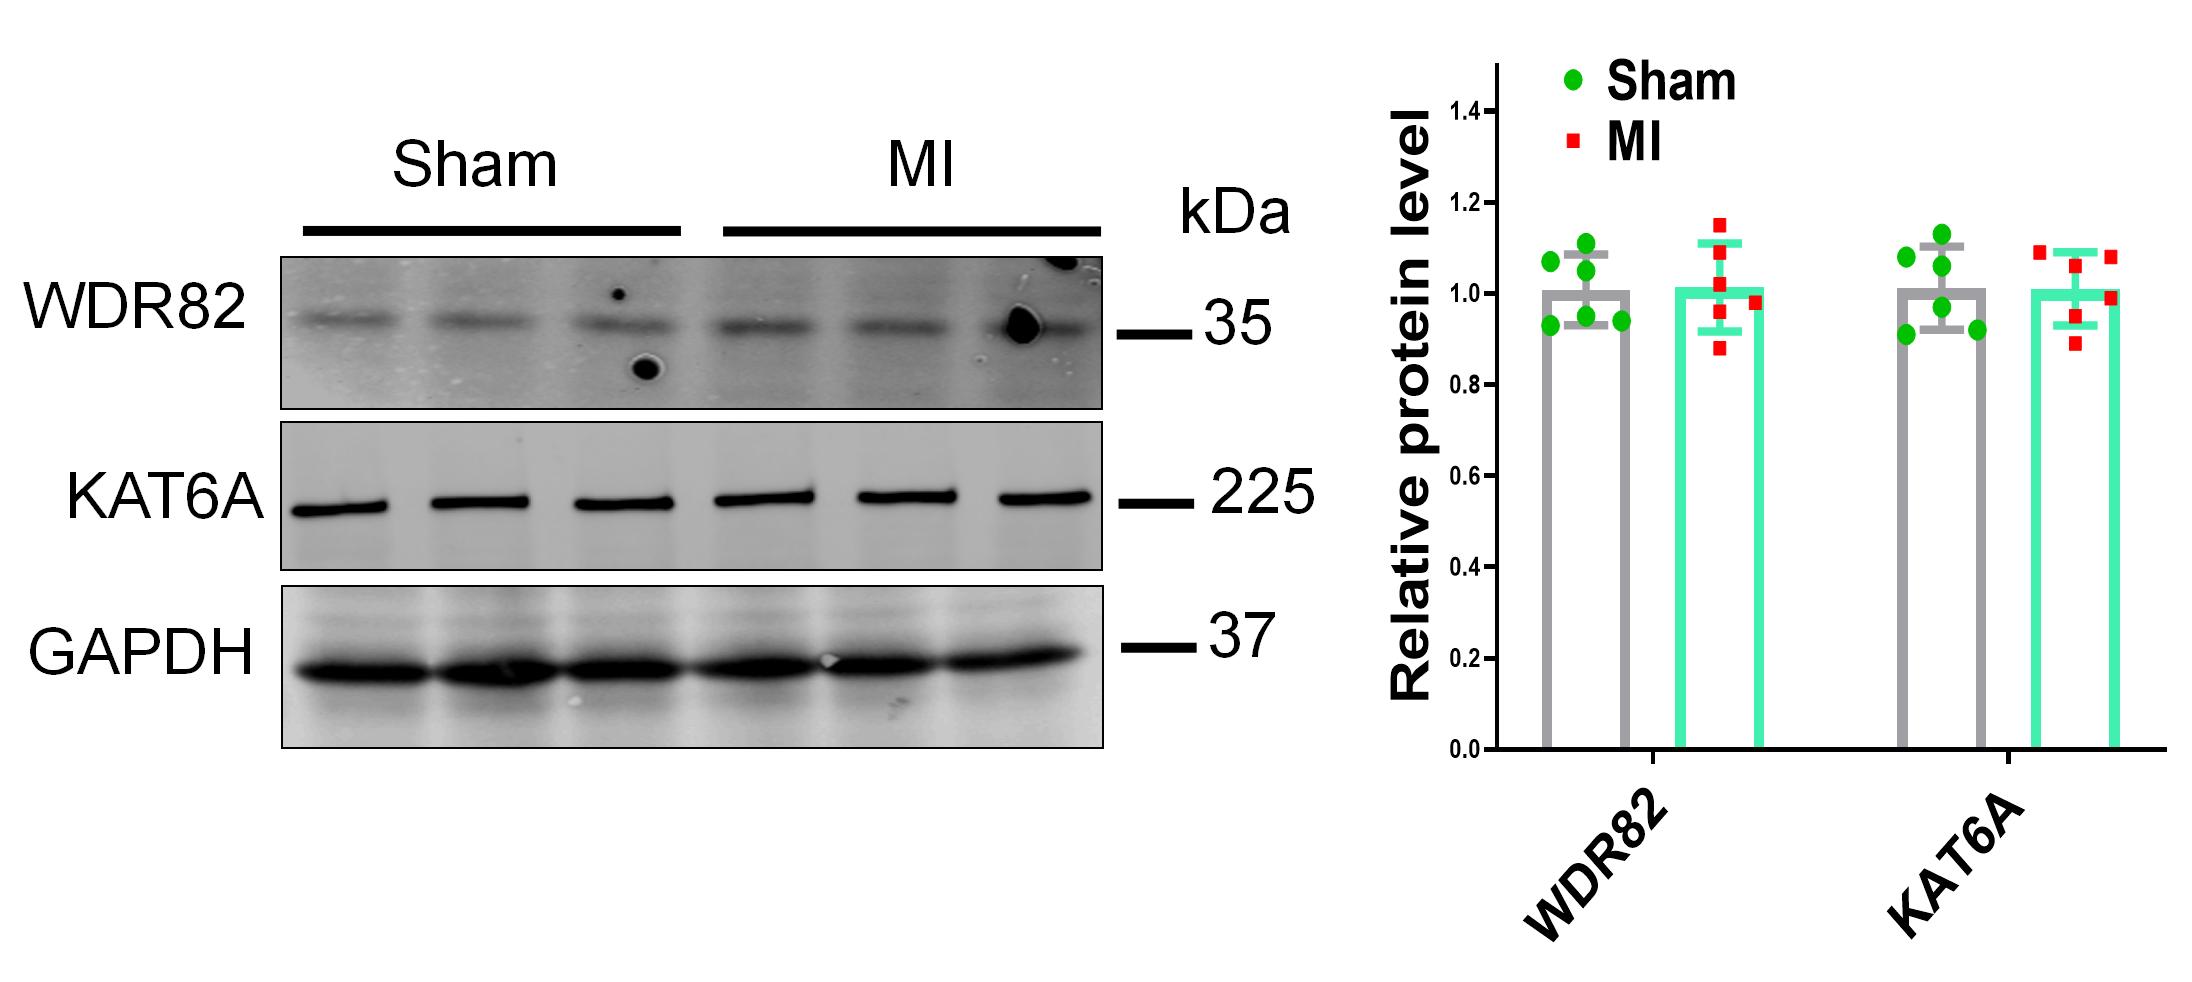

**Supplementary Figure 7. WDR82 and KAT6A expression in hearts with MI.** Adult mice were subjected to MI or sham operation, and protein expressions of WDR82 and KAT6A in the heart were determined at day 35 post-MI (n=6 mice per group). Representative immunoblots (left) and quantifications of protein levels (right) are shown. All data are expressed as mean ± SD and significant differences were analyzed using the two-tailed unpaired Student’s t test.

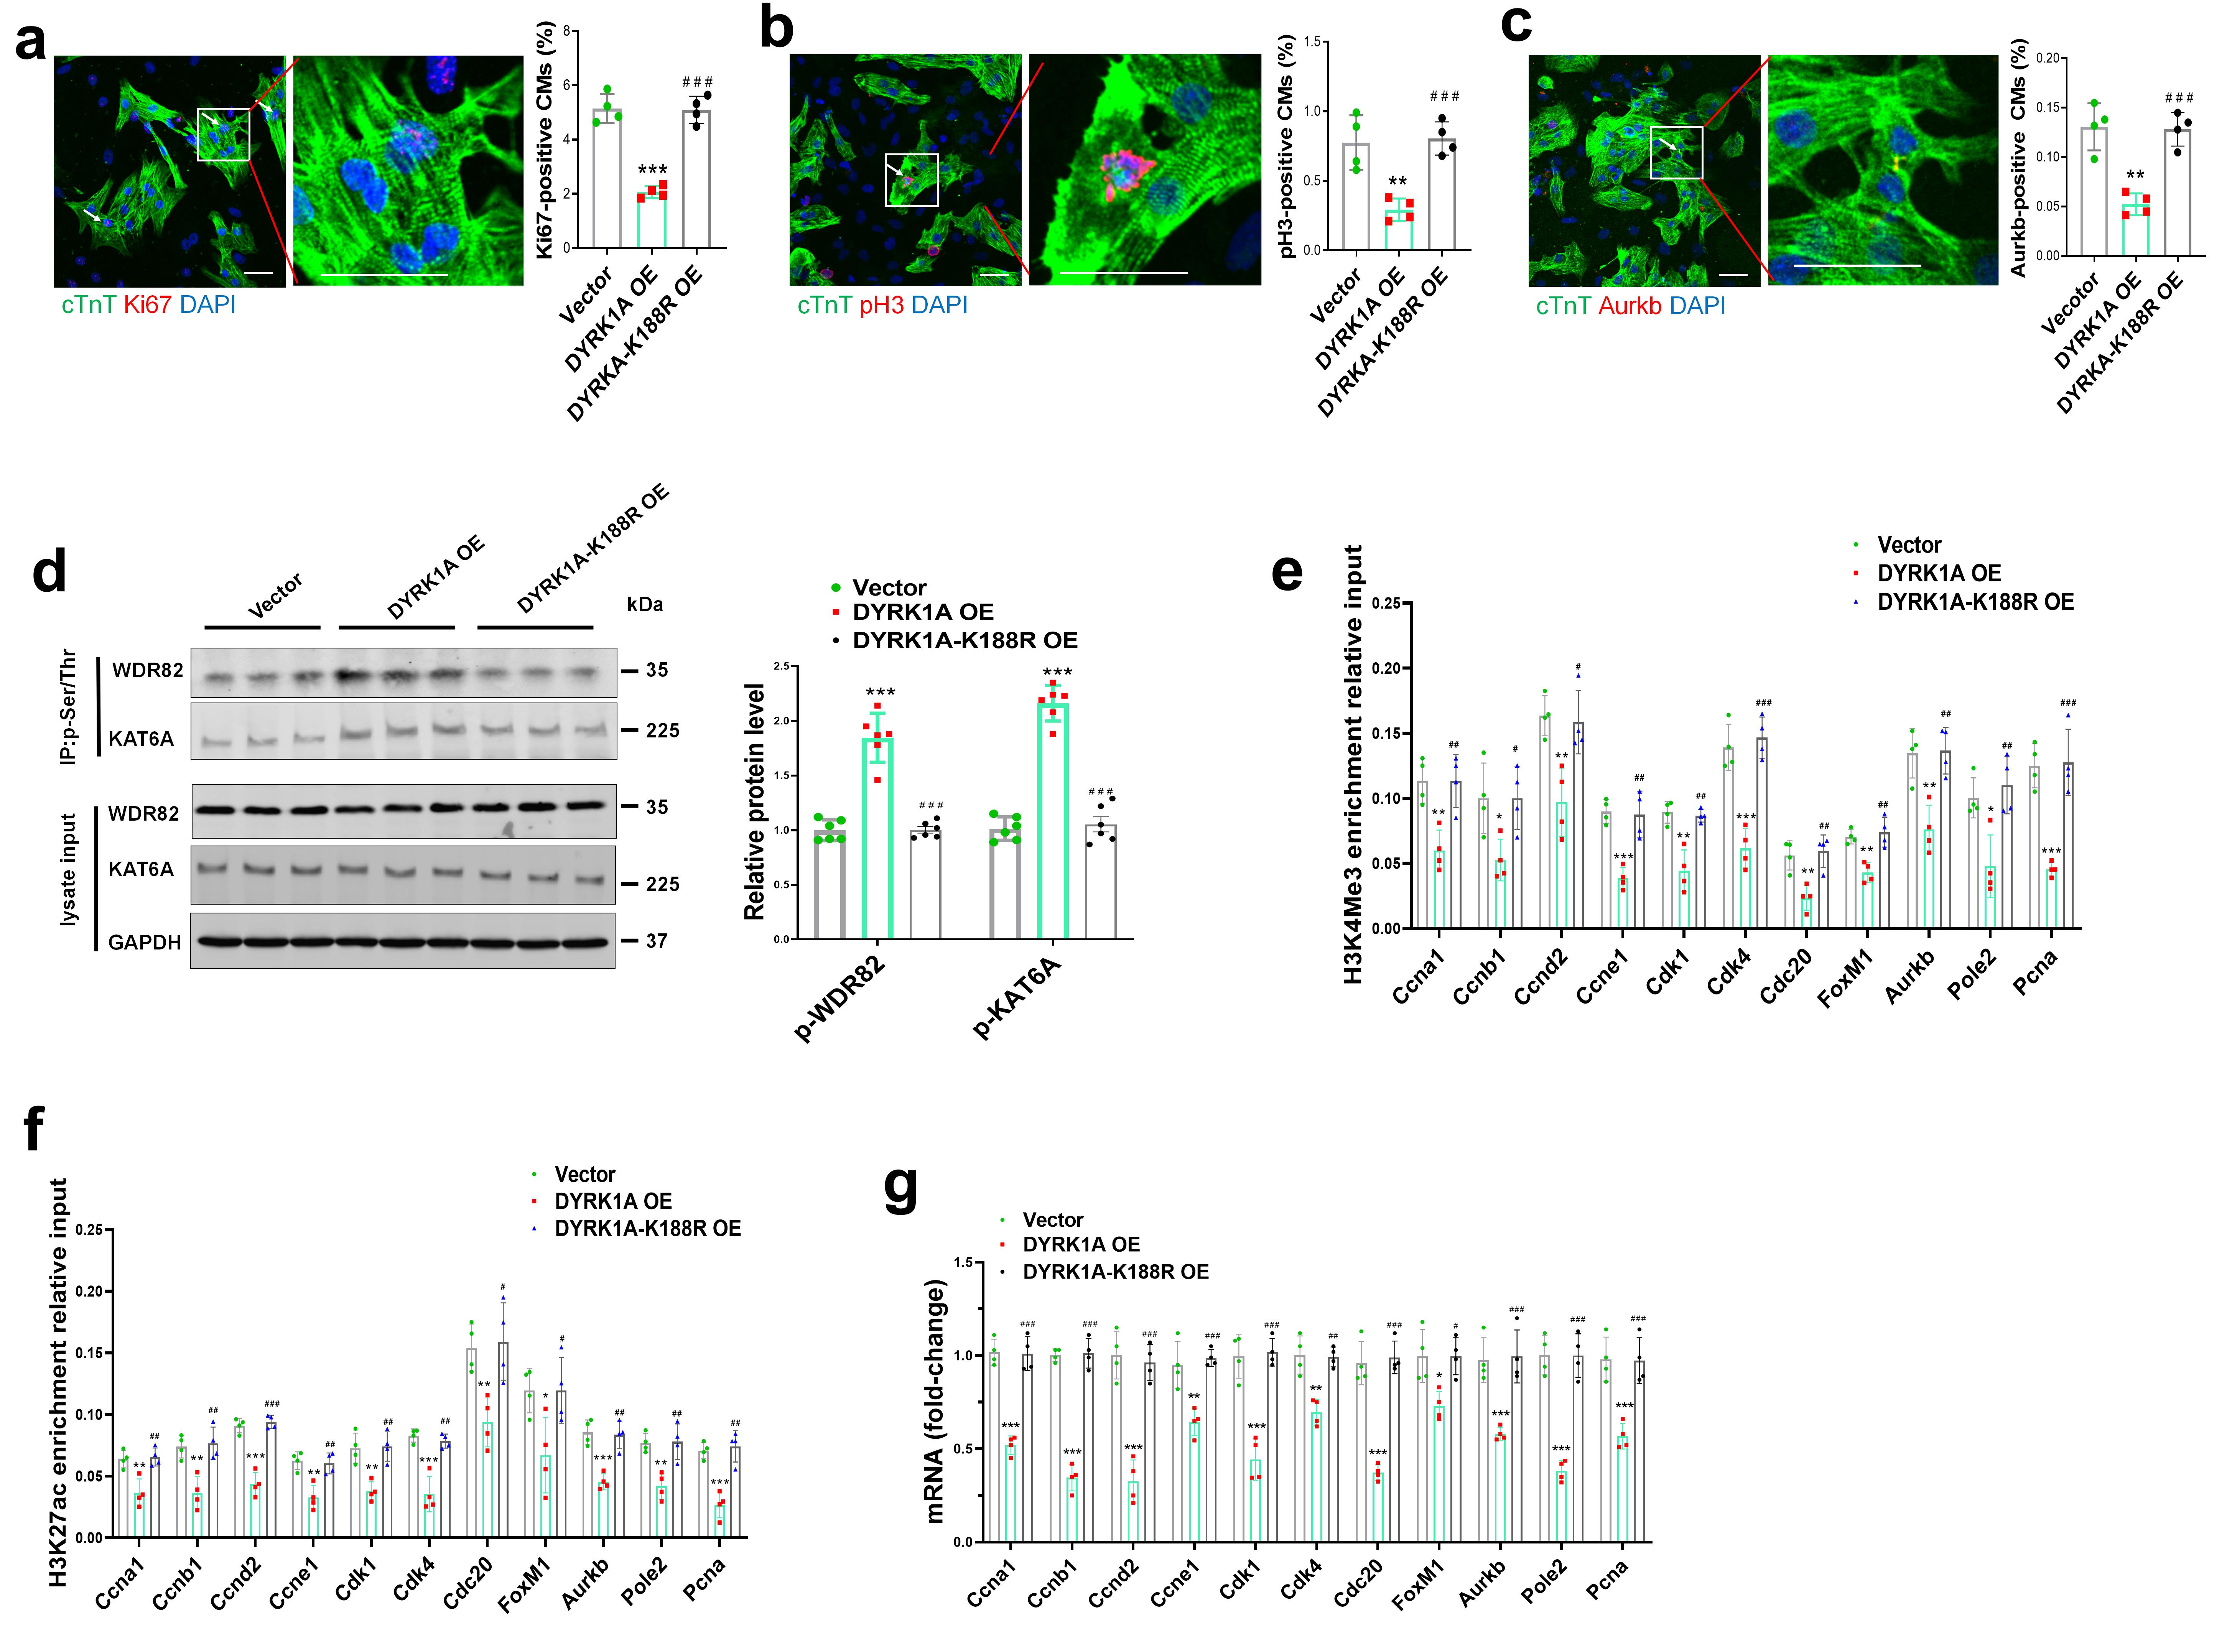

**Supplementary Figure 8. DYRK1A regulation of cardiomyocyte cell cycle activity is dependent on its kinase activity**. Neonatal cardiomyocytes in primary culture were transfected with control vector plasmid (Vector), DYRK1A overexpression (DYRK1A OE) plasmid, or a kinase-dead DYRK1A overexpression (DYRK1A-K188R OE) plasmid for 48 h. (**a-c**) Immunofluorescence staining (left) and quantification (right) of Ki67- (**a**), pH3- (**b**), and Aurkb- (**c**) positive cardiomyocytes were studied to show cardiomyocyte cell cycle activity. Ki67-, pH3-, and Aurkb-positive cardiomyocytes are indicated by arrows. Scale bar=40 μm. An enlarged view of cardiomyocytes, indicated by white squares, is also shown. CMs = cardiomyocytes (>10,000 cardiomyocytes from four independent experiments per group were analyzed). (^**^P<0.01, ^***^P<0.001) versus vector group; ^###^P<0.001 versus DYRK1A OE group. (**d**) The effect of DYRK1A overexpression on the phosphorylation of WDR82 and KAT6A was detected using Co-IP assays. Total phosphorylation (Ser and Thr) antibody was used for immunoprecipitation and WDR82 or KAT6A antibody was used for immunoblotting. (n=6 samples per group). ^***^P<0.001 versus vector group; ^###^P<0.001 versus DYRK1A OE group. (**e–f**) Effect of DYRK1A overexpression on H3K4me3 (**e**) and H3K27ac (**f**) deposition on promoters of cell cycle regulatory genes. ChIP-qPCR assays were performed (n=4 samples per group). (^*^P<0.05, ^**^P<0.01, ^***^P<0.001) versus vector group; (^#^P<0.05, ^##^P<0.01, ^###^P<0.001) versus DYRK1A OE group. (**g**) Effect of DYRK1A overexpression on the expression of cell cycle regulatory genes. qPCR assays were performed (n=4 samples per group). (^*^P<0.05, ^**^P<0.01, ^***^P<0.001) versus vector group; (^#^P<0.05, ^##^P<0.01, ^###^P<0.001) versus DYRK1A OE group. All data are expressed as mean ± SD and analyzed using one-way ANOVA followed by Tukey’s multiple-comparison test.

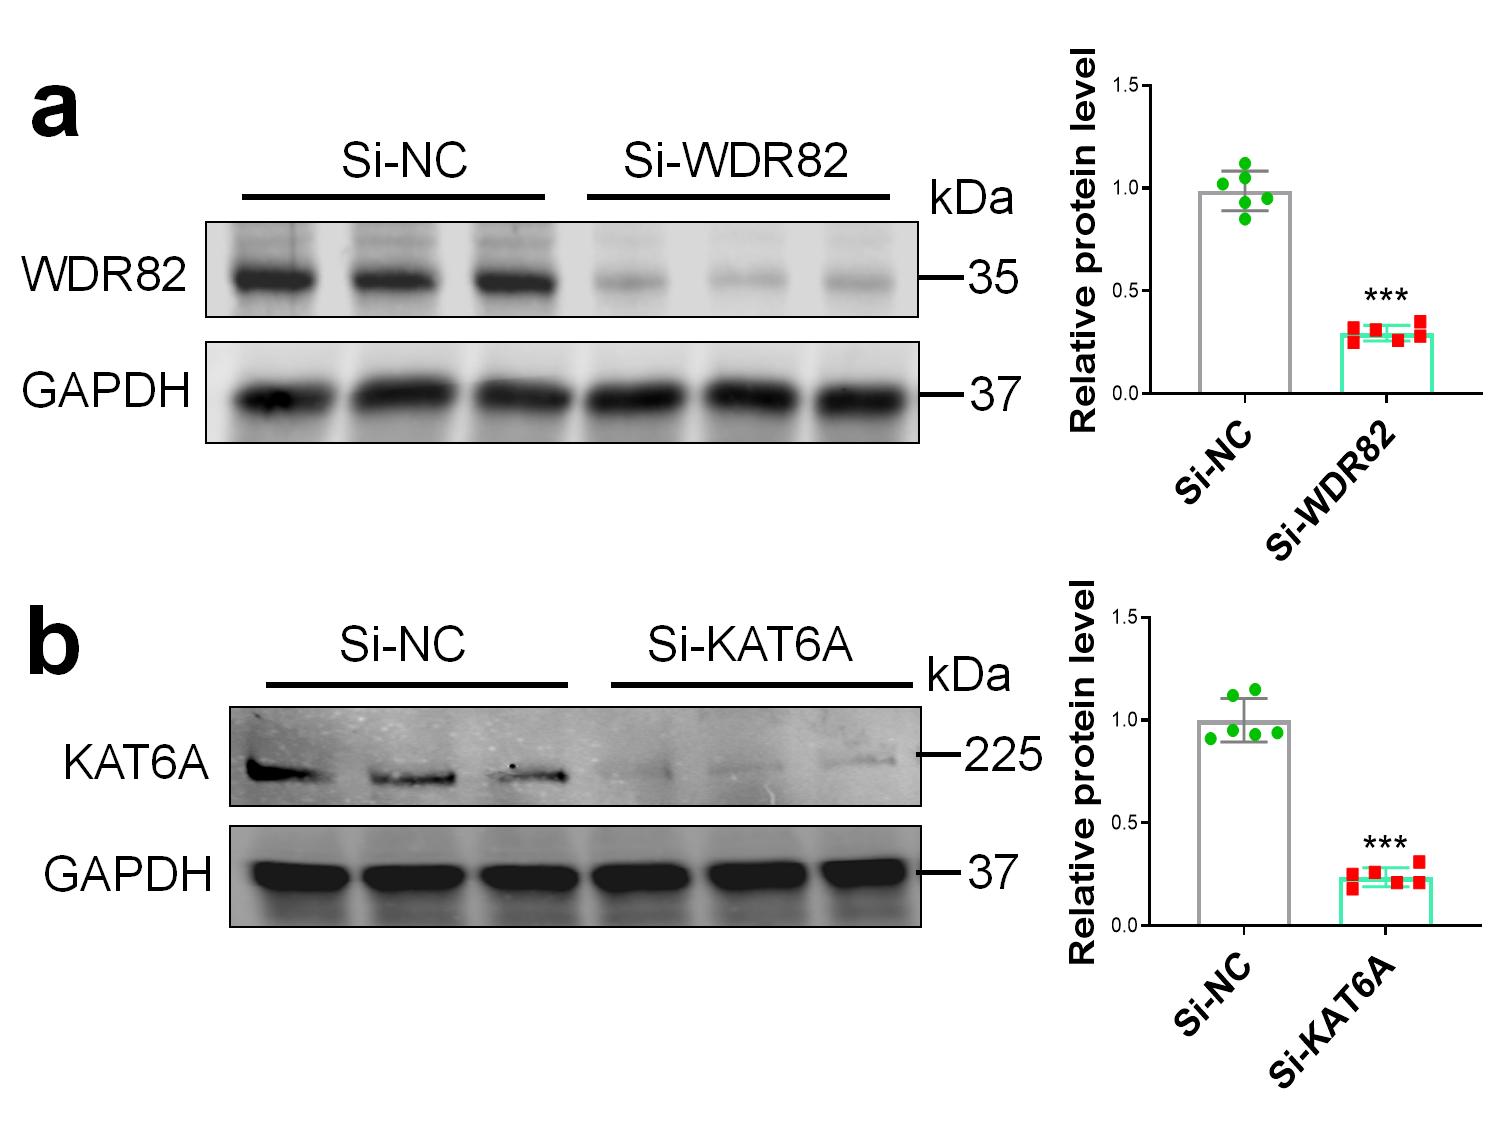

**Supplementary Figure 9. Knockdown of WDR82 and KAT6A with the corresponding siRNA in cardiomyocytes.** Neonatal cardiomyocytes in primary culture were transfected with scramble (si-NC), WDR82 siRNA (si-WDR82), or KAT6A siRNA (si-KAT6A) for 48 h. (**a**) WDR82 expression in cardiomyocytes transfected with si-NC or si-WDR82 was detected by immunoblotting (n=6 samples per group). Representative immunoblots (left) and protein level quantification (right) are shown. (**b**) KAT6A expression in cardiomyocytes transfected with si-NC or si-KAT6A was detected by immunoblotting (n=6 samples per group). Representative immunoblots (left) and protein level quantification (right) are shown. All data are expressed as mean ± SD and significant differences were analyzed using the two-tailed unpaired Student’s t test. ^***^P<0.001 versus si-NC group.

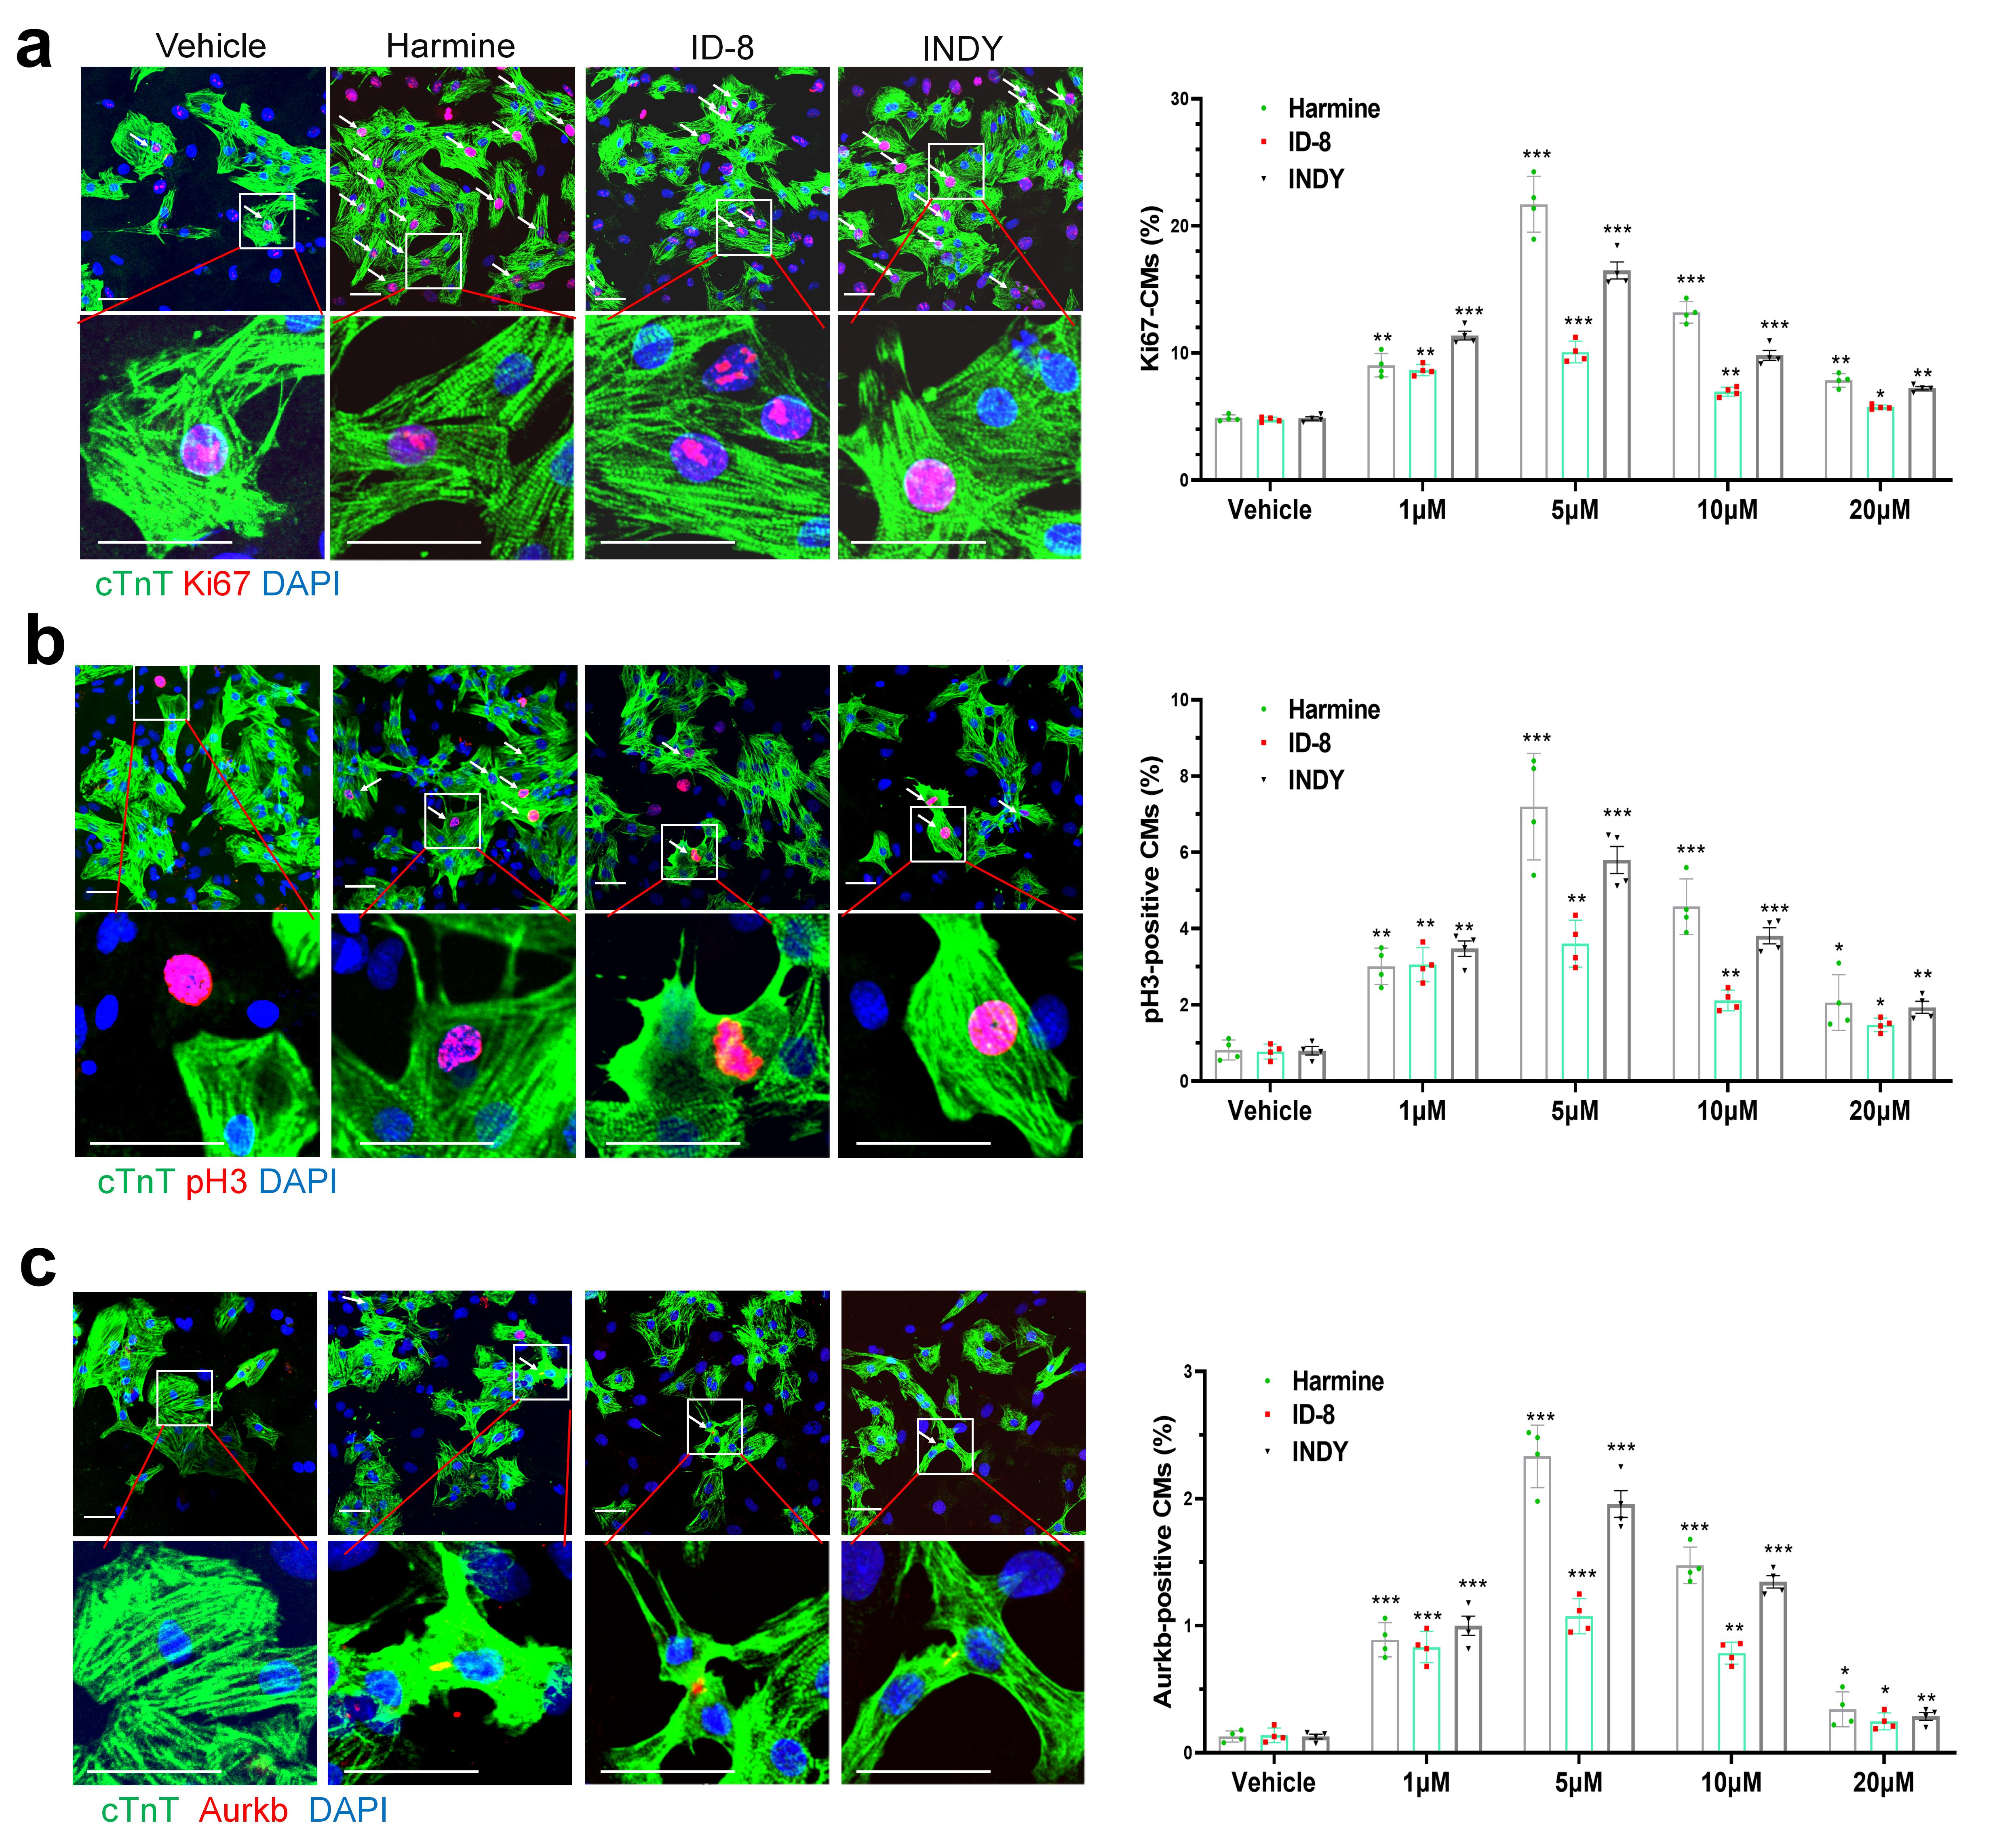

**Supplementary Figure 10. Inhibition of DYRK1A promotes cardiomyocyte cell cycle activation *in vitro*.** (**a–c**) Immunofluorescence staining (left) and quantification (right) of Ki67- (**a**), pH3- (**b**), and Aurkb- (**c**) positive cardiomyocytes were used to show cardiomyocyte cell cycle activity 24 h after treatment with control vehicle (DMSO), DYRK1A inhibitors harmine, ID-8, and INDY at the indicated concentrations. Ki67, pH3, and Aurkb-positive cardiomyocytes are indicated by arrows. Scale bar=40 μm. An enlarged view of cardiomyocytes, indicated by white squares, is also shown. CMs: cardiomyocytes (>10,000 cardiomyocytes from four independent experiments per group were analyzed). All data are expressed as mean ± SD and analyzed using one-way ANOVA followed by Tukey’s multiple-comparison test. (^*^P<0.05, ^**^P<0.01, ^***^P<0.001) versus vehicle group.

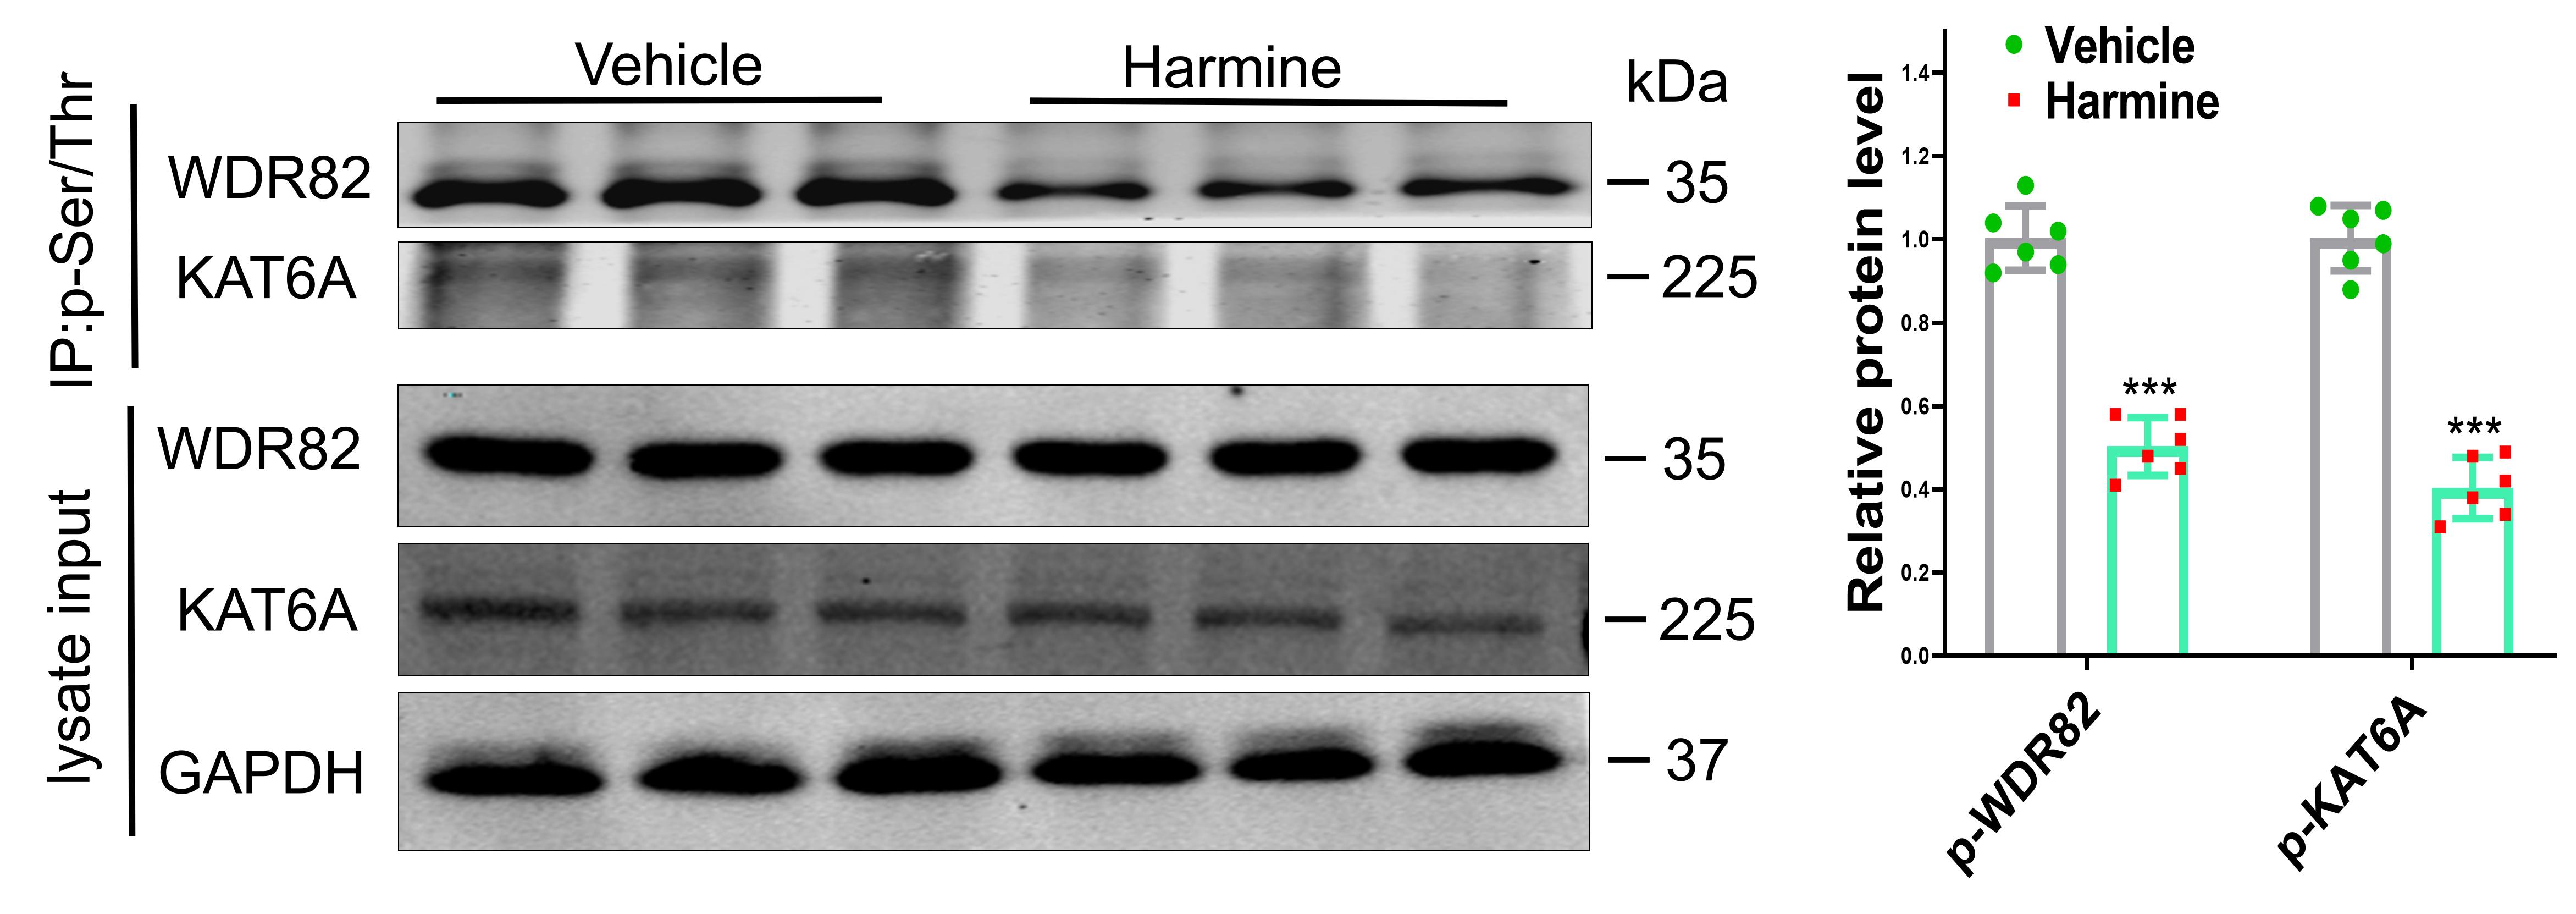

**Supplementary Figure 11. Inhibition of DYRK1A by harmine reduces WDR82 and KAT6A phosphorylation.** Co-IP assays showed the effect of harmine on the phosphorylation of WDR82 and KAT6A. Total phosphorylation (Ser and Thr) antibody was used for immunoprecipitation and WDR82 or KAT6A antibody was used for immunoblotting. Co-IP was performed 24 h after treatment with control vehicle or harmine (5 μM). (n=6 samples per group). Representative immunoblots (left) and quantification of protein levels (right) are shown. All data are expressed as mean ± SD and significant differences were analyzed using the two-tailed unpaired Student’s t test. ^***^P<0.001 versus vehicle group.

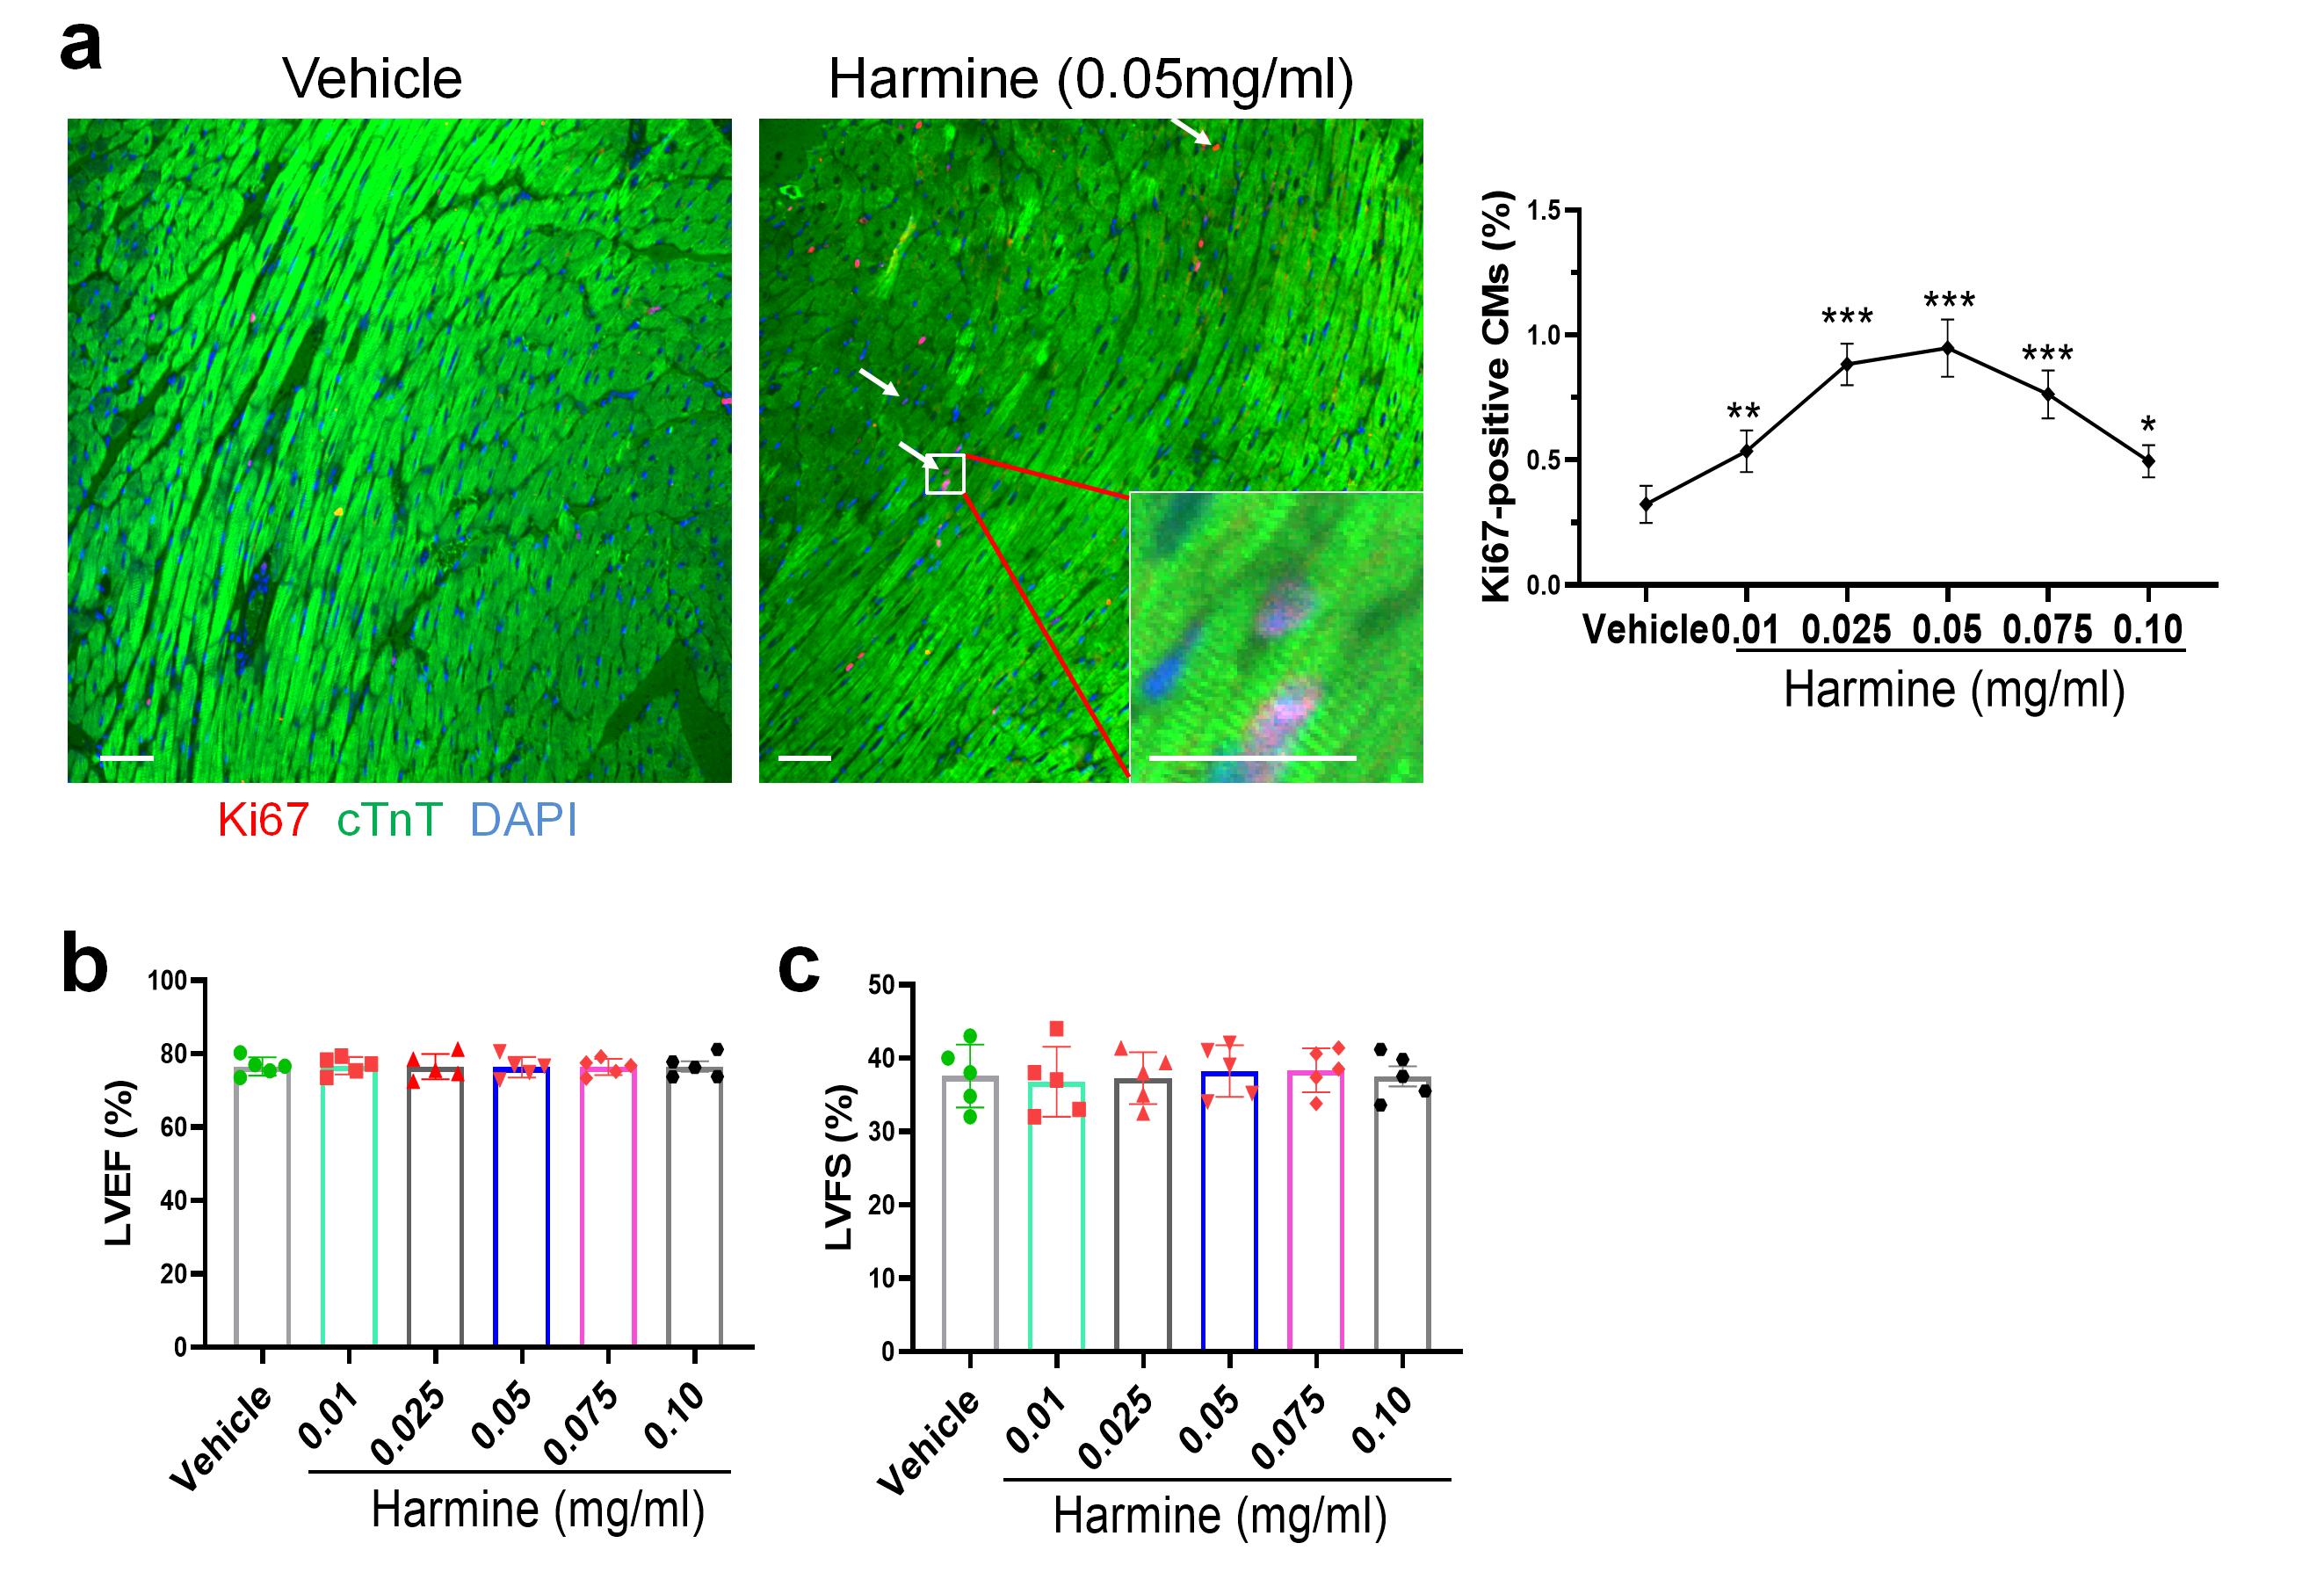

**Supplementary Figure 12. Harmine promotes cell cycle activation of cardiomyocyte in adult mice in basal state.** Harmine was added in drinking water at various concentrations (ranging from 0.01mg/ml to 0.1 mg/ml) and administered to adult mice for one week. (**a**) The effect of harmine on cardiomyocyte cell cycle activity *in vivo* was evaluated by Ki67 immunostaining. Representative images of Ki67 immunofluorescence staining (left) in hearts of control vehicle or harmine (0.05 mg/ml)-treated mice and quantifications (right) of Ki67-positive cardiomyocytes in each group are shown. Scale bar=50 μm. An enlarged view of cardiomyocytes (Scale bar=25 μm), indicated by white squares, is also shown. CMs: cardiomyocytes (>10,000 cardiomyocytes from five mice per group were analyzed). (^*^P<0.05, ^**^P<0.01, ^***^P<0.001) versus vehicle group. (**b-c**) Cardiac function were analyzed by echocardiography. Quantitative analysis of left ventricular ejection fraction (LVEF, **b**) and fraction shortening (LVFS, **c**) are shown. All data are expressed as mean ± SD and analyzed using one-way ANOVA followed by Tukey’s multiple-comparison test.

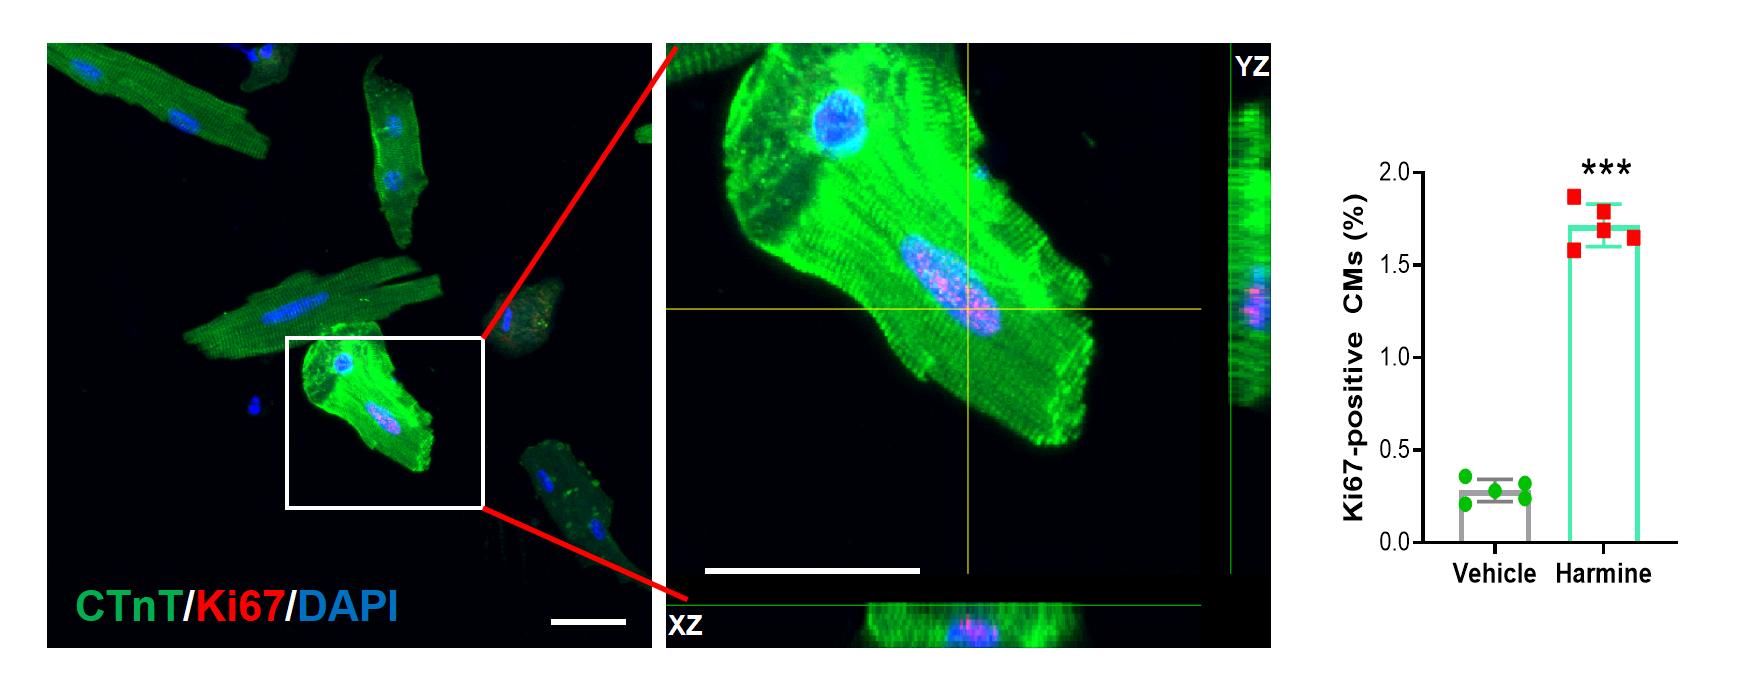

**Supplementary Figure 13. Pharmacological inhibition of DYRK1A promotes cardiomyocyte cell cycle activation following MI in adult hearts.** Mice were subjected to MI and then treated with vehicle or harmine, which was dissolved in drinking water at a concentration of 0.05 mg/ml. Hearts were harvested and dissociated at day 35 post-MI, followed by immunostaining of Ki67 to evaluate cardiomyocyte cell cycle activity. Representative images with z-stacking (left) and quantification of percentage of Ki67-positive cardiomyocytes (right) are shown. CMs: cardiomyocytes (>10,000 cardiomyocytes from five mice were analyzed in each group). Scale bar=40 µm. All data are expressed as mean ± SD and significant differences were analyzed using the two-tailed unpaired Student’s t test. ^***^P<0.001 versus vehicle group.

# Supplementary material for: Inhibition of DYRK1A, via histone modification, promotes cardiomyocyte cell cycle activation and cardiac repair after myocardial infarction
**Source:** eBioMedicine. 2022 Jul 8;82:104139. doi: 10.1016/j.ebiom.2022.104139
**Supplement:** Supplementary file 4

**Supplementary Table 2.** DYRK1A-interacting proteins detected by mass spectrometry analysis.

# Supplementary material for: Inhibition of DYRK1A, via histone modification, promotes cardiomyocyte cell cycle activation and cardiac repair after myocardial infarction
**Source:** eBioMedicine. 2022 Jul 8;82:104139. doi: 10.1016/j.ebiom.2022.104139
**Supplement:** Supplementary file 5

## DYRK1A polyclonal antibody

Catalog # : PAB19417

規格 : [ 100 ug ]

[List All](#)

### Specification

### Publication Reference

1. [Impact of Dyrk1A level on alcohol metabolism.](#)  
Renon M, Legrand B, Blanc E, Daubigney F, Bokobza C, Mortreux M, Paul J, Delabar J, Rouach H, Andreau K, Janel N. Biochimica et Biophysica Acta - Molecular Basis of Disease. 2016 May 20. [Epub ahead of print]

### Applications

Western Blot (Cell lysate)

### Application Image

Western Blot (Cell lysate)

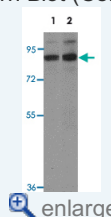

[enlarge](#)

Immunocytochemistry

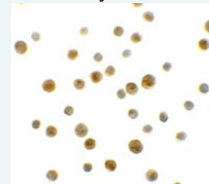

[enlarge](#)

Enzyme-linked  
Immunoabsorbent Assay

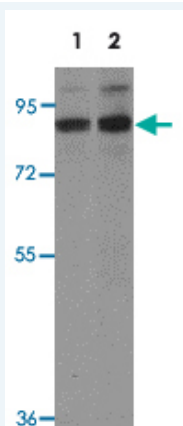

Western blot analysis of DYRK1A in HeLa cell lysate with DYRK1A polyclonal antibody (Cat # PAB19417) at 1 ug/mL (lane 1) and 2 ug/mL (lane 2).

#### Immunocytochemistry

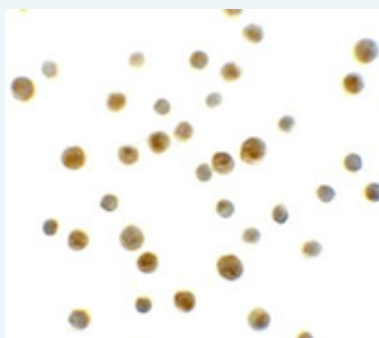

Immunocytochemical staining of HeLa cells with DYRK1A polyclonal antibody (Cat # PAB19417) at 10 ug/mL.

#### Enzyme-linked Immunoabsorbent Assay

#### Gene Information

Entrez GeneID: [1859](#)

Protein [NP\\_001387](#)

Accession#:

Gene Name: DYRK1A

Gene Alias: DYRK,DYRK1,HP86,MNB,MNBH

Gene Description: dual-specificity tyrosine-(Y)-phosphorylation regulated kinase 1A

Omim ID: [600855](#)

Gene Ontology: [Hyperlink](#)

**Gene Summary:** This gene encodes a member of the Dual-specificity tyrosine phosphorylation-regulated kinase (DYRK) family. This member contains a nuclear targeting signal sequence, a protein kinase domain, a leucine zipper motif, and a highly conservative 13-consecutive-histidine repeat. It catalyzes its autophosphorylation on serine/threonine and tyrosine residues. It may play a significant role in a signaling pathway regulating cell proliferation and may be involved in brain development. This gene is a homolog of *Drosophila* *mn*b (minibrain) gene and rat *Dyrk* gene. It is localized in the Down syndrome critical region of chromosome 21, and is considered to be a strong candidate gene for learning defects associated with Down syndrome. Alternative splicing of this gene generates several transcript variants differing from each other either in the 5' UTR or in the 3' coding region. These variants encode at least five different isoforms. [provided by RefSeq]

**Other** MNB/DYRK protein kinase,OTTHUMP00000109090,dual specificity  
**Designations:** YAK1-related kinase,minibrain homolog,mnb protein kinase homolog  
hp86,protein kinase minibrain homolog,serine/threonine kinase  
MNB,serine/threonine-specific protein kinase

---

#### **Related Disease**

[Alzheimer Disease](#) [Genetic Predisposition to Disease](#)

---

[服務條款](#) | [隱私權政策](#) | [著作及商標](#) | [網站地圖](#)

©2022 亞諾法生技股份有限公司 Abnova Corporation. 版權所有.

# Cardiac Troponin T Monoclonal Antibody (13-11)

## Product Details

## Product Specific Information

MA5-12960 targets Troponin T Cardiac Isoform in IF/ICC, IHC (P), and IM applications and shows reactivity with Avian, Canine, Chicken, Fish, Guinea Pig, Human, mouse, Porcine, Rabbit, and Rat samples.

The MA5-12960 immunogen is purified rabbit cardiac troponin T isoform (TnT4R).

## Product Images For Cardiac Troponin T Monoclonal Antibody (13-11)

### Cardiac Troponin T Antibody (MA5-12960) in ICC/IF

Immunofluorescent analysis of Troponin T Cardiac Isoform (green) in cultured primary cardiomyocytes. Primary cardiomyocytes were isolated and cultured using the Primary Cardiomyocyte Isolation Kit (Product # 88281). Cells were grown in 24-well plates (seeded at  $5 \times 10^5$  cells/well) or in 35mm glass bottom plates (at a density of  $2.5 \times 10^6$  cells/well). At day 1 and day 7, cells were fixed with 4% paraformaldehyde, permeabilized with 0.1% Triton X-100 in HBSS for 10 minutes at room temperature, and blocked with 3% BSA in PBS (Product # 37525) for 30 minutes at room temperature. Cells were probed with a Troponin T Cardiac Isoform monoclonal antibody (Product # MA5-12960) at dilution of 1:300 for 2 hours at room temperature or overnight at 4 °C, washed with HBSS, and incubated with a DyLight 488-conjugated goat anti-mouse IgG secondary antibody (Product # 35502) at dilution of 1:500 for 1 hour at room temperature. Nuclei (blue) were visualized using Hoechst 33342 (Product # 62249) and dead cells were visualized using Propidium iodide (red). Images were taken at 20X (Panels A and B) or 60X (Panel C) magnifications on a Carl Zeiss microscope (AxioVision Rel. 4.7).

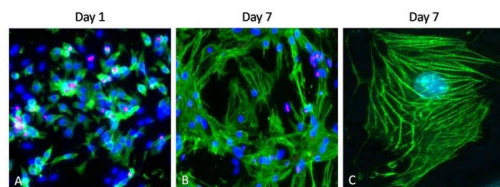

### Cardiac Troponin T Antibody (MA5-12960)

Antibody specificity was demonstrated by detection of differential basal expression of the target across tissue models owing to their inherent genetic constitution. Expression of Cardiac Troponin T was observed specifically in heart tissue and was negative for skeletal muscle and lung tissue using Anti-Cardiac Troponin T Monoclonal Antibody (Product # MA5-12960) in western blot. {RE}

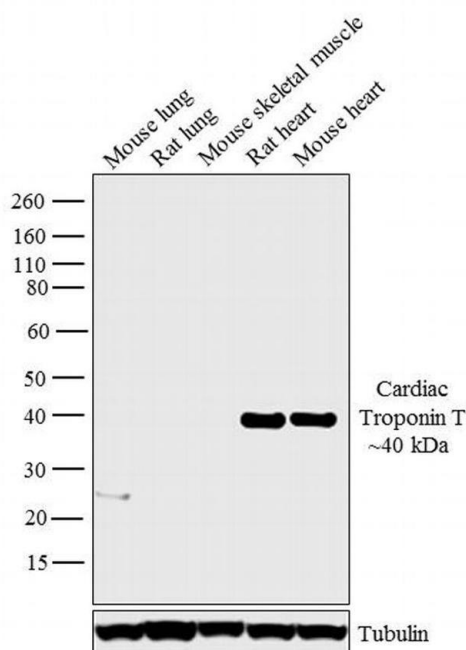

### Cardiac Troponin T Antibody (MA5-12960) in IHC (F)

Immunofluorescence analysis of Cardiac Troponin T in mouse heart tissue: Frozen sections were fixed with 4% paraformaldehyde for 20 minutes, permeabilized with 0.1% Triton™ X-100 for 15 minutes, and blocked with 10% Normal goat serum for 1 hour at room temperature. Whole heart longitudinal sections were then incubated with Cardiac Troponin T Mouse Monoclonal Antibody (Product# MA5-12960, 5µg/mL) overnight at 4°C, followed by Goat anti-Mouse IgG (H+L) Superclonal™ Secondary Antibody, Alexa Fluor® 488 conjugate (Product # A28175, 1:2000, 45 mins). Nuclei (blue) were stained using SlowFade® Gold Antifade Mountant with DAPI (Product # S36938), and cytoskeletal F-actin (red) was stained using Rhodamine Phalloidin (Product # R415, 1:300). Panel a) represents staining with the matched isotype control. Panel b) shows representative sections stained for Cardiac Troponin T (green). The images were captured at 20X magnification.

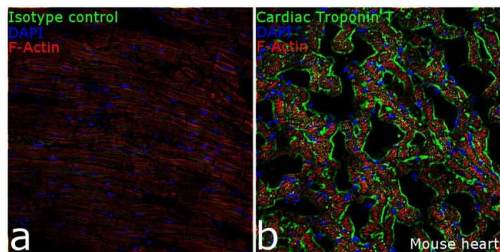

View more figures on [thermofisher.cn](http://thermofisher.cn)

Western Blot (10)

View more WB references on thermofisher.cn

Immunohistochemistry (54)

View more IHC references on thermofisher.cn

More applications with references on thermofisher.cn

- IHC (P) (4)
- IHC (PFA) (3)
- IHC (F) (4)
- ICC/IF (85)
- Flow (42)
- Misc (1)

For Research Use Only. Not for use in diagnostic procedures. Not for resale without express authorization. Products are warranted to operate or perform substantially in conformance with published Product specifications in effect at the time of sale, as set forth in the Production documentation, specifications and/or accompanying package inserts ("Documentation"). No claim of suitability for use in applications regulated by FDA is made. The warranty provided herein is valid only when used by properly trained individuals. Unless otherwise stated in the Documentation, this warranty is limited to one year from date of shipment when the Product is subjected to normal, proper and intended usage. This warranty does not extend to anyone other than the Buyer. Any model or sample furnished to Buyer is merely illustrative of the general type and quality of goods and does not represent that any Product will conform to such model or sample. NO OTHER WARRANTIES, EXPRESS OR IMPLIED, ARE GRANTED INCLUDING WITHOUT LIMITATION, IMPLIED WARRANTIES OF MERCHANTABILITY, FITNESS FOR ANY PARTICULAR PURPOSE, OR NON INFRINGEMENT. BUYER'S EXCLUSIVE REMEDY FOR NON-CONFORMING PRODUCTS DURING THE WARRANTY PERIOD IS LIMITED TO REPAIR, REPLACEMENT OF OR REFUND FOR THE NON-CONFORMING PRODUCT(S) AT SELLER'S SOLE OPTION. THERE IS NO OBLIGATION TO REPAIR, REPLACE OR REFUND FOR PRODUCTS AS THE RESULT OF (I) ACCIDENT, DISASTER OR EVENT OF FORCE MAJEURE, (II) MISUSE, FAULT OR NEGLIGENCE OF OR BY BUYER, (III) USE OF THE PRODUCTS IN A MANNER FOR WHICH THEY WERE NOT DESIGNED, OR (IV) IMPROPER STORAGE AND HANDLING OF THE PRODUCTS. Unless otherwise expressly stated on the Product or in the documentation accompanying the Product, the Product is intended for research only and is not to be used for any other purpose, including without limitation, unauthorized commercial uses, in vitro diagnostic uses, ex vivo or in vivo therapeutic uses, or any type of consumption by or application to human or animals.

# Ki-67 Polyclonal Antibody

## Product Details

## Product Specific Information

Heat-mediated antigen retrieval is recommended prior to tissue staining.

Recommended positive controls:

ICC/IF - Wildtype HAP1 cells, SK-N-SH cells, HeLa cells, MEF1 cells

IHC (P) - Mouse and human spleen tissue, human skin carcinoma tissue, human colon tissue, mouse tumor tissue, human skin tissue

Product Images For Ki-67 Polyclonal Antibody

Ki-67 Antibody (PA5-19462) in ICC/IF

Immunofluorescence analysis of Ki67 was performed using 70% confluent log phase HeLa cells serum starved for 36 Hrs followed by serum release for 6 Hrs. The cells were fixed with 4% Paraformaldehyde for 10 minutes, permeabilized with 0.1% Triton™ X-100 for 10 minutes, and blocked with 2% BSA for 10 minutes at room temperature. The cells were labeled with Ki-67 Polyclonal Antibody (Product # PA5-19462) at 1 µg/mL in 0.1% BSA, incubated at 4 degree celsius overnight and then labeled with Goat anti-Rabbit IgG (H+L) Superclonal™ Secondary Antibody, Alexa Fluor® 488 conjugate (Product # A27034, 1:2000 dilution) for 45 minutes at room temperature (Panel a: Green). Nuclei (Panel b: Blue) were stained with SlowFade® Gold Antifade Mountant with DAPI (Product # S36938). F-actin (Panel c: Red) was stained with Rhodamine Phalloidin (Product # R415, 1:300). Panel d represents the merged image showing nuclear localization. Panel e represents serum starved cells with reduced signal. Panel f represents control cells with no primary antibody to assess background. The images were captured at 60X magnification.

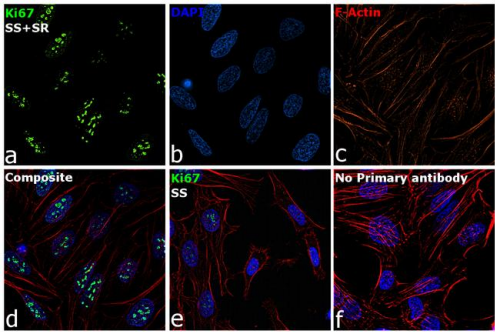

Ki-67 Antibody (PA5-19462)

Altered expression of target protein upon cell treatment demonstrates antibody specificity. Immunofluorescence analysis using Anti-Ki-67 Polyclonal Antibody (Product # PA5-19462) shows increased expression of proteins upon serum starvation followed by serum release in HeLa cells. {TM}

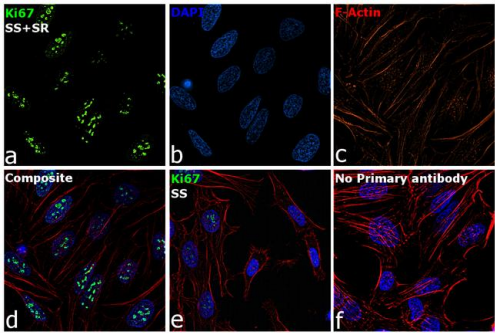

[View more figures on thermofisher.cn](https://thermofisher.cn)

Immunohistochemistry (36)

[View more IHC references on thermofisher.cn](#)

Immunohistochemistry (Paraffin) (4)

[View more IHC \(P\) references on thermofisher.cn](#)

More applications with references on thermofisher.cn

- IHC (F) (3)
- ICC/IF (6)
- Misc (4)

For Research Use Only. Not for use in diagnostic procedures. Not for resale without express authorization. Products are warranted to operate or perform substantially in conformance with published Product specifications in effect at the time of sale, as set forth in the Production documentation, specifications and/or accompanying package inserts ("Documentation"). No claim of suitability for use in applications regulated by FDA is made. The warranty provided herein is valid only when used by properly trained individuals. Unless otherwise stated in the Documentation, this warranty is limited to one year from date of shipment when the Product is subjected to normal, proper and intended usage. This warranty does not extend to anyone other than the Buyer. Any model or sample furnished to Buyer is merely illustrative of the general type and quality of goods and does not represent that any Product will conform to such model or sample. NO OTHER WARRANTIES, EXPRESS OR IMPLIED, ARE GRANTED INCLUDING WITHOUT LIMITATION, IMPLIED WARRANTIES OF MERCHANTABILITY, FITNESS FOR ANY PARTICULAR PURPOSE, OR NON INFRINGEMENT. BUYER'S EXCLUSIVE REMEDY FOR NON-CONFORMING PRODUCTS DURING THE WARRANTY PERIOD IS LIMITED TO REPAIR, REPLACEMENT OF OR REFUND FOR THE NON-CONFORMING PRODUCT(S) AT SELLER'S SOLE OPTION. THERE IS NO OBLIGATION TO REPAIR, REPLACE OR REFUND FOR PRODUCTS AS THE RESULT OF (I) ACCIDENT, DISASTER OR EVENT OF FORCE MAJEURE, (II) MISUSE, FAULT OR NEGLIGENCE OF OR BY BUYER, (III) USE OF THE PRODUCTS IN A MANNER FOR WHICH THEY WERE NOT DESIGNED, OR (IV) IMPROPER STORAGE AND HANDLING OF THE PRODUCTS. Unless otherwise expressly stated on the Product or in the documentation accompanying the Product, the Product is intended for research only and is not to be used for any other purpose, including without limitation, unauthorized commercial uses, in vitro diagnostic uses, ex vivo or in vivo therapeutic uses, or any type of consumption by or application to human or animals.

# Phospho-Histone H3 (Ser10) Polyclonal Antibody

## Product Details

## Product Specific Information

Phospho-Histone H3 (Ser10) Antibody detects endogenous levels of histone H3 only when phosphorylated at Ser10; however, this antibody does not detect phosphorylated Ser10 when Lys9 is acetylated or methylated. This antibody does not cross-react with histone H3 phosphorylated at Ser28.

This antibody is not cross-reactive with other phosphorylated histones or with acetylated histones.

## Product Images For Phospho-Histone H3 (Ser10) Polyclonal Antibody

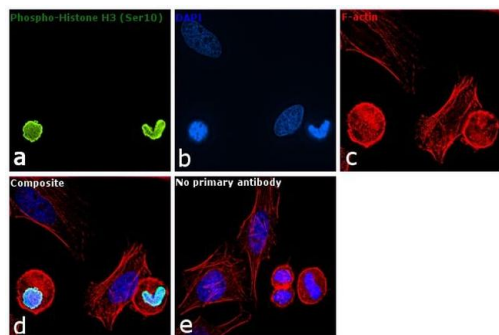

### Phospho-Histone H3 (Ser10) Antibody (PA5-17869)

Detection of differential subcellular localization of the target protein demonstrates antibody specificity. Immunofluorescence analysis of Phospho-Histone H3(Ser10) using anti-Phospho-Histone H3(Ser10) Polyclonal antibody (Product # PA5-17869 ) shows localization of Phospho-Histone H3 (Ser 10) predominantly in nucleus of dividing HeLa cells. {RE}

### Phospho-Histone H3 (Ser10) Antibody (PA5-17869) in ICC/IF

Immunofluorescence analysis of Phospho-Histone H3 (ser 10) was performed using 70% confluent log phase HeLa cells. The cells were fixed with 4% paraformaldehyde for 10 minutes, permeabilized with 0.1% Triton™ X-100 for 15 minutes, and blocked with 1% BSA for 1 hour at room temperature. The cells were labeled with Phospho-Histone H3 (Ser10) Rabbit Polyclonal antibody (Product # PA5-17869) at 1:100 dilution in 0.1% BSA, incubated at 4 degree Celsius overnight and then labeled with Goat anti-Rabbit IgG (H+L) Superclonal™ Secondary Antibody, Alexa Fluor® 488 conjugate (Product # A27034) at a dilution of 1:2000 for 45 minutes at room temperature (Panel a: green). Nuclei (Panel b: blue) were stained with SlowFade® Gold Antifade Mountant with DAPI (Product # S36938). F-actin (Panel c: red) was stained with Rhodamine Phalloidin (Product # R415, 1:300). Panel d represents the merged image showing nuclear localization in dividing cells. Panel e represents control cells with no primary antibody to assess background. The images were captured at 60X magnification.

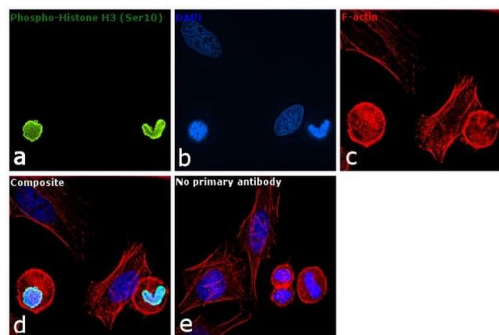

### Phospho-Histone H3 (Ser10) Antibody (PA5-17869) in ICC/IF

Immunofluorescent analysis of Phospho-Histone H3 pSer10 (green) in HeLa cells. Formalin fixed cells were permeabilized with 0.1% Triton X-100 in TBS for 10 minutes at room temperature and blocked with 1% Blocker BSA (Product # 37525) for 15 minutes at room temperature. Cells were probed without (left panel) or with (right panel) a Phospho-Histone H3 polyclonal antibody (Product # PA5-17869) at a dilution of 1:100 for at least 1 hour at room temperature, washed with PBS, and incubated with DyLight 488 goat anti-rabbit IgG secondary antibody (Product # 35552) at a dilution of 1:400 for 30 minutes at room temperature. F-Actin (red) was stained with DyLight 554 Phalloidin (Product # 21834) and nuclei (blue) were stained with Hoechst 33342 dye (Product # 62249). Images were taken on a Thermo Scientific ArrayScan or a ToxInsight Instrument at 20X magnification.

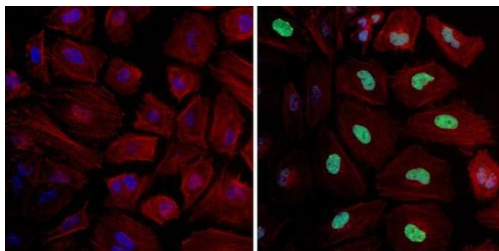

View more figures on [thermofisher.cn](http://thermofisher.cn)

Western Blot (7)

[View more WB references on thermofisher.cn](#)

Immunohistochemistry (6)

[View more IHC references on thermofisher.cn](#)

More applications with references on thermofisher.cn

- IHC (PFA) (1)
- ICC/IF (4)

For Research Use Only. Not for use in diagnostic procedures. Not for resale without express authorization. Products are warranted to operate or perform substantially in conformance with published Product specifications in effect at the time of sale, as set forth in the Production documentation, specifications and/or accompanying package inserts ("Documentation"). No claim of suitability for use in applications regulated by FDA is made. The warranty provided herein is valid only when used by properly trained individuals. Unless otherwise stated in the Documentation, this warranty is limited to one year from date of shipment when the Product is subjected to normal, proper and intended usage. This warranty does not extend to anyone other than the Buyer. Any model or sample furnished to Buyer is merely illustrative of the general type and quality of goods and does not represent that any Product will conform to such model or sample. NO OTHER WARRANTIES, EXPRESS OR IMPLIED, ARE GRANTED INCLUDING WITHOUT LIMITATION, IMPLIED WARRANTIES OF MERCHANTABILITY, FITNESS FOR ANY PARTICULAR PURPOSE, OR NON INFRINGEMENT. BUYER'S EXCLUSIVE REMEDY FOR NON-CONFORMING PRODUCTS DURING THE WARRANTY PERIOD IS LIMITED TO REPAIR, REPLACEMENT OF OR REFUND FOR THE NON-CONFORMING PRODUCT(S) AT SELLER'S SOLE OPTION. THERE IS NO OBLIGATION TO REPAIR, REPLACE OR REFUND FOR PRODUCTS AS THE RESULT OF (I) ACCIDENT, DISASTER OR EVENT OF FORCE MAJEURE, (II) MISUSE, FAULT OR NEGLIGENCE OF OR BY BUYER, (III) USE OF THE PRODUCTS IN A MANNER FOR WHICH THEY WERE NOT DESIGNED, OR (IV) IMPROPER STORAGE AND HANDLING OF THE PRODUCTS. Unless otherwise expressly stated on the Product or in the documentation accompanying the Product, the Product is intended for research only and is not to be used for any other purpose, including without limitation, unauthorized commercial uses, in vitro diagnostic uses, ex vivo or in vivo therapeutic uses, or any type of consumption by or application to human or animals.

WDR82 Polyclonal Antibody

Product Specific Information

Sequence of this protein is as follows: YDLRSFDKGP FATFKMQYDR TCEWTGLKFS NDGKLILIST NGSFIRLIDA FKGVVMHTFG GYANSKAVTL EASFTPDSQF IMIGSEDGKI HVWNGESGIK VAVLDGKHTG PITCLQFNPK FMTFASACSN MAFWLPTIDD

Product Images For WDR82 Polyclonal Antibody

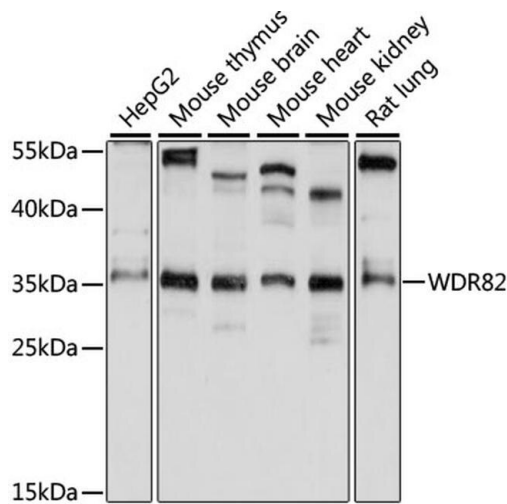

WDR82 Antibody (PA5-110580) in WB

Western blot analysis of WDR82 in HepG2, mouse thymus, mouse brain, mouse heart, mouse kidney, rat lung. Samples were incubated in polyclonal WDR82 antibody (Product # PA5-110580) using a dilution of 1:1000, followed by HRP Goat Anti-Rabbit IgG (H+L) at a dilution of 1:10000.

For Research Use Only. Not for use in diagnostic procedures. Not for resale without express authorization. Products are warranted to operate or perform substantially in conformance with published Product specifications in effect at the time of sale, as set forth in the Production documentation, specifications and/or accompanying package inserts ("Documentation"). No claim of suitability for use in applications regulated by FDA is made. The warranty provided herein is valid only when used by properly trained individuals. Unless otherwise stated in the Documentation, this warranty is limited to one year from date of shipment when the Product is subjected to normal, proper and intended usage. This warranty does not extend to anyone other than the Buyer. Any model or sample furnished to Buyer is merely illustrative of the general type and quality of goods and does not represent that any Product will conform to such model or sample. NO OTHER WARRANTIES, EXPRESS OR IMPLIED, ARE GRANTED INCLUDING WITHOUT LIMITATION, IMPLIED WARRANTIES OF MERCHANTABILITY, FITNESS FOR ANY PARTICULAR PURPOSE, OR NON INFRINGEMENT. BUYER'S EXCLUSIVE REMEDY FOR NON-CONFORMING PRODUCTS DURING THE WARRANTY PERIOD IS LIMITED TO REPAIR, REPLACEMENT OF OR REFUND FOR THE NON-CONFORMING PRODUCT(S) AT SELLER'S SOLE OPTION. THERE IS NO OBLIGATION TO REPAIR, REPLACE OR REFUND FOR PRODUCTS AS THE RESULT OF (I) ACCIDENT, DISASTER OR EVENT OF FORCE MAJEURE, (II) MISUSE, FAULT OR NEGLIGENCE OF OR BY BUYER, (III) USE OF THE PRODUCTS IN A MANNER FOR WHICH THEY WERE NOT DESIGNED, OR (IV) IMPROPER STORAGE AND HANDLING OF THE PRODUCTS. Unless otherwise expressly stated on the Product or in the documentation accompanying the Product, the Product is intended for research only and is not to be used for any other purpose, including without limitation, unauthorized commercial uses, in vitro diagnostic uses, ex vivo or in vivo therapeutic uses, or any type of consumption by or application to human or animals.

**bs-0573R****[Primary Antibody]**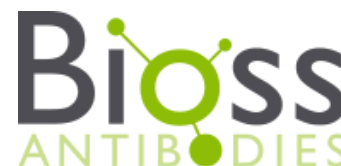

www.bioss.com.cn  
 400-901-9800

## Rabbit Anti-Cyclin E1 Polyclonal Antibody

### — DATASHEET —

**Host:** Rabbit

**Target Protein:** Cyclin E1

**IR:** Immunogen Range:375-411/411

**Clonality:** Polyclonal

**Isotype:** IgG

**Entrez Gene:** [25729](#)

**Swiss Prot:** [P39949](#)

**Source:** KLH conjugated synthetic peptide derived from rat Cyclin E:375-411/411

**Purification:** affinity purified by Protein A

**Storage:** 0.01M TBS(pH7.4) with 1% BSA, 0.03% Proclin300 and 50% Glycerol. Shipped at 4°C. Store at -20 °C for one year. Avoid repeated freeze/thaw cycles.

**Background:** The protein encoded by this gene belongs to the highly conserved cyclin family, whose members are characterized by a dramatic periodicity in protein abundance through the cell cycle. Cyclins function as regulators of CDK kinases. Different cyclins exhibit distinct expression and degradation patterns which contribute to the temporal coordination of each mitotic event. This cyclin forms a complex with and functions as a regulatory subunit of CDK2, whose activity is required for cell cycle G1/S transition. This protein accumulates at the G1-S phase boundary and is degraded as cells progress through S phase. Overexpression of this gene has been observed in many tumors, which results in chromosome instability, and thus may contribute to tumorigenesis. This protein was found to associate with, and be involved in, the phosphorylation of NPAT protein (nuclear protein mapped to the ATM locus), which participates in cell-cycle regulated histone gene expression and plays a critical role in promoting cell-cycle progression in the absence of pRB. Two alternatively spliced transcript variants of this gene, which encode distinct isoforms, have been described. Two additional splice variants were reported but detailed nucleotide sequence information is not yet available. Transcript Variant: This variant (1) contains a different 5' end region, which includes an upstream in-frame translation start codon, when compared to variant 2. The encoded protein has a 15 aa longer N-terminus, as compared to isoform 2.

**Size:** 50ul

**Concentration:** 1mg/ml

**Applications:** WB(1:500-2000)  
 ELISA(1:5000-10000)  
 IHC-P(1:100-500)  
 IHC-F(1:100-500)  
 Flow-Cyt(1µg/Test)  
 IF(1:100-500)

**Cross Reactive** Human  
**Species:** Mouse  
 Rat

For research use only. Not intended for diagnostic or therapeutic use.

### — VALIDATION IMAGES —

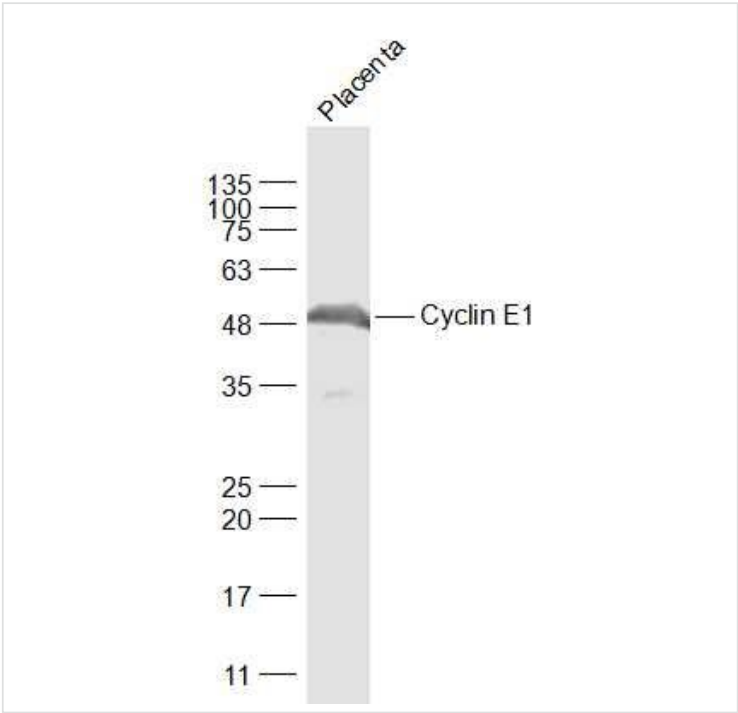

Sample:  
Placenta (Mouse) Lysate at 40 ug  
Primary: Anti-Cyclin E1 (bs-0573R) at 1/1000 dilution  
Secondary: IRDye800CW Goat Anti-Rabbit IgG at 1/20000 dilution  
Predicted band size: 45 kD  
Observed band size: 48 kD

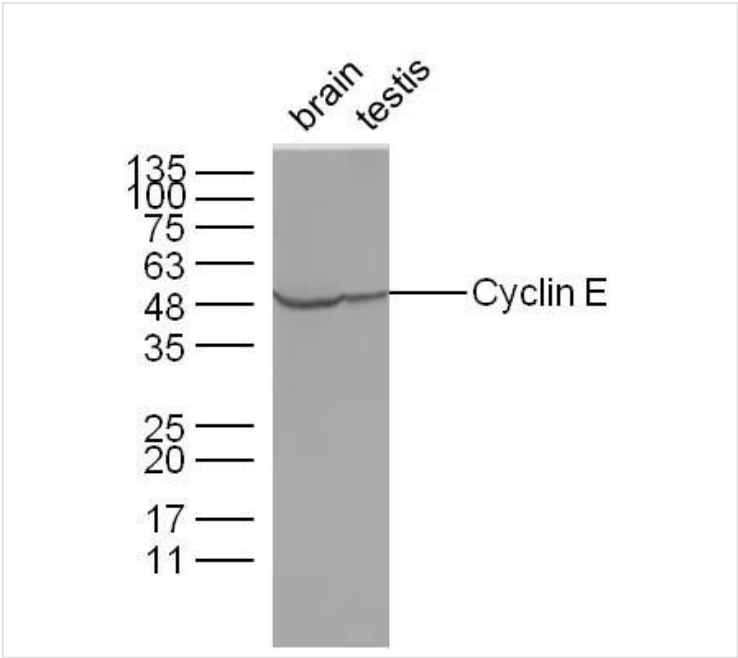

Sample:  
Brain(Mouse) Lysate at 40 ug  
Testis(Mouse) Lysate at 40 ug  
Primary: Anti-Cyclin E (bs-0573R) at 1/300 dilution  
Secondary: IRDye800CW Goat Anti-Rabbit IgG at 1/10000 dilution  
Predicted band size: 45 kD  
Observed band size: 48 kD

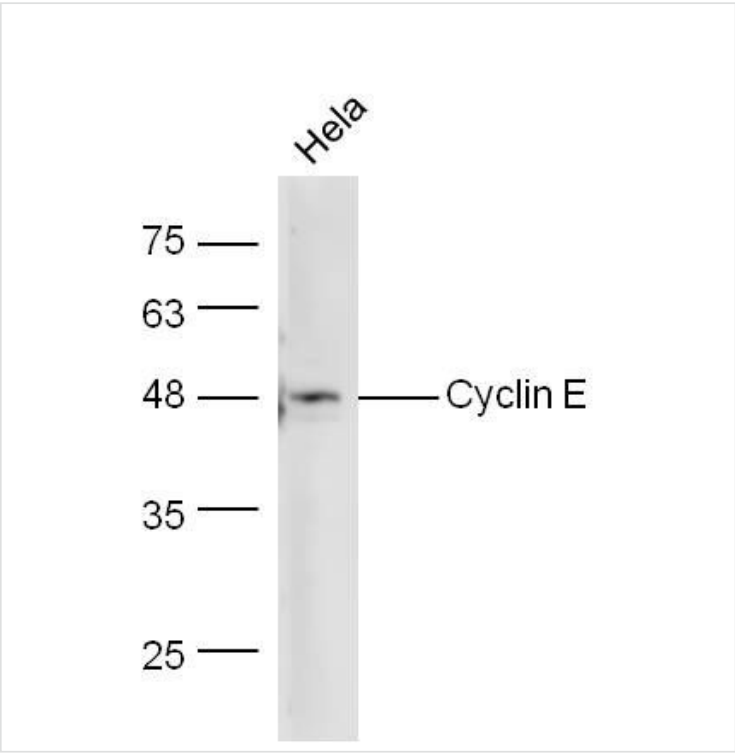

Sample: HeLa Lysate at 40 ug  
Primary: Anti-Cyclin E (bs-0573R) at 1/300 dilution  
Secondary: IRDye800CW Goat Anti-Rabbit IgG at 1/10000 dilution  
Predicted band size: 45 kD  
Observed band size: 48 kD

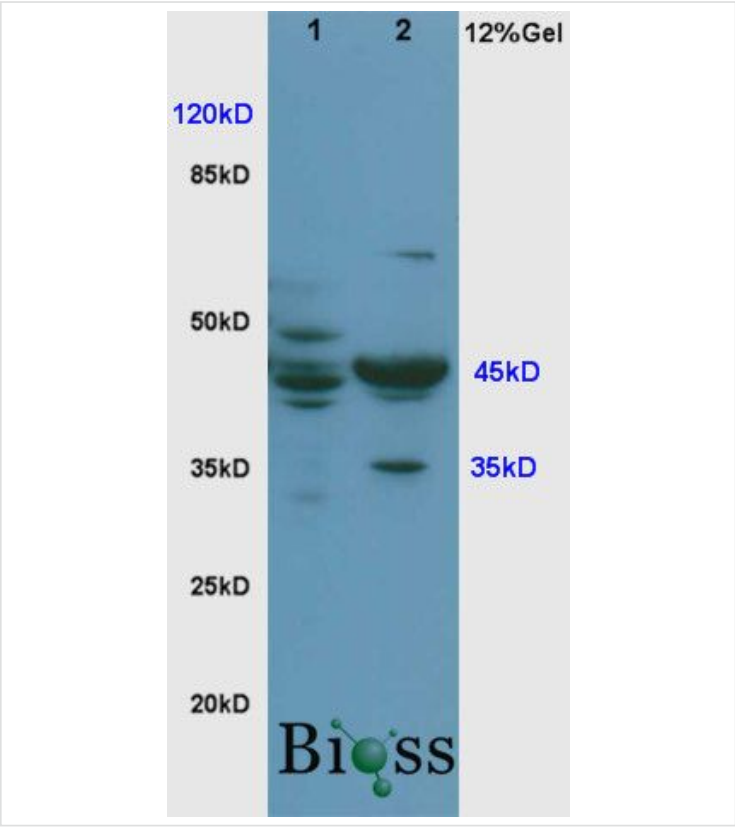

Sample:  
Brain(Rat) lysate at 30ug;  
Lung(Rat) lysate at 30ug;  
Primary: Anti-Cyclin E (bs-0573R) at 1:200;  
Secondary: HRP conjugated Goat-Anti-Rabbit IgG(bse-0295G) at 1: 3000;  
Predicted band size : 45kD  
Observed band size : 45kD

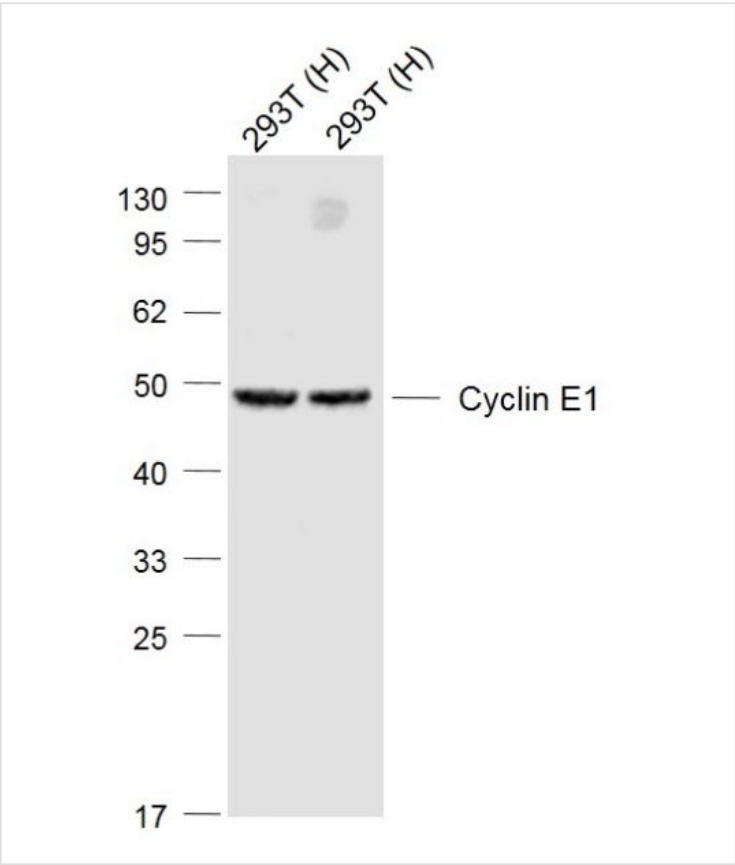

Sample:  
Lane 1: 293T (Human) Cell Lysate at 30 ug  
Lane 2: 293T (Human) Cell Lysate at 30 ug  
Primary: Anti-Cyclin E1 (bs-0573R) at 1/1000 dilution  
Secondary: IRDye800CW Goat Anti-Rabbit IgG at 1/20000 dilution  
Predicted band size: 50 kD  
Observed band size: 49 kD

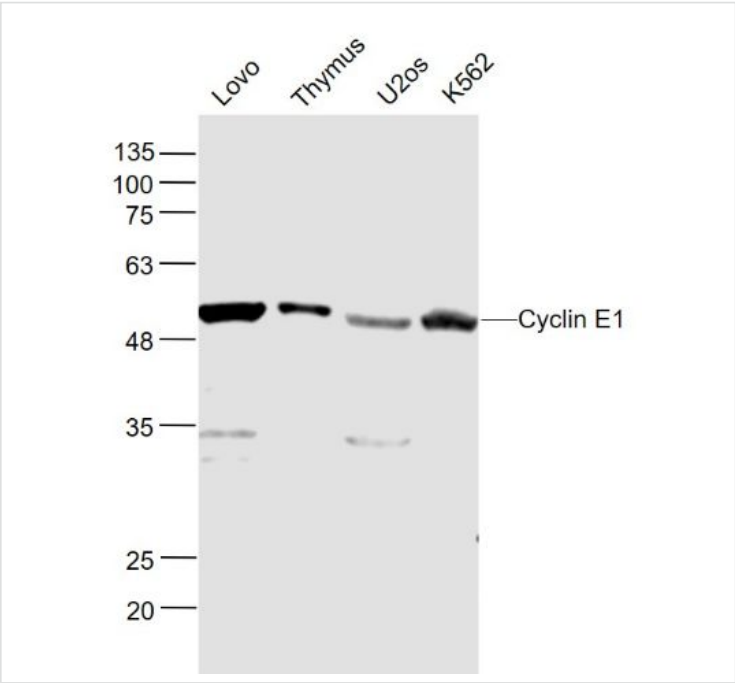

Sample:  
Lovo (Human) Cell Lysate at 30 ug  
Thymus (Mouse) Lysate at 40 ug  
U2os (Human) Cell Lysate at 30 ug  
K562 (Human) Cell Lysate at 30 ug  
Primary: Anti- Cyclin E1 (bs-0573R) at 1/1000 dilution  
Secondary: IRDye800CW Goat Anti-Rabbit IgG at 1/20000 dilution  
Predicted band size: 45 kD  
Observed band size: 50 kD

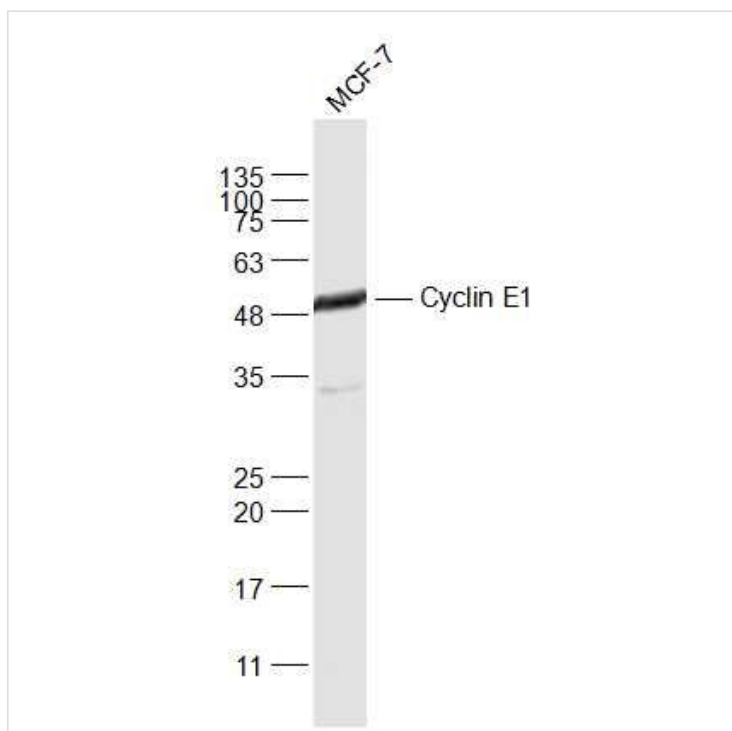

## Sample:

MCF-7(Human) Cell Lysate at 30 ug

Primary: Anti-Cyclin E1 (bs-0573R) at 1/1000 dilution

Secondary: IRDye800CW Goat Anti-Rabbit IgG at

1/20000 dilution

Predicted band size: 45 kD

Observed band size: 48 kD

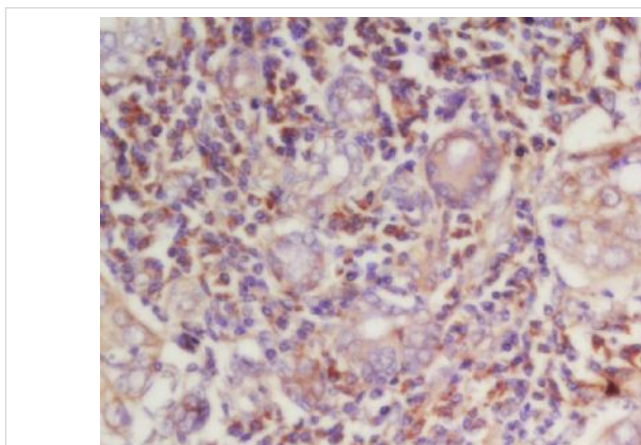

Tissue/cell: human laryngocarcinoma; 4%

Paraformaldehyde-fixed and paraffin-embedded;

Antigen retrieval: citrate buffer ( 0.01M, pH 6.0 ), Boiling bathing for 15min; Block endogenous peroxidase by 3%

Hydrogen peroxide for 30min; Blocking buffer (normal goat serum,C-0005) at 37°C for 20 min;

Incubation: Anti-Cyclin-E Polyclonal Antibody,

Unconjugated(bs-0573R) 1:200, overnight at 4°C,

followed by conjugation to the secondary antibody(SP-0023) and DAB(C-0010) staining

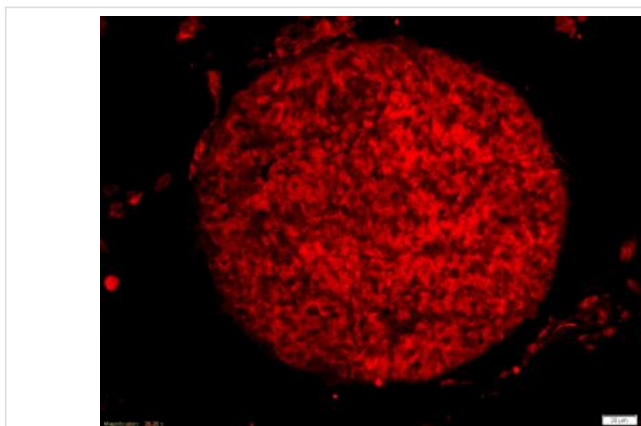

Tissue/cell: rat testis tissue;4% Paraformaldehyde-fixed and paraffin-embedded;

Antigen retrieval: citrate buffer ( 0.01M, pH 6.0 ), Boiling bathing for 15min; Blocking buffer (normal goat

serum,C-0005) at 37°C for 20 min;

Incubation: Anti-Cyclin E Polyclonal Antibody,

Unconjugated(bs-0573R) 1:200, overnight at 4°C; The

secondary antibody was Goat Anti-Rabbit IgG, Cy3

conjugated(bs-0295G-Cy3)used at 1:200 dilution for 40 minutes at 37°C.

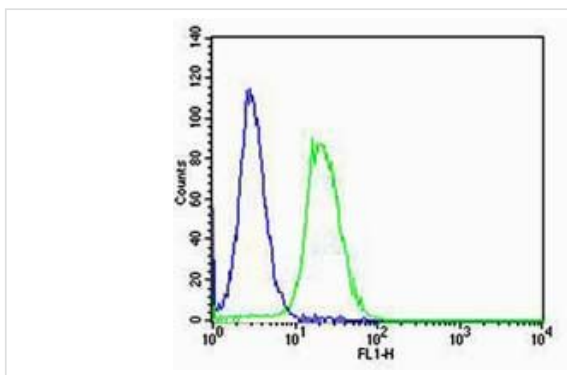

Cell: NIH/3T3

Concentration: 1:100

Host/Isotype: Rabbit/IgG

Flow cytometric analysis of primary antibody (Cat#: bs-0573R) on NIH/3T3 (green) compared with Rabbit IgG isotype control in the absence of primary antibody (blue) followed by Alexa Fluor 488-conjugated goat anti-rabbit IgG(H+L) secondary antibody.

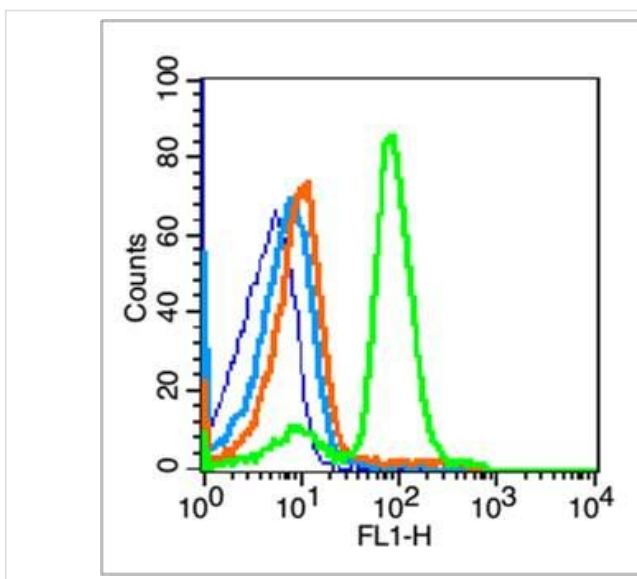

Blank control (blue line): Mouse spleen cells (blue).

Primary Antibody (green line): Rabbit Anti-Cyclin E1 antibody (bs-0573R)

Dilution: 1  $\mu$ g / 10<sup>6</sup> cells;

Isotype Control Antibody (orange line): Rabbit IgG.

Secondary Antibody (white blue line): Goat anti-rabbit IgG-FITC

Dilution: 1  $\mu$ g / test.

Protocol

The cells were fixed with 70% ethanol (overnight at 4°C) and then permeabilized with 0.1% PBS-Tween for 20 min at room temperature. Cells stained with Primary Antibody for 30 min at room temperature. The cells were then incubated in 1 X PBS/2%BSA/10% goat serum to block non-specific protein-protein interactions followed by the antibody for 15 min at room temperature. The secondary antibody used for 40 min at room temperature. Acquisition of 20,000 events was performed.

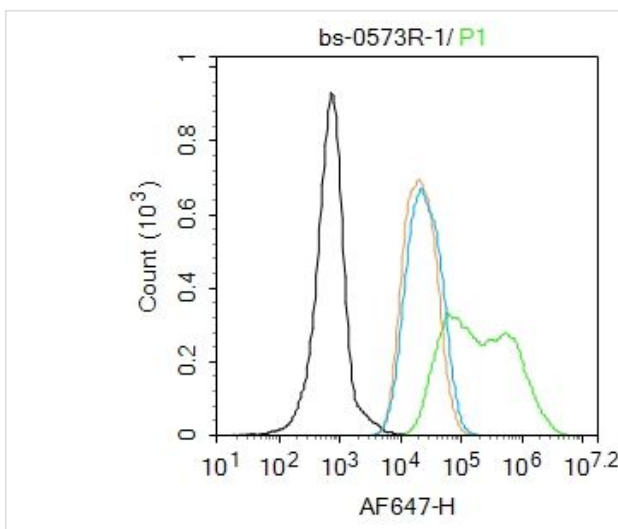

Blank control: MCF7.

Primary Antibody (green line): Rabbit Anti-Cyclin E1 antibody (bs-0573R)

Dilution: 2  $\mu$ g / 10<sup>6</sup> cells;

Isotype Control Antibody (orange line): Rabbit IgG.

Secondary Antibody: Goat anti-rabbit IgG-AF647

Dilution: 1  $\mu$ g / test.

Protocol

The cells were fixed with 4% PFA (10 min at room temperature) and then permeabilized with 90% ice-cold methanol for 20 min at -20°C. The cells were then incubated in 5% BSA to block non-specific protein-protein interactions for 30 min at room temperature. Cells stained with Primary Antibody for 30 min at room temperature. The secondary antibody used for 40 min at room temperature. Acquisition of 20,000 events was performed.

---

## — PRODUCT SPECIFIC PUBLICATIONS —

---

- Luya Pu. et al. Icariin arrests cell cycle progression and induces cell apoptosis through the mitochondrial pathway in human fibroblast-like synoviocytes. Eur J Pharmacol. 2021 Dec;912:174585 [Read more>>](#)
- Ji K et al. Differential Expression of lncRNAs and predicted target genes in normal mouse melanocytes and B16 cells. Experimental Dermatology. 2018. [Read more>>](#)
- Zhang J et al. Silica nanoparticles induce abnormal mitosis and apoptosis via PKC- $\delta$  mediated negative signaling pathway in GC-2 cells of mice. Chemosphere, 2018 208, 942–950. [Read more>>](#)
- Li et al. Up-Regulation of Long Noncoding RNA SRA Promotes Cell Growth, Inhibits Cell Apoptosis, and Induces Secretion of Estradiol and Progesterone in Ovarian Granular Cells of Mice. (2018) Med.Sci.Monit. 24:2384-2390 [Read more>>](#)
- Lv et al. Synthesis, biological evaluation and mechanism studies of deoxytylophorinine and its derivatives as potential anticancer agents. (2012) PLoS.On. 7:e30342 [Read more>>](#)
- Muhammad T et al. Aloperine in combination with therapeutic adenoviral vector synergistically suppressed the growth of non-small cell lung cancer. J Cancer Res Clin Oncol. 2020 Feb 22. [Read more>>](#)
- Chang et al. Analysis of the ways and methods of signaling pathways in regulating cell cycle of NIH3T3 at transcriptional level. (2015) BMC.Cell.Biol. 16:25 [Read more>>](#)
- Chen et al. STAT1 inhibits human hepatocellular carcinoma cell growth through induction of p53 and Fbxw7. (2015) Cancer.Cell.Int. 15:111 [Read more>>](#)
- Zhang, Wen-feng, et al. "Angelica polysaccharides inhibit the growth and promote the apoptosis of U251 glioma cells in vitro and in vivo." Phytomedicine (2017). [Read more>>](#)
- Xu, X., et al. "Concentration-Dependent Diversification Effects of Free Cholesterol Loading on Macrophage Viability and Polarization." Cellular Physiology and Biochemistry 37.2 (2015): 419-431. [Read more>>](#)

**bs-1148R****[Primary Antibody]**

**Bioss**  
ANTIBODIES

www.bioss.com.cn  
400-901-9800

## Rabbit Anti-Cyclin D2 Polyclonal Antibody

### — DATASHEET —

**Host:** Rabbit

**Target Protein:** Cyclin D2

**IR:** Immunogen Range:161-288/288

**Clonality:** Polyclonal

**Isotype:** IgG

**Entrez Gene:** [894](#)

**Swiss Prot:** [P30279](#)

**Source:** KLH conjugated synthetic peptide derived from the middle of human Cyclin D2:161-288/288

**Purification:** affinity purified by Protein A

**Storage:** 0.01M TBS(pH7.4) with 1% BSA, 0.03% Proclin300 and 50% Glycerol. Shipped at 4°C. Store at -20 °C for one year. Avoid repeated freeze/thaw cycles.

**Background:** The protein encoded by this gene belongs to the highly conserved cyclin family, whose members are characterized by a dramatic periodicity in protein abundance throughout the cell cycle. Cyclins function as regulators of CDK kinases. Different cyclins exhibit distinct expression and degradation patterns which contribute to the temporal coordination of each mitotic event. This cyclin forms a complex with and functions as a regulatory subunit of CDK4 or CDK6, whose activity is required for cell cycle G1/S transition. This protein has been shown to interact with tumor suppressor protein Rb and the expression of this gene is regulated positively by Rb. Mutations, amplification and overexpression of this gene, which alters cell cycle progression, are observed frequently in a variety of tumors and may contribute to tumorigenesis.

**Size:** 50ul

**Concentration:** 1mg/ml

**Applications:** ELISA(1:5000-10000)  
IHC-P(1:100-500)  
IHC-F(1:100-500)  
Flow-Cyt(5µg/Test)  
IF(1:100-500)

**Cross Reactive Species:** Human  
Mouse  
Rat

For research use only. Not intended for diagnostic or therapeutic use.

### — VALIDATION IMAGES —

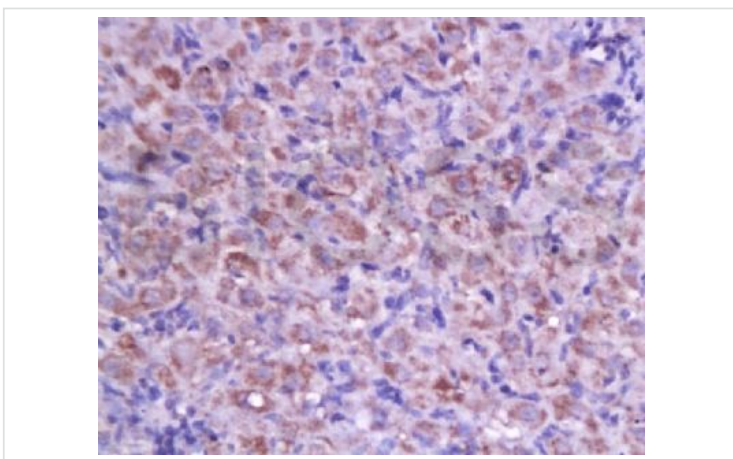

Tissue/cell: rat ovary tissue; 4% Paraformaldehyde-fixed and paraffin-embedded;

Antigen retrieval: citrate buffer ( 0.01M, pH 6.0 ), Boiling bathing for 15min; Block endogenous peroxidase by 3% Hydrogen peroxide for 30min; Blocking buffer (normal goat serum,C-0005) at 37°C for 20 min;

Incubation: Anti-Cyclin D2 Polyclonal Antibody, Unconjugated(bs-1148R) 1:200, overnight at 4°C, followed by conjugation to the secondary antibody(SP-0023) and DAB(C-0010) staining

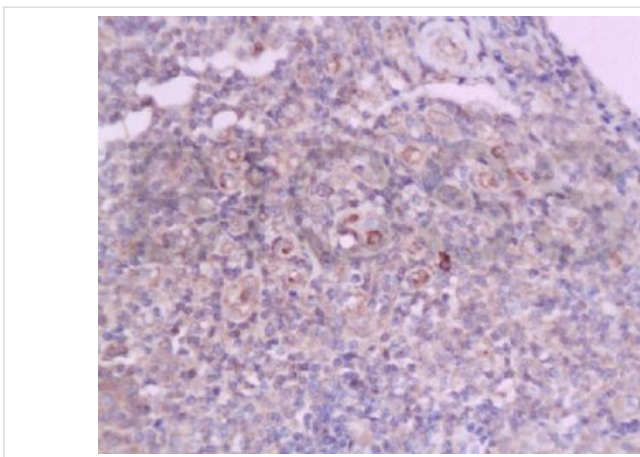

Tissue/cell: human flat moss tinea tissue; 4% Paraformaldehyde-fixed and paraffin-embedded;  
Antigen retrieval: citrate buffer ( 0.01M, pH 6.0 ), Boiling bathing for 15min; Block endogenous peroxidase by 3% Hydrogen peroxide for 30min; Blocking buffer (normal goat serum,C-0005) at 37°C for 20 min;  
Incubation: Anti-Cyclin D2 Polyclonal Antibody, Unconjugated(bs-1148R) 1:200, overnight at 4°C, followed by conjugation to the secondary antibody(SP-0023) and DAB(C-0010) staining

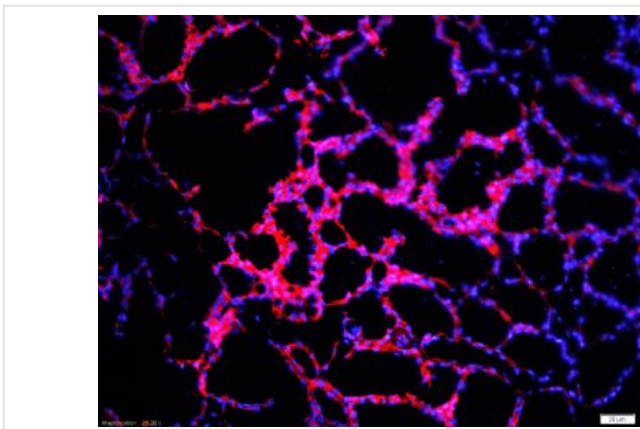

Tissue/cell: rat mammary tissue;4% Paraformaldehyde-fixed and paraffin-embedded;  
Antigen retrieval: citrate buffer ( 0.01M, pH 6.0 ), Boiling bathing for 15min; Blocking buffer (normal goat serum,C-0005) at 37°C for 20 min;  
Incubation: Anti-Cyclin D2 Polyclonal Antibody, Unconjugated(bs-1148R) 1:200, overnight at 4°C; The secondary antibody was Goat Anti-Rabbit IgG, PE conjugated (bs-0295G-PE)used at 1:200 dilution for 40 minutes at 37°C. DAPI(5ug/ml,blue,C-0033) was used to stain the cell nuclei

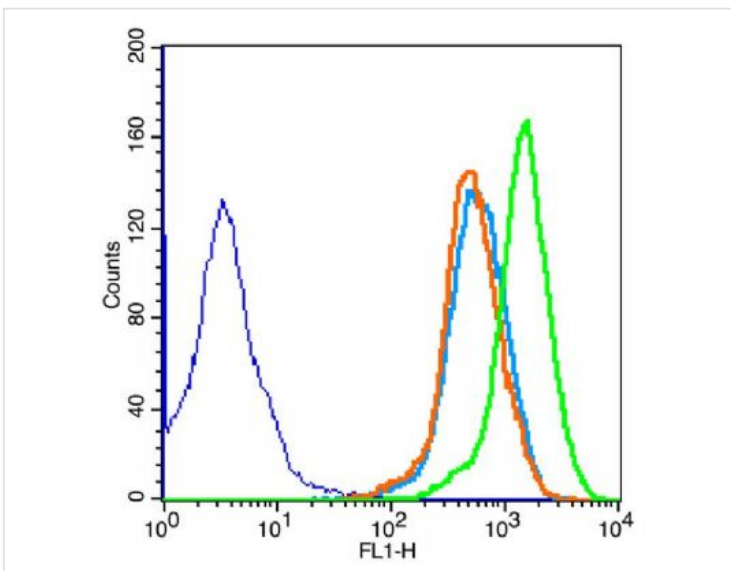

The figure annotation: The blue histogram is unstained cells. The Wathet Blue histogram is cells stained with secondary antibody(bs-0295G-FITC) alone. The Orange histogram is cells stained with rabbit IgG isotype control(bs-0295P) antibody plus secondary antibody. The green histogram is cells stained with Rabbit Anti-Cyclin D2 antibody (bs-1148R)plus secondary antibody.

Concebration: 5μg/10<sup>6</sup> cells.

Positive control: MCF-7 cells.

## — PRODUCT SPECIFIC PUBLICATIONS —

- Wang, Y., et al. "Elevated toll-like receptor 3 inhibits pancreatic b-cell proliferation through G1 phase cell cycle arrest." Molecular and Cellular Endocrinology (2013) [Read more>>](#)

**bs-2006R**

**[Primary Antibody]**

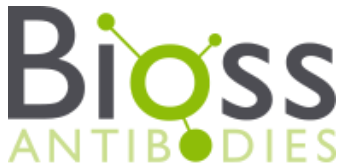

www.bioss.com.cn  
400-901-9800

**Rabbit Anti-PCNA Polyclonal Antibody**

**— DATASHEET —**

**Host:** Rabbit

**Target Protein:** PCNA

**IR:** Immunogen Range:151-261/261

**Clonality:** Polyclonal

**Isotype:** IgG

**Entrez Gene:** [5111](#)

**Swiss Prot:** [P12004](#)

**Source:** KLH conjugated synthetic peptide derived from human PCNA:151-261/261

**Purification:** affinity purified by Protein A

**Storage:** 0.01M TBS(pH7.4) with 1% BSA, 0.03% Proclin300 and 50% Glycerol. Shipped at 4°C. Store at -20 °C for one year. Avoid repeated freeze/thaw cycles.

**Background:** Proliferating cell nuclear antigen (PCNA) is a 28kDa nuclear protein associated with the cell cycle, a nuclear protein vital for cellular DNA synthesis. Proliferating cell nuclear antigen was originally identified by immunofluorescence as a nuclear protein whose appearance correlated with the proliferate state of the cell. PCNA is required for replication of DNA in vitro and has been identified as the auxiliary protein (cofactor) for DNA polymerase delta. The anti-PCNA antibodies react with the nuclei of proliferating cells. PCNA is essential for cellular DNA synthesis and is also required for the in vitro replication of simian virus 40 (SV40) DNA where it acts to coordinate leading and lagging strand synthesis at the replication fork. The PCNA protein may fulfil several separate roles in the cell nucleus associated with changes in its antigenic structure.

**Size:** 50ul

**Concentration:** 1mg/ml

**Applications:** WB(1:500-2000)  
ELISA(1:5000-10000)  
IHC-P(1:100-500)  
IHC-F(1:100-500)  
Flow-Cyt(1ug/Test)  
IF(1:100-500)

**Cross Reactive Species:** Human  
Mouse  
Rat  
Chicken  
Pig  
Cow  
Rabbit  
Sheep  
Guinea Pig

For research use only. Not intended for diagnostic or therapeutic use.

**— VALIDATION IMAGES —**

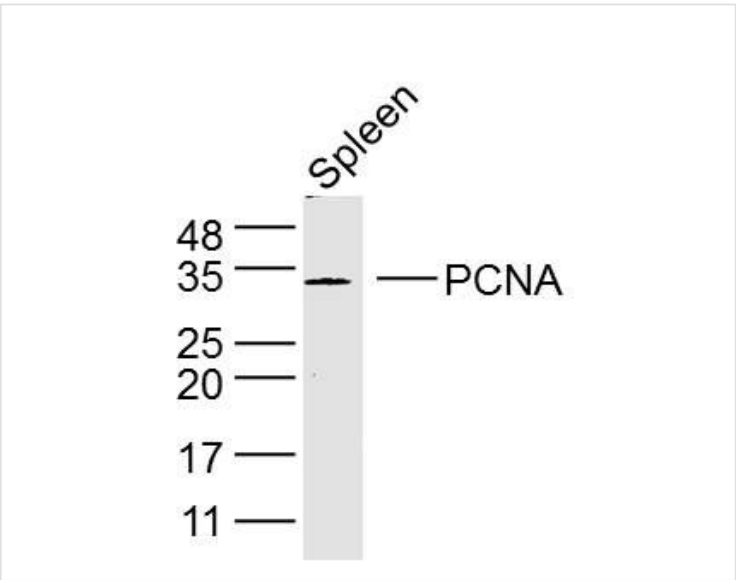

Sample:Spleen (Mouse) Lysate at 40 ug

Primary: Anti-PCNA (bs-2006R) at 1/300 dilution

Secondary: IRDye800CW Goat Anti-Rabbit IgG at 1/20000 dilution

Predicted band size: 29 kD

Observed band size: 32 kD

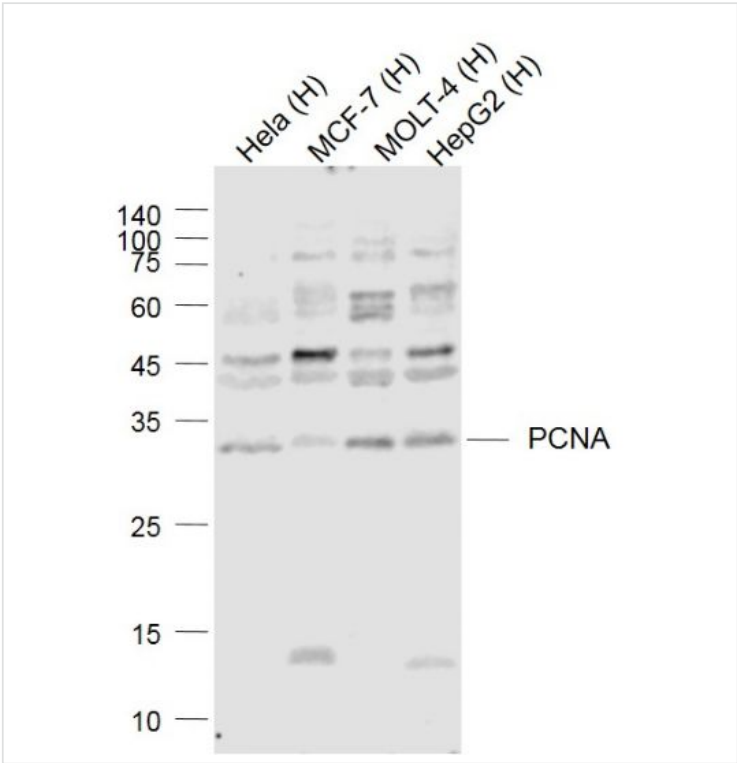

Sample:

Lane 1: HeLa (Human) Cell Lysate at 30 ug

Lane 2: MCF-7 (Human) Cell Lysate at 30 ug

Lane 3: MOLT-4 (Human) Cell Lysate at 30 ug

Lane 4: HepG2 (Human) Cell Lysate at 30 ug

Primary: Anti-PCNA (bs-2006R) at 1/1000 dilution

Secondary: IRDye800CW Goat Anti-Rabbit IgG at 1/20000 dilution

Predicted band size: 32 kD

Observed band size: 32 kD

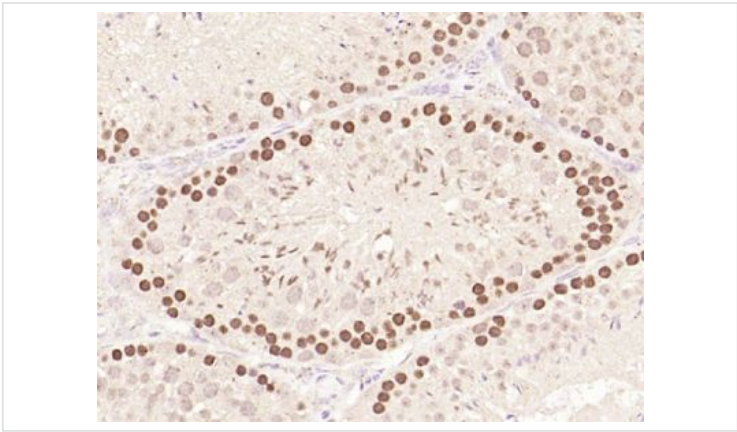

Paraformaldehyde-fixed, paraffin embedded (mouse testis); Antigen retrieval by boiling in sodium citrate buffer (pH6.0) for 15min; Block endogenous peroxidase by 3% hydrogen peroxide for 20 minutes; Blocking buffer (normal goat serum) at 37°C for 30min; Antibody incubation with (PCNA) Polyclonal Antibody, Unconjugated (bs-2006R) at 1:200 overnight at 4°C, followed by operating according to SP Kit(Rabbit) (sp-0023) instructions and DAB staining.

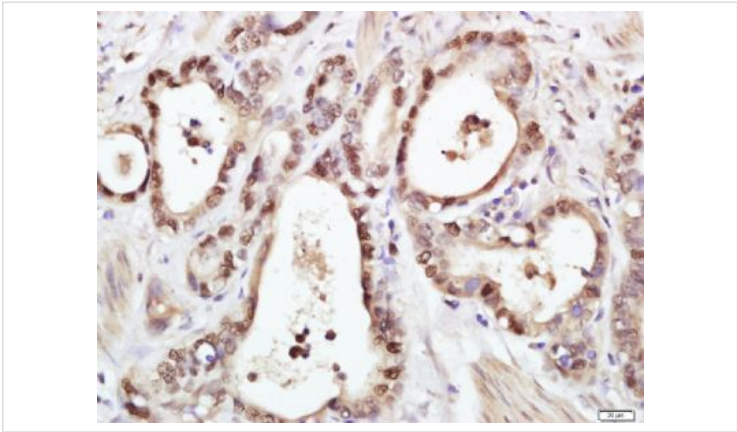

Paraformaldehyde-fixed, paraffin embedded (human gastric carcinoma); Antigen retrieval by boiling in sodium citrate buffer (pH6.0) for 15min; Block endogenous peroxidase by 3% hydrogen peroxide for 20 minutes; Blocking buffer (normal goat serum) at 37°C for 30min; Antibody incubation with (PCNA) Polyclonal Antibody, Unconjugated (bs-2006R) at 1:200 overnight at 4°C, followed by a conjugated secondary (sp-0023) for 20 minutes and DAB staining.

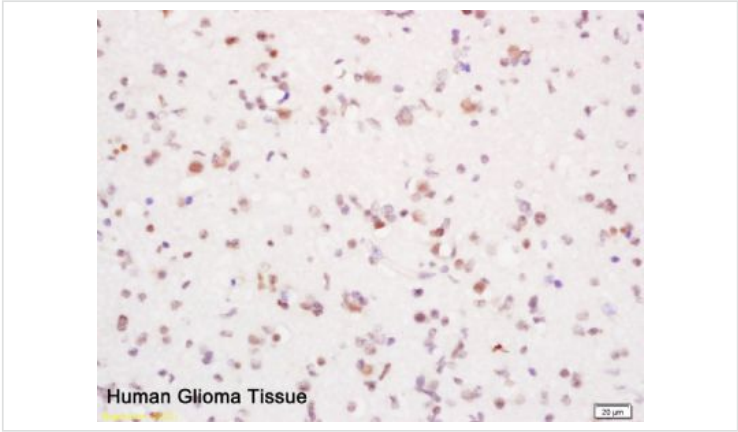

Tissue/cell: human glioma tissue; 4%  
Paraformaldehyde-fixed and paraffin-embedded;  
Antigen retrieval: citrate buffer ( 0.01M, pH 6.0 ), Boiling  
bathing for 15min; Block endogenous peroxidase by 3%  
Hydrogen peroxide for 30min; Blocking buffer (normal  
goat serum,C-0005) at 37°C for 20 min;  
Incubation: Anti-PCNA Polyclonal Antibody,  
Unconjugated(bs-2006R) 1:200, overnight at 4°C,  
followed by conjugation to the secondary antibody(SP-  
0023) and DAB(C-0010) staining

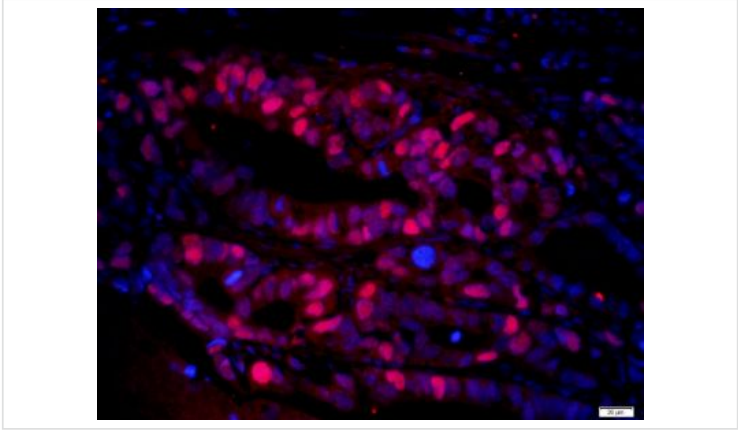

How the deposited data were processed for this re-analysis (not part of the article)

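RNA-seq data of rat neonatal cardiomyocytes in primary culture were analysed, with 3 libraries transfected with scrambled siRNA (si-NC) and 3 libraries labelled si-DYRK1A, all collected 48 h after transfection. Groups and replicate numbers were taken from the sample labels, and all 6 libraries entered every comparison. The authors mapped paired-end reads to Rnor_6.0 with HISAT2 and deposited a table of raw counts per gene. The tool that made the counts, the annotation release and the use of strand are not given in the sources used here. The authors also deposited FPKM values, which are counts divided by gene length and scaled by one constant per library. In the values themselves, that constant follows the inverse of the DESeq2 size factor of the library. The gene length listed by the authors was used for the check of length bias. Every column of per-sample values was matched to a sample. A gene name was missing for 10353 features with 17.2% to 17.6% of the counts, and these were kept because each has its own identifier. No genome sequence was used here, and positions are those listed by the authors.

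The main test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, a robust fit and the filterByExpr filter (a minimum count of 10, scaled to the library size, in at least 3 libraries, and a total of at least 15). P-values were two-sided and adjusted by the Benjamini-Hochberg method with a threshold of 0.05 and no threshold on the fold change, as the legend of Supplementary Fig. 5a gives. The paper's text names no test for these calls. Its statistics section names tests for comparing means, and its methods name FPKM, while Supplementary Table 1 lists group means that lie within 0.1% of those normalized by DESeq2 for all 1548 of its genes. For single values, exact permutation tests were used, which cannot give a p below 0.1 with 3 libraries against 3. Gene lists were tested with camera and fry of limma 3.58.1, with preranked enrichment of fgsea 1.28.0 and with one-sided Fisher's exact tests. In all, 22 lists were tested, 6 of cell cycle genes, 7 of signalling targets, 5 of cell types, those of aryl hydrocarbon receptor targets, interferon-stimulated genes and the integrated stress response, and that of the genes in Figure 2e. Except for the Wnt, Notch, p53 and macrophage lists, each list held tested members that had been seen in Supplementary Table 1, which rests on the same libraries, or in the text of the paper before the lists were written, and all genes of Figure 2e are the paper's. Tests of these lists are therefore not independent of the paper's calls. Leaving out the seen members does not make them independent, since genes of 1 list can change together. Of 429 symbols, 413 were matched by symbol, 2 by an older symbol and 14 not at all. Some single genes of the lists are not reported here.

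The genes named were Dyrk1a, Wdr82, Kat6a, the genes of Figure 2e, members of the lists, the 5 annotated genes with the smallest p, and, among called annotated genes with a mean log2 CPM of at least 1 and no overlap between groups, the 5 with the largest positive and the 5 with the largest negative log2 fold change. The main test, the lists, this rule and most alternatives were fixed before the data were examined, although the values in Supplementary Table 1 had been seen.

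The alternatives were DESeq2 1.42.0, RLE and upper-quartile normalization, library size only, no filter on low counts, at least 10 counts in every library, the replicate number as a block, each library left out in turn, limma-voom, limma on log2(FPKM + 1) or log2(FPKM + 0.1) for genes with FPKM above 0.5 in at least 3 libraries, the former also without that filter, removal of the trend on gene length with or without the block, annotated genes only, an absolute log2 fold change of at least 1, and an adjusted p below 0.01. For the lists, an estimated correlation between genes, fry and preranked enrichment were also run. Sums of the counts of a gene and of the unannotated transcripts of its strand that cover at least 50% of it and no other annotated gene were added after the data had been seen, with GenomicRanges 1.54.1, and so were tests of the lists without the members seen beforehand, where at least 3 tested members were left.

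The scripts were tested on simulated counts for si-DYRK1A against si-NC with 15513 genes, of which 200 were changed, in 3 simulations. The edgeR test recovered 68.3% of genes changed by 1 on the log2 scale, 80.2% of those above a mean log2 CPM of 1, and 42.7% of those changed by 0.5. Of its calls, 13.5% were genes that had not been changed, above the nominal 5%, and it made 4 calls when no gene was changed. The corresponding shares of false calls were 25.2% for edgeR with the replicate block, 12.7% for DESeq2, 12.2% for limma-voom and 4.25% for limma on log2(FPKM + 1), which recovered 47% of genes changed by 1 on the log2 scale. Of 50 lists of 30 unchanged genes, camera gave 0, fry 3 and preranked enrichment 2 with a p below 0.05. The genes were simulated independently of each other. These numbers therefore do not show how often a list of genes that vary together would pass.

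Depth limits what could be seen. With 10325074 to 11921772 counts per library, genes with only a few counts give no usable fold change. Genes covered by an added transcript often had almost no counts, and nothing can be said of their expression. ChIP-seq, mass spectrometry and the experiments in mice and human cells were not analysed here.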

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

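Several tests of the lists in this part were chosen only after the result was seen. These were removal of the gene length trend for all lists, both tests of cell shares, and leaving out the genes seen beforehand. So was leaving out each library as a test of the integrated stress response, endothelial, cardiomyocyte and fibroblast lists. Other splits of the libraries were chosen in this way for the cardiomyocyte and fibroblast lists. As settings, removal of the length trend and leaving out each library were among the alternatives set before the data were examined. Only their use to test an explanation was chosen afterwards. The 6 lists below concern genes that the paper does not discuss and passed the threshold against the si-NC libraries. Directions follow the labels of the libraries, which the counts at the Dyrk1a locus do not check. Each list held genes that had been seen in Supplementary Table 1, which rests on the same libraries, or in the text of the paper before the list was written, so that its camera p is not independent evidence. Each list of at least 3 other tested genes was therefore also tested without them. Such a test is not independent either. The list was written after those genes had been seen, and genes of 1 list can change together.

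Targets of the aryl hydrocarbon receptor, a transcription factor activated by many small molecules, were higher in the libraries labelled si-DYRK1A, with a median log2 fold change of 0.99 over 4 tested genes of 8 (camera adjusted p = 5.75e-20, limma). That p is circular, since Ahrr, Cyp1b1 and Tiparp had been seen beforehand and the 1 tested gene left, Nqo1, is too few for a test of the list. Ahrr changed by 1.53, Cyp1b1 by 1.36, Nqo1 by 0.62 and Tiparp by 0.54, all 4 higher in 3 of 3 libraries. The edgeR call for Nqo1 did not hold without si-DYRK1A replicate 1 (adjusted p = 0.0764, the highest of a range from 7.49e-23 over its alternatives) or without si-DYRK1A replicate 3 (0.0594). The tables argue against 1 deviating library, since the smallest median with 1 library left out was 0.92, although on log2(FPKM + 1) with no filter, which understates the changes of low genes, it was 0.57. They also argue against a bias by gene length as the whole cause, since edgeR called all 4 genes after removal of that trend as well (for the list, with the same circularity, camera adjusted p = 1.426e-19, limma). Of the 10 splits of the libraries into 3 and 3, 1, the real one, gave so large a median, and the other splits gave at most 0.44 in absolute size. That share cannot be smaller with 10 splits and by itself cannot exclude chance, whereas the edgeR test argues against it gene by gene, with adjusted p of 5.9e-10 for Ahrr, 1.56e-07 for Tiparp and 0.00326 for Cyp1b1. An effect of the knockdown, of the siRNA itself or of another difference between the cultures stays open and untested.

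Interferon-stimulated genes were higher in the libraries labelled si-DYRK1A, with a median log2 fold change of 0.99 over 19 tested genes. All 19 had a positive log2 fold change and 17 were called (camera adjusted p = 3.18e-30, limma). With the correlation between genes estimated from the libraries, the adjusted p was 0.0512, the highest of a range from 2.3e-40 over the alternatives. Of the 19 genes, 5 had been seen beforehand. The other 14 had a median of 0.97 with 12 called higher, and the list passed the threshold without the 5 by camera (adjusted p = 1.08e-15) and by fry (0.00927), though not with an estimated correlation (0.105, all limma). The most abundant gene of the list, Ifi27, changed by 0.41, Gbp2 by 0.87, Isg15 by 1.29 and Oas1a by 1.84. The smallest median with 1 library left out was 0.84, which argues against 1 deviating library, although it was 0.59 on log2(FPKM + 1) with no filter. Removal of the length trend left camera at adjusted p = 3.447e-29. A higher share of macrophages is argued against as the whole source. Of 12 tested macrophage genes, 10 had a 95% upper bound of the log2 fold change below the interferon median. They included the abundant Lyz2 (log2 fold change 0.41, upper bound 0.54) and Csf1r (-0.13, upper bound 0.0044). The exceptions were Cd163 (upper bound 1.29) and Laptm5 (upper bound 1.21). The real split was the only 1 of 10 with so large a median, the others giving at most 0.55 in absolute size, a share that by design cannot exclude chance. The calls of single genes, such as Gbp2 (adjusted p = 5.9e-10, edgeR) and Isg15 (2.59e-06), argue against chance for those genes. A candidate explanation is an innate response to one of the siRNA preparations, as opposed to an effect of lower DYRK1A. The design has 1 siRNA treatment per group and cannot separate these, and neither was tested.

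Genes of the integrated stress response, a program induced by amino acid shortage and protein misfolding, were lower, with a median log2 fold change of -0.19 over 16 tested genes (camera adjusted p = 1.59e-10, limma). Of these, 9 were called lower and 1 higher. Chac1 and Trib3 changed by -0.85 and Ddit3 by -0.71. These 3 had been seen beforehand. The other 13 genes had a median of -0.14, with 6 called lower and 1 higher, and passed the threshold by camera (adjusted p = 0.00103) and by fry (0.0071), though not with an estimated correlation (0.107, all limma). For the list, the adjusted p ranged from 5.01e-19 to 0.0293 over its alternatives. The median nearest to 0 with 1 library left out was -0.17, against 1 deviating library, and removal of the length trend gave adjusted p = 5.095e-11 (camera, limma). As to chance, 1 of 10 splits reached this median, namely the real one, which is the smallest share possible and decides nothing, and the other splits reached at most 0.11 in absolute size. The edgeR adjusted p of 3.22e-09 for Trib3, 4.79e-08 for Ddit3 and 2.8e-07 for Chac1 argue against chance for these genes. An effect of the knockdown and a difference in culture conditions stay open and untested.

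Endothelial genes were lower, with a median log2 fold change of -0.43 over 9 tested genes of 15, of which 4 (Tek, Flt4, Tie1 and Cdh5) were called lower (camera adjusted p = 6.04e-05, limma). Tek and Flt4 had been seen beforehand, and the shift of the list rests on them. Without them the median was -0.31 over 7 genes and the adjusted p was 0.127 by camera, the highest of a range from 6.37e-06 over the alternatives, and 0.0845 by fry (limma). The edgeR call for Cdh5 did not hold without si-NC replicate 1 (adjusted p = 0.0531), si-DYRK1A replicate 1 (0.0606) or si-DYRK1A replicate 3 (0.0668), in a range of 0.00366 to 0.115 over its alternatives. With 1 library left out, the median nearest to 0 was -0.32, without si-NC replicate 2, which argues against 1 deviating library, although it was -0.24 on log2(FPKM + 1) with no filter. After removal of the length trend the adjusted p was 6.908e-05 (camera, limma). A lower share of endothelial cells as the whole cause would lower all their genes alike, whereas the genes moved apart by more than their standard errors (Cochran's Q on the log2 fold changes and standard errors of edgeR 95.2, where like changes of independent genes give about 8, and 34.4 against about 6 without Tek and Flt4), from -0.75 for Tek to -0.01 for Kdr and 0.19 for Esam. A change within the endothelial cells, alone or with a change in their share, remains open. The real split was 1 of 10 with so large a median, the smallest share that 10 splits allow, which cannot exclude chance by itself, and the others reached at most 0.22 in absolute size. For Tek (adjusted p = 3.5e-07, edgeR), Flt4 (5.54e-07) and Tie1 (0.00125), the single-gene tests argue against chance.

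Cardiomyocyte genes were slightly higher, with a median log2 fold change of 0.11 and a mean of 0.03 over 16 tested genes of 28, 7 called higher and 1, Hrc (-0.55), lower (camera adjusted p = 0.0283, limma). Here 1 library decides the size, since the median was 0.058 without si-NC replicate 2, and without si-NC replicate 1 the adjusted p was 0.0819, in a range of 0.000118 to 0.168 over the alternatives. The highest came from leaving out Nppa, the gene of this list seen beforehand (median 0.10 over 15 genes, camera, limma), so that the shift of the list is not shown without it, although fry passed the threshold there (0.00232). Myh7, Nppa, Nppb and Actc1 are also in the calcineurin-NFAT list. After removal of the length trend the adjusted p was 0.03597 (camera, limma), against gene length as the whole cause. With the replicate number as a block the call did not hold (adjusted p = 0.0522, and 0.0607 with the trend removed as well, camera, limma). With 10 splits, of which 1, the real one, gave so large a median and the others at most 0.061 in absolute size, the share of splits cannot exclude chance. Several abundant cardiomyocyte genes, such as Tnni3, Myh6 and Myl2, had 0 counts and are covered by unannotated transcripts, so that the list is incomplete.

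Fibroblast genes were slightly higher as well, with a median log2 fold change of 0.15 over 20 tested genes of 25, 6 called higher and 1, Pcolce (-0.39), lower (camera adjusted p = 0.00579, limma). Lum, Eln, Thbs2 and Pcolce had been seen beforehand, and without them the median was 0.081 over 16 genes, 3 of them called higher, with an adjusted p of 0.301 by camera, the highest of a range from 0.000107 over the alternatives, and 0.122 by fry (limma), so that a shift of the list is not shown without these genes. The size depended on the libraries, with a median of 0.046 without si-DYRK1A replicate 2, 0.064 without si-NC replicate 2 and 0.076 without si-DYRK1A replicate 3. Removal of the length trend gave adjusted p = 0.005611 (camera, limma). Only the real split, 1 of 10, gave so large a median, the others reaching 0.11 in absolute size, and 10 splits cannot exclude chance. A change in the share of fibroblasts was not tested.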

How the results depend on the processing

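Sums of counts over a locus, leaving out list members seen beforehand, and leaving out each library for the overlap with Supplementary Table 1 and for the FPKM medians, were tests chosen only after the result was seen. In all, 81 results, 46 of them single genes, were recomputed, which gave 1636 values under an alternative. Of these, 1549 kept their direction and their side of the threshold, or stayed within 1.5 times for a count, 48 no longer passed the threshold, 16 counts moved further and 23 values changed sign. Except where a cause is stated, the cause was not tested.

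The count of 2360 called features (1245 higher, 1115 lower) lay between 1614 and 2210 with 1 library left out. It was 1197 (662 higher, 535 lower) by limma on log2(FPKM + 1), 1162 (644 and 518) with a pseudocount of 0.1 and 667 (383 and 284) with no filter on FPKM. It was 1307 (723 and 584) at an adjusted p below 0.01 and 200 (132 and 68) with an absolute log2 fold change of at least 1, both fewer by construction. Higher features numbered 823 by DESeq2. Of the genes of Supplementary Table 1, 1324 to 1462 were called with 1 library left out, and the difference of the FPKM medians lay between -0.01686 and 0.01925. Library size only gave 44.3% of calls higher, against 52.8% in the main result.

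The S phase, G2/M phase, DNA replication, mitotic spindle and integrated stress response lists kept their direction and call under all 25 alternatives run for each, and the aryl hydrocarbon receptor list under all 24 run for it. Leaving out the members seen beforehand leaves fewer genes by construction. The camera calls were then lost for ERK (median 0.030), calcineurin-NFAT (0.13), cardiomyocyte (0.10), fibroblast (0.081) and endothelial (-0.31) genes. The uncalled YAP/TEAD median turned negative (-0.033). By fry, calcineurin-NFAT (adjusted p = 0.0106) and cardiomyocyte (0.00232) genes still passed the threshold. The ERK (0.585), fibroblast (0.122) and endothelial (0.0845) genes did not (limma). The aryl hydrocarbon receptor and TGF-beta lists had too few other genes for tests without these members. Leaving out these members and estimating the correlation as well, no list passed the threshold (lowest adjusted p = 0.0895, camera in limma). With an estimated correlation between genes, which leaves the medians as they are, the adjusted p no longer passed 0.05 for chromosome segregation (median 0.35), cytokinesis (0.24), Notch (0.23), ERK (0.025), calcineurin-NFAT (0.22), interferon-stimulated (0.99), cardiomyocyte (0.11), fibroblast (0.15), endothelial (-0.43) and Figure 2e (0.29) genes, nor did it for calcineurin-NFAT targets by preranked enrichment (0.22). The list medians were smallest on log2(FPKM + 1) with no filter for all 6 cell cycle lists, by 1.5 times or more for some, and their calls held there. The range of the adjusted p over all alternatives reached 0.0512 for chromosome segregation and 0.0836 for cytokinesis.

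Notch targets did not pass the threshold on log2(FPKM + 1) (median 0.20), with a pseudocount of 0.1 (0.21), with no FPKM filter (0.18) or with locus sums (0.21), and their medians lay between 0.17 and 0.27 with 1 library left out, the lowest, without si-NC replicate 3, also failing it. ERK targets turned negative with library size only (-0.00082), with locus sums (-0.067) and without si-NC replicate 1, si-NC replicate 2 or si-DYRK1A replicate 1 (range -0.062 to 0.036 with 1 library left out). TGF-beta targets turned negative with locus sums (-0.037), where 9 genes were tested in place of 4. Wnt targets, not called, ranged from -0.12 to 0.13 with 1 library left out, positive without si-NC replicate 1 or si-DYRK1A replicate 3.

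Cardiomyocyte genes no longer passed the threshold with library size only (median 0.087), on log2(FPKM + 1) (0.11), with no FPKM filter (0.066) and without si-NC replicate 1, and their medians ranged from 0.058 to 0.12 with 1 library left out. The uncalled medians of smooth muscle genes changed sign by DESeq2 (0.074), with no filter on low counts (0.070) and without si-DYRK1A replicate 3 (range -0.024 to 0.0078). Those of macrophage genes did so by DESeq2 (-0.089), with library size only (-0.010), with no filter on low counts (-0.094), with no FPKM filter (-0.052), with the length trend removed (-0.0019) and without si-NC replicate 1, si-DYRK1A replicate 2 or si-DYRK1A replicate 3 (range -0.083 to 0.078).

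Among single genes, 933 of 957 values kept direction and call, 21 no longer passed the threshold and 3 changed sign. The 3 are uncalled and near 0, namely Ccnd2 without si-NC replicate 2 (range -0.059 to 0.012 with 1 library left out) and Wdr82 without si-NC replicate 1 or si-DYRK1A replicate 1 (range -0.076 to 0.045).

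The replicate numbers are shared by both groups. Over all features tested, deviations from the group means correlated at 0.0578, -0.0261 and -0.00409 between libraries of the same number, too weakly to take the numbers as pairs. Nevertheless 6 features, among them Nupr1, were high in both replicate 1 libraries alone, so that a common source of these libraries stays open. With the replicate block, 2269 features were called (1193 higher, 1076 lower). Of 73 results under the replicate block, 72 kept direction and call, and the cardiomyocyte genes did not (median 0.11, adjusted p = 0.0522, and 0.10 with the length trend removed as well).

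Depth limits genes of few counts, such as Ccna1 with 5 to 19 counts per library, for which the log2 fold change ranged from 0.0003 to 0.69 with 1 library left out.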

Differences from the paper's values

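No test in this part was chosen after the result was seen, apart from the locus sums named in it. The number of altered genes was 2360 by edgeR against the paper's 1548, with 1245 higher against the paper's 814 and 1115 lower against the paper's 734. A count close to the paper's does not by itself show which test the paper used. Values that bear on this are given below for DESeq2. Of the alternatives set before the data were examined, those under which the total lay within 1.5 times of the paper's were DESeq2 (1575), the replicate block (2269), each library left out (1614 to 2210), limma-voom (2036), limma on log2(FPKM + 1) (1197), limma on log2(FPKM + 0.1) (1162), the length trend removed with the replicate block (2311), annotated genes only (1765) and an adjusted p below 0.01 (1307). Those under which it did not were RLE (2364) and upper-quartile (2331) normalization, library size only (2402), no filter on low counts (2573), 10 counts in every library (2384), the length trend removed (2407), limma on log2(FPKM + 1) with no filter (667) and an absolute log2 fold change of at least 1 (200).

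For higher genes, the same alternatives came within 1.5 times, among them DESeq2 with 823, and so did RLE (1207) and upper-quartile (1217) normalization, library size only (1063) and the length trend removed (1217). No filter on low counts (1258), 10 counts in every library (1247), limma with no FPKM filter (383) and the fold-change threshold (132) did not. For lower genes, DESeq2 (752), the replicate block (1076), each library left out (746 to 1087), limma-voom (933), both filtered FPKM fits (535 and 518), annotated genes only (891) and the stricter adjusted p (584) came within 1.5 times. RLE (1157) and upper-quartile (1114) normalization, library size only (1339), no filter (1315), 10 counts in every library (1137), the length trend removed (1190) also with the block (1148), limma with no FPKM filter (284) and the fold-change threshold (68) did not. The locus sums, chosen after seeing the values, gave 2358 features in total.

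Of the paper's 1548 genes, edgeR did not call 28 and did not test 2. DESeq2 called 1541 of them and gave no adjusted p for the other 7. It called 34 features that are not in Supplementary Table 1, compared with 842 for edgeR. The log2 fold changes of DESeq2 differed from those in that table by at most 9.07e-06. Its normalized group means differed by at most 4.83e-10 in relative size. These values point to DESeq2 as the source of that table. Use of edgeR in place of DESeq2 thus accounts for most of the difference in number. The 7 genes and 34 features are not explained by it. A separate comparison of log2 fold changes with that table, gene by gene, covered 135 genes, which are list members or were chosen by the rule for naming genes. None differed from the paper's value by more than the error.

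For the genes of Figure 2e, the paper's values are qRT-PCR measurements on other samples (n = 4 per group), read by eye, and the values here are RNA-seq fold changes of the libraries labelled si-DYRK1A over si-NC. Cdk1 was 1.2-fold here and about 7.2-fold in Fig. 2e, Ccnb1 was 1.28-fold and about 3.4-fold in Fig. 2e, Ccna1 was 1.23-fold and about 3.0-fold in Fig. 2e, and Pole2 was 1.26-fold and about 2.8-fold in Fig. 2e. Plk1 was 1.21-fold here and about 2.6-fold in Fig. 2e, Ccnd2 was 0.984-fold and about 2.5-fold in Fig. 2e, and Cdc20 was 1.36-fold and about 2.1-fold in Fig. 2e. Foxm1 was 1.26-fold here and about 2.1-fold in Fig. 2e, Cdk4 was 1.05-fold and about 2.0-fold in Fig. 2e, and Cdk2 was 1.08-fold and about 1.8-fold in Fig. 2e. For these 10 genes no alternative that gave a value came within the paper's range. All 12 tested genes had a lower fold change here than by qRT-PCR.

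Supplementary Table 1, which holds the paper's RNA-seq calls, lists 7 of the 16 genes of Figure 2e as higher, and edgeR called the same 7 here (Aurkb, Ccnb1, Cdc20, Cdk1, Foxm1, Pcna and Plk1), so that no RNA-seq call differs for them. The other genes are not in that table, and their values in the paper come from qRT-PCR. Of the 12 tested here, 11 had a positive log2 fold change, Ccnd2 (log2 fold change -0.02) being the exception in sign, and Pole2 was called when adjusted over the list alone (adjusted p = 0.0139, edgeR). By qRT-PCR the paper also shows Ccnd1 and Ccne1 as higher, for which the annotated genes have 0 counts here, so that no fold change can be given.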

Other observations

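The tests of overlapping features at the Dyrk1a locus and in the whole table, and leaving out list members seen beforehand, were chosen only after the result was seen. The count of altered features was compared with other splits of the 6 libraries. The real split called 2360 and the other splits 0 to 2, so that 1 of 10 splits reached it. As 10 splits allow no smaller share, that share by itself cannot exclude chance. Values that do not rest on the share argue only against noise that is independent from gene to gene. The groups were fully separated for 31.5% of the features tested, compared with 10% by chance. In simulated data with no gene changed, where genes varied independently, edgeR made 4 calls. Neither value can exclude a difference between the cultures that moved many genes together. Removal of the length trend left 2407 called features, which argues against gene length as the whole cause. The totals of all 3 libraries labelled si-DYRK1A lay within the range of the si-NC totals, which argues against a difference in library size.

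For the higher cell cycle genes, a lower share of cardiomyocytes in the cultures was tested as a candidate explanation. If all other cell types kept their proportions to each other, it would lower the cardiomyocyte genes and raise those of the others alike. The median log2 fold change of the cardiomyocyte genes was 0.11 and stayed positive under all 25 alternatives, although its size is uncertain, with members going both ways, a mean of 0.03, and a median of 0.058 without si-NC replicate 2. Fibroblast genes were higher (0.15), which goes with this explanation, whereas endothelial genes were lower (-0.43). With 1 library left out, the fibroblast median lay between 0.046 and 0.19 and the endothelial median between -0.48 and -0.32, so that these other cell types moved apart. Without the members seen beforehand, neither list passed the threshold, but their medians still lay apart, at 0.011 to 0.10 for fibroblast and -0.37 to -0.28 for endothelial genes with 1 library left out. This argues only against a lower share with a like rise of all other cell types as the whole cause. The endothelial genes did not move alike, so that their median is a weak measure of a share. A higher share of fibroblasts alone, which would also lower that of cardiomyocytes, stays open. The larger adjusted p of the S phase and G2/M phase lists after removal of the length trend was 5.597e-07 (camera, limma), against gene length. The mean of the absolute medians of the 6 lists was 0.31 for the real split, the only 1 of 10 splits with so large a value, and at most 0.15 for the others. That share cannot be smaller and by itself cannot exclude chance. The calls of 58 of the 99 tested genes as higher and 2 as lower by edgeR argue against noise independent from gene to gene. They cannot exclude a difference between the cultures that moved these genes together. Whether cardiomyocytes or other cells of the culture carry the change was not tested.

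The counts at the Dyrk1a locus were not lower in the libraries labelled si-DYRK1A. The unannotated transcript held 99.87% of the counts of both features. That share would be seen whether reads of Dyrk1a were counted on the transcript or reads on the shared bases were left out, so that these cannot be told apart and the counts need not measure the mRNA of Dyrk1a. An exchange of 2 libraries between the groups is argued against, as 0 libraries labelled si-DYRK1A lay on the si-NC side of the first principal component. The 95% confidence interval of -0.04 to 0.20 on the log2 scale bounds the difference in the counts of the transcript alone. An exchange of the labels of the whole groups, a lower level of Dyrk1a mRNA that these counts do not show, counts from other transcripts of the locus, and a lower protein level without a lower mRNA level at 48 h stay open and were not tested. It also stays open that DYRK1A was not lowered in these libraries, since the paper shows the knockdown in other samples.

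Annotated genes covered on their strand by an unannotated transcript often had almost no counts (Fisher's exact test over the list genes, p = 6.55e-56), among them Myh6, Tnni3, Mki67 and Acta2. Counting on the unannotated transcript in its place is argued against as the general cause. For 1033 protein-coding genes covered by a transcript within 5% of their own length, the median count over the 6 libraries was 1 for the gene and 1 for the transcript, compared with 61 for the 15365 protein-coding genes not covered. Where the transcript was longer by 1000 bases or more, as for 2040 genes, it held a median of 1376 counts. This is consistent with reads on bases shared by 2 features having been left out of the counts, a hypothesis found and tested on the same data. The counting tool is not given in the sources used here.

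Wdr82 (ENSRNOG00000048441), named by the paper as a partner of DYRK1A, had 27.5 ± 1.67 CPM (SD, n = 3) in the si-NC libraries and 27.1 ± 2.25 CPM (SD, n = 3) in the libraries labelled si-DYRK1A, a log2 fold change of -0.02 (adjusted p = 0.915, edgeR). Its counts are incomplete, since an unannotated transcript with 908 counts covers it. Kat6a had 0 counts in every library, under an unannotated transcript with 1069 counts.

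The genes of the smooth muscle list (median log2 fold change -0.01 over 5 tested genes) and of the macrophage list (0.02 over 12) were not shifted as lists, with adjusted p of 0.786 and 0.721 (camera, limma). By edgeR, 2 smooth muscle genes were called higher and 1 lower, and 2 macrophage genes were called higher, so that medians near 0 do not show that their genes were alike in both groups, and the sign of both medians changed under some alternatives.

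In the whole table, 6 features had at least 100 counts in all and were at least 4-fold higher in both replicate 1 libraries than in each of the other libraries, limits chosen after Nupr1 had been seen. Nupr1 had 1334, 53 and 67 counts in the si-NC libraries and 1496, 38 and 42 in the libraries labelled si-DYRK1A, in the order of their replicate numbers. The others were LOC103694877, Aspnl1, LOC100910446, LOC100911374 and 1 unannotated transcript, and other pairs of libraries had 0 to 4 such features.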
